# Symbiotic peptides modulate rhizobial physiology without terminal differentiation

**DOI:** 10.1126/sciadv.aed2816

**Published:** 2026-06-26

**Authors:** Bin Hu, Robert Hänsch, Kyra Grunau, Lena Hohtanz, Martin Kucklick, Nele Grünig, Veit G. Hänsch, Rui Liu, Tong Peng, Max Wiebicke, Ilnaz Sarhangi Fard, Maxim Messerer, Franka Gädeke, Theresia E. B. Stradal, Marius Milatz, Christian Hertweck, Susanne Engelmann, Heinz Rennenberg, Kevin D. Oliphant

## Abstract

Symbiotic nitrogen fixation reduces reliance on synthetic fertilizers and is central to agriculture and ecosystem functioning. In legumes, this process occurs in root nodules where rhizobia differentiate into bacteroids that either remain viable or undergo terminal differentiation, a strategy that can enhance nitrogen fixation but limits nodule life span. This irreversible program suits annual legumes and has evolved convergently across multiple lineages, including the inverted repeat-lacking clade (IRLC), where it is enforced by nodule-specific cysteine-rich (NCR) peptides. By contrast, perennial legumes with indeterminate nodules must sustain symbiosis over extended periods, which is incompatible with terminally differentiated bacteroids. Here, we identify a family of nodule-specific proline-glycine-rich peptides (NPGs) in *Robinia* that are induced upon rhizobial infection. NPGs are highly expressed in nodules, encode intrinsically disordered peptides, and accumulate in infected cells within the fixation zone. Exposure of *Mesorhizobium robiniae* to recombinant NPGs induces transcriptional changes associated with a fixation-related physiological state while preserving bacterial viability. These findings identify NPGs as candidate host effectors at the plant-microbe interface and point to an alternative mode of symbiont modulation in perennial legumes.

## INTRODUCTION

Legume-rhizobia symbioses are a major contributor to global nitrogen fluxes, sustaining ecosystems and agriculture through biological nitrogen fixation (BNF) (*1*–*3*). In root nodules, rhizobia differentiate into bacteroids that either retain reproductive capacity or undergo terminal differentiation, a process marked by cell enlargement, endoreduplication, and loss of viability (*4*–*6*). Nodules occur in two main forms: determinate nodules, in which all infected cells are at a similar developmental stage, and indeterminate nodules, which maintain a persistent meristem and a longitudinal developmental gradient (*7*, *8*). In the inverted repeat-lacking clade (IRLC), which forms indeterminate nodules, terminal differentiation is enforced by nodule-specific cysteine-rich (NCR) peptides, a highly diverse family of defensin-like effectors. Many NCRs are cationic and profoundly reprogram bacterial physiology, promoting nitrogen fixation at the cost of symbiont viability (*6*, *9*–*11*).

By contrast, Robinioid legumes, the sister clade of the IRLC, develop indeterminate nodules but lack NCR peptides (*12*). In these taxa, bacteroids generally remain reproductively competent, and nitrogen fixation can be sustained across multiple growing seasons (*13*–*15*). The Robinioid tree *Robinia pseudoacacia* exemplifies this strategy, maintaining active nodules for extended periods in nutrient-poor and disturbed soils and contributing to reforestation, land reclamation, and phytoremediation efforts (*15*–*19*). As the sole sister lineage to the NCR-bearing IRLC within the Hologalegina, Robinioids occupy a pivotal phylogenetic position for examining alternative strategies of host control in legume symbiosis.

This contrast highlights an unresolved question in legume biology: How do perennial legumes with indeterminate nodules bias their symbionts toward nitrogen fixation without resorting to terminal bacteroid differentiation? Comparative studies indicate that nodulation in *R. pseudoacacia* involves systemic transcriptional reprogramming and developmental trajectories distinct from those described in herbaceous model legumes (*14*). However, the identity of host-derived factors acting directly at the plant-microbe interface in Robinioids has remained unclear.

Beyond NCRs, legumes deploy a diverse repertoire of host-derived molecules to regulate symbiosis, including defensin-like peptides, CLAVATA3/ESR-related (CLE) peptides (*20*), transcriptional regulators such as Nodule Inception (NIN), Early Nodulins (ENODs), and Nuclear Factor-Y (NF-Y) subunits (*21*). In addition, several classes of glycine-rich proteins have been reported to accumulate in nodules or nodulated roots, although their functions and modes of action remain poorly characterized (*22*–*24*). Together, these examples illustrate that symbiont control is achieved through multiple molecular strategies, many of which remain incompletely understood outside a small number of model systems.

Here, we identify a family of nodule-specific proline-glycine-rich peptides (NPGs) in *R. pseudoacacia*. These peptides are highly expressed in nodules, encode intrinsically disordered peptides, and localize preferentially to infected host cells. Exposure of *Mesorhizobium robiniae* to recombinant NPGs induces transcriptional changes associated with a nitrogen fixation-related physiological state while preserving bacterial viability. Rather than enforcing terminal differentiation, NPGs therefore represent a candidate class of host-derived peptides that may modulate symbiont physiology in a nonlethal manner. This work expands the known diversity of nodule-associated peptides and highlights an alternative mode of host-microbe interaction in perennial legumes.

## RESULTS

### NPGs define a previously unknown family of nodule-specific peptides

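Nodules were taken from 3 inoculated *R. pseudoacacia* plants at 1 year postinoculation (ypi), and polyadenylated RNA was sequenced as stranded paired-end Illumina libraries. The authors trimmed the reads with Trimmomatic, aligned them to the *R. pseudoacacia* genome with HISAT2 and counted them per gene with HTSeq-count. They deposited these counts without normalization, together with length-normalized TPM values computed from the counts. The 3 nodule libraries held 35834681, 32505635 and 33290587 counts. Leaves, stems and roots of inoculated and uninoculated plants were sequenced at the same age, and the 21 libraries of 1 ypi held between 32214826 and 40574702 counts, with a median of 38001916. The tables list 72352 genes by identifier, without coordinates. TPM values were used as deposited, and CPM, which is normalized to the library total alone, and ranks were computed from the same tables. The gene length behind each TPM, recovered from the ratio of counts to TPM, was within 0.05 of a whole number for 100% of the 16250 genes checked. This length was 1580 for *NPG1* (3G00089040) and for *NPG2* (3G00089840), 1763 for *NPG3* (3G00089570) and 1897 for *NPG4* (3G00090040). It was 255 for the gene 3G00090420 and 210 for each of 3G00089080 and 3G00089880, so that their TPM is several times higher per read than that of *NPG1* to *NPG4*. The identifier 3G00090420 carries the annotation and the expression that the paper gives for *NPG5* and is called *NPG5* here, although table S1 lists it under *NPG6*. The near-identical genes 3G00089080 and 3G00089880 are given by identifier and correspond to the pair plotted as *NPG6* and *NPG7*. Reads shared between such copies could have been split or discarded by the counting, as could those of *NPG1* and *NPG2*.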

RNA sequencing (RNA-seq) of *R. pseudoacacia* nodules inoculated with *M. robiniae* uncovered seven transcripts encoding NPGs peptides, here termed *NPG*s (table S1). These genes occur as a tandem cluster within an ~850-kb region, consistent with duplication (Fig. 1A) (*25*, *26*). 

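In the nodules of 1 ypi, *NPG4* reached 16634 ± 5365 TPM (SD, n = 3) and ranked 4 by mean TPM among the 35576 genes with a count in these libraries. *NPG1* followed at 5893 ± 1856 TPM and rank 6, and *NPG2* at 5696 ± 1232 TPM and rank 7, a difference between both genes that is smaller than the spread of either. *NPG3* had 2145 ± 110 TPM and rank 26, and *NPG5* had 516 ± 371 TPM and rank 195, with individual nodules between rank 75 and rank 557. The genes 3G00089080 and 3G00089880 had 7.21 ± 2.73 and 7.63 ± 1.76 TPM, at ranks 14659 and 14312. Of the 4 genes annotated as leghemoglobin, 7G00386100 ranked 1 with 30258 ± 14887 TPM and 7G00385990 ranked 3 with 19121 ± 8597 TPM. The remaining leghemoglobins, 7G00386000 and 7G00386080, ranked 9 and 79, below *NPG1* and *NPG2*. The gene at rank 2, 7G00387950, is annotated as a root nodule extensin. On the log2(TPM) scale of Fig. 1C, the means were 12.48 for *NPG1*, 13.97 for *NPG4* and 2.77 for 3G00089080. In CPM *NPG5* fell to rank 3155 and the pair to ranks 23635 and 23408.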

All seven *NPG*s were highly expressed in nodules 1 year after inoculation, some ranking just below leghemoglobins among the most abundant transcripts (Fig. 1, B and C).

**Fig. 1.**
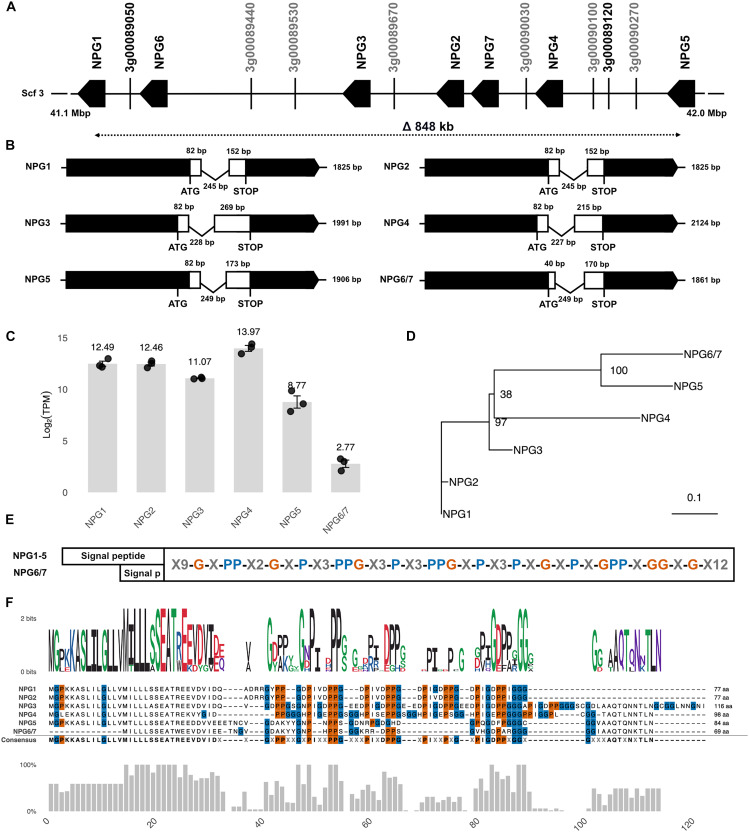
Genomic organization, transcript architecture, and evolutionary description of NPG genes. (**A**) Genomic context of the NPG gene cluster on scaffold 3. Nodule-specific genes are shown in black, non-nodule–specific genes in gray. Arrows indicate transcriptional orientation. (**B**) Transcript structures of NPG paralogs reconstructed from Oxford Nanopore Technologies (ONT) long-read RNA-seq data. Exons are shown as black boxes, introns are shown as thin lines, and CDSs are shown as white boxes. (**C**) Expression levels of NPG genes in 1-year-old nodules postinoculation, shown as log_2_(TPM). Individual replicates (*n* = 3) are overlaid as dots; means ± SD. (**D**) Unrooted maximum-likelihood phylogenetic tree of full-length NPGs inferred in IQ-TREE under the JTT model. Branch lengths reflect evolutionary distance. Ultrafast bootstrap values > 50% (*n* = 1000) are indicated. (**E**) Amino acid composition of NPG peptides showing conserved glycine (brown) and proline (blue) residues within the mature region. (**F**) Sequence conservation across NPGs shown as the (top) sequence logo based on information content (bits), colored by residue chemistry; (middle) MAFFT alignment with Pro and Gly highlighted; and (bottom) residue-wise conservation scores calculated by Valdar’s method. aa, amino acids.

Long-read sequencing confirmed conserved intron-exon structures and shared regulatory features across paralogs (Fig. 1B). Phylogenetic analysis grouped NPG1/NPG2 as near-identical, whereas NPG5 and the identical NPG6/NPG7 formed the most divergent branch (Fig. 1D). Most members carried canonical signal peptides, although NPG6/NPG7 encode truncated motifs (Fig. 1, E and F, and fig. S1). Proteomic analysis of nodule extracts confirmed translation of *NPG2* and *NPG3*, with high-confidence peptide-spectrum matches for multiple peptide fragments (fig. S2 and table S2). Although NPG1 and NPG2 share several peptide sequences, protease digestion mapping and mass spectrometry (MS) analysis identified peptides unique to NPG2, allowing unambiguous discrimination of this paralog (fig. S3). In contrast, NPG3 yielded a distinct set of unique peptides, confirming translation of this divergent family member. The remaining paralogs were not detected in proteomic datasets, likely reflecting low abundance and/or technical challenges associated with recovering intrinsically disordered, low-complexity peptides by MS. These results identify NPGs as a small, conserved orthogroup of nodule-specific peptides (69 to 116 amino acids). Automated annotation assigned NPG5 to a generic glycine-rich protein category based on low-complexity sequence composition; however, NPGs lack conserved domains characteristic of previously described glycine-rich nodulins or defense-associated proteins, and this annotation likely reflects compositional bias rather than functional relatedness (*27*).

### Nodule-specific induction and spatial restriction define *NPG* gene expression

To resolve *NPG* expression dynamics, we profiled *R. pseudoacacia* plants inoculated with *M. robiniae* by RNA-seq across roots, nodules, stems, and leaves at multiple time points following inoculation (Fig. 2A). 

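The time course comprised leaves, stems and roots of uninoculated plants at 0 d and of inoculated plants at 24, 48 and 96 hours and at 7, 14 and 21 days postinoculation (dpi), with nodules added at 21 dpi. Each group had 3 replicates, which gave 66 libraries up to 21 dpi with 27882157 to 37898108 counts and a median of 33277415. The 12 libraries of 21 dpi, used for comparisons between tissues, held 28430750 to 37898108 counts, with a median of 35741962. The leaf libraries of 21 dpi had a median of 31738304 counts, the stem libraries 35947826, the root libraries 31224132 and the nodule libraries 36050251. For gene-wise comparisons, the deposited counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test, with all groups of a comparison set in a single fit. Genes with low counts were removed by edgeR's filterByExpr, except that the 7 *NPG* genes were always kept. A gene was called at the thresholds of the paper's methods, an adjusted p of 0.05 and an absolute log2 fold change of 1. Summed *NPG* expression was taken as log2(TPM + 1) and compared by exact permutation of the libraries. At the depth of these libraries a count of 0 allows up to 3 counts, which is 0.0792 to 0.108 CPM per root library between 0 d and 21 dpi. Such limits cover counting error only.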

Computed tomography (CT) imaging was used to nondestructively monitor nodule emergence and early growth in intact root systems and to determine when nodules reached a size compatible with reliable physical isolation. CT analyses showed that nodules first became detectable ~3 weeks postinoculation; before this point, nodules were absent or too small to be harvested for transcriptomic analysis (fig. S4 and movies S1 to S4). Accordingly, early RNA-seq time points necessarily sampled whole roots rather than isolated nodules, capturing prenodulation and early symbiotic stages. Once formed, nodules expanded compactly over subsequent months, with no evidence of rapid structural decline, indicating sustained post–emergence growth. This contrasts with indeterminate nodules of IRLC model legumes, which typically enter senescence within weeks after nodulation (*28*).

**Fig. 2.**
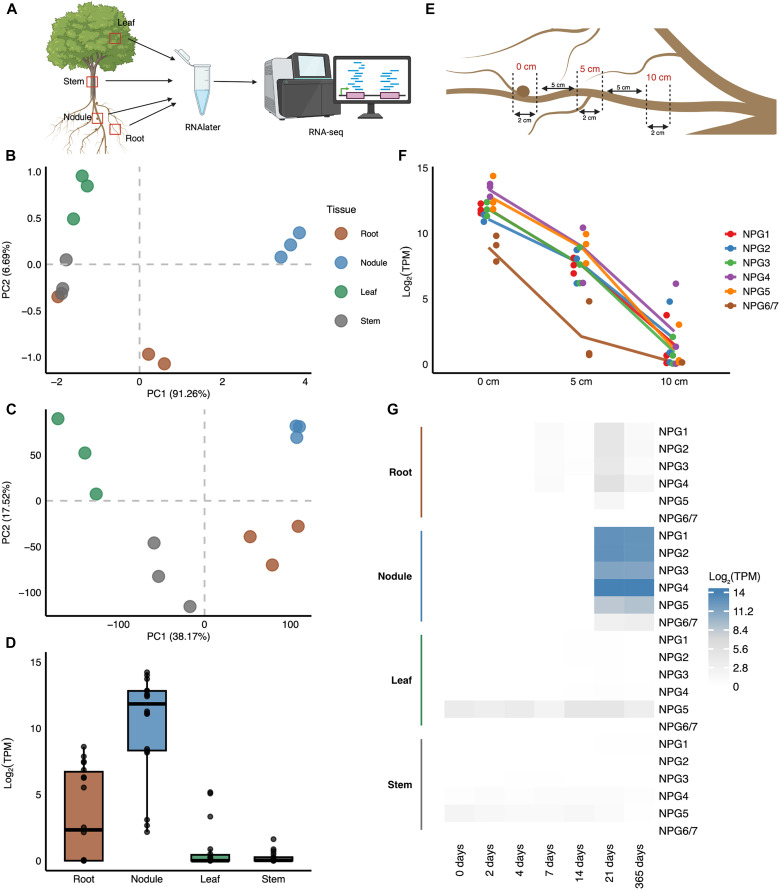
NPG gene expression is nodule-specific with distinct spatial and temporal patterns. (**A**) Sampling strategy for transcriptomic profiling at multiple time points postinoculation, including leaves, stems, roots, and nodules. (**B**) PCA of NPG expression at 21 dpi based on log_2_(TPM). PC1 (91.26%) and PC2 (6.69%) explain 97.95% of variance. Each point represents one plant, colored by tissue (brown: root; blue: nodule; green: leaf; and gray: stem). (**C**) PCA of global expression (30,295 genes) from the same dataset; PC1 and PC2 explain 38.17 and 17.52% of variance, respectively. (**D**) Boxplot of NPG expression across tissues at 21 dpi [log_2_(TPM)]; points are individual NPG genes per replicate. Boxes show the interquartile range; lines indicate the median. (**E**) Root dissection scheme for spatial expression profiling, with samples from nodules (0 cm) and root sections 5 and 10 cm downstream. (**F**) Expression of individual NPG genes across root sections at 30 dpi [log_2_(TPM)]; points show replicates, and lines indicate regression. (**G**) Heatmap of NPG expression across tissues and time points [log_2_(TPM)]; values are means from three replicates. Color scale: gray (low) to blue (high); no clustering applied. [(A) and (E)] Created in BioRender, https://BioRender.com/g2xgoka.

Principal components analysis (PCA) of all expressed transcripts separated nodules from other organs, reflecting global transcriptional differences between tissues. 

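Over the 12 libraries of 21 dpi, 46144 genes had a TPM above 0 in at least 1 library. With log2(TPM + 1) of each gene centered and scaled, PC1 and PC2 held 30.21 and 15.21% of the variance. The 3 nodule libraries scored 118.04 to 127.43 on PC1. Leaves and stems had negative scores on PC1, whereas replicate 3 of the roots scored 120.36, within the range of the nodules. On PC2 the same root library scored -48.75 and the 3 nodules at least 78.89, so that both components together placed the nodules apart from the roots. The setting that moved PC1 most left the genes unscaled and gave 53.84%. With the 29439 genes of a mean TPM of at least 1, PC1 and PC2 held 37.68 and 17.01%, and the lowest nodule score on PC1, 106.24, was above the highest score of another tissue, 102.94.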

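With the 7 *NPG* genes of the same 12 libraries as the variables, PC1 held 89.98% and PC2 6.45% of the variance, 96.43% together. The nodules scored 3.66 to 4.36 on PC1, and the other 9 libraries -2.03 to 0.35. The highest of these were replicates 1 and 2 of the roots, whereas replicate 3 of the roots had the lowest score of all libraries. With 3G00089080 and 3G00089880 summed into 1 variable, PC1 and PC2 held 91.36 and 6.67%, or 98.04% together. Without scaling, PC1 held 96.56%. Leaving out each library in turn kept PC1 between 87.34 and 92.52%, and the nodules scored above all other libraries on PC1 in each of these fits.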

PCA restricted to *NPG* transcripts similarly resolved nodules from non-nodule tissues (Fig. 2, B and C), indicating that *NPG* expression is strongly biased toward nodules and reflects underlying organ-specific transcriptional states.

Quantitative profiling showed that *NPG* expression is strongly enriched in nodules, with substantially lower levels detected in adjacent root tissue and negligible signal in stems and leaves (Fig. 2D). 

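Summed over the 7 genes, *NPG* expression at 21 dpi was 31568 ± 4558 TPM (SD, n = 3) in nodules. The 9 libraries of the other tissues lay between 0.0411 and 848 TPM, and every nodule was above every one of them (difference of 10.94 in mean log2(TPM + 1), two-sided exact permutation test, p = 0.0045, the smallest p of its 220 splits). The test takes all libraries as independent, although organs could share a plant. The 3 root libraries had 848, 430 and 0.0411 TPM, the last resting on 1 count. Stems had 1.49 ± 0.686 TPM (SD, n = 3), from 75 counts in all. Leaves had 26.0 ± 14.7 TPM (SD, n = 3), of which *NPG5* gave 25.4 ± 14.3 TPM. In pooled counts *NPG4* was 75.4-fold higher in nodules than in roots, 30153-fold higher than in stems and 64193-fold higher than in leaves. All 24 leaf counts of *NPG4* came from replicate 3, and leaf replicates 1 and 2 had 0. The difference of *NPG5* was 111-fold against roots, 341-fold against stems and 12.1-fold against leaves. No count of 3G00089080 was found in roots, stems or leaves at this time, which makes it at least 19.6-fold higher in nodules than in roots, taking 3 counts over the group as the limit.
Between nodules and roots, 5108 of 32240 genes differed, 1882 higher and 3226 lower in nodules (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The corresponding numbers were 9883 genes against stems and 12853 against leaves. All 7 *NPG* genes were called against stems and against leaves. Against roots 5 were called over all genes tested, and 7 when adjusted over the list alone, a list the study chose on its own nodule libraries. The log2 fold change over roots was 6.28 for *NPG1* (standard error 1.91, adjusted p = 0.043 from the same test) and 6.90 for *NPG5* (standard error 1.01, adjusted p = 0.0015). *NPG3* and *NPG4*, with log2 fold changes of 5.49 and 6.38, were not called (adjusted p = 0.070 and 0.066). Without root replicate 3, whose *NPG* counts were almost absent, all 7 genes were called. Leaving out any of the other nodule or root libraries reduced the number to between 1 and 3. DESeq2 called 4 of the 7 genes against roots, and limma called all 7. Whole plants were dissected into organs, and if the replicate numbers mark plants, the fit with that number as a block applies, which called 2.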

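For the spatial profile at 30 dpi, nodules at 0 cm and root segments at 5 and 10 cm from them were sequenced from 3 replicates each. The 9 libraries held 31277450 to 37970169 counts, with a median of 33357921 for the nodules, 35556222 at 5 cm and 37784204 at 10 cm. The authors made the counts and TPM as for the other plant libraries. Libraries with the same replicate number deviated together from their group means, with correlations of 0.254 to 0.693 across genes, and were therefore treated as paired in an added fit. Regressions used log2(TPM + 1) against distance, with the distances permuted exactly over the libraries for a two-sided p.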

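Summed *NPG* expression was 31092 ± 11977 TPM (SD, n = 3) in the nodules, 1992 ± 1763 TPM at 5 cm and 270 ± 370 TPM at 10 cm. The segments of each distance spanned a wide range, with 3365, 3.75 and 2608 TPM at 5 cm and 0.127, 691 and 118 TPM at 10 cm in replicates 1, 2 and 3. Replicate 2 thus had more at 10 cm than at 5 cm. The slope of log2(TPM + 1) was -0.94 per cm with an R² of 0.544 (exact permutation test, p = 0.027, n = 9). With distances permuted within replicates, the slope was the same and p = 0.065 in the exact test. Without each library in turn the slope stayed between -1.14 and -0.72, and the test lost its threshold without any of the 3 nodules or without the 10-cm segment of replicate 1.
Among the single genes, *NPG1* to *NPG5* had slopes between -0.93 and -0.74 per cm, each with p = 0.035 after adjustment over the 7 genes of the family (exact permutation tests). Permuted within replicates, a test added after the values were seen, the slopes were equal and none of the 7 genes passed, with an adjusted p of 0.10 for each of *NPG1* to *NPG5*. The gene 3G00089080 had a slope of -0.53 (adjusted p = 0.11) and 3G00089880 a slope of -0.08 (adjusted p = 0.17) in the same exact tests. The latter had only 0, 1 and 10 counts in the nodules and 0 in the segments, too few for its slope to be judged. In the nodules, 3G00089080 had 3210, 1770 and 8 counts, against 5 counts over the segments at 5 cm and 103 counts in a single segment at 10 cm. In pooled counts it was 1062-fold lower at 5 cm and 55.3-fold lower at 10 cm. The corresponding figures were 12.7-fold and 239-fold for *NPG4*, and 20.0-fold and 146-fold for *NPG5*.
Over all genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 287 of 28944 genes between 0 and 5 cm and 1606 between 0 and 10 cm, and no *NPG* gene in either. With the replicate number as a block, which takes up the pairing, 2242 and 3912 genes were called and again no *NPG* gene. Without the block, at an unadjusted p of 0.05, 1 and 5 *NPG* genes passed, and 0 and 5 were called when adjusted over the list alone. DESeq2 called 2 and 5 *NPG* genes, and limma none. Between 5 and 10 cm edgeR called 0 genes, with 1800 at an unadjusted p of 0.05, and DESeq2 called 172.

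**Figure D1:**
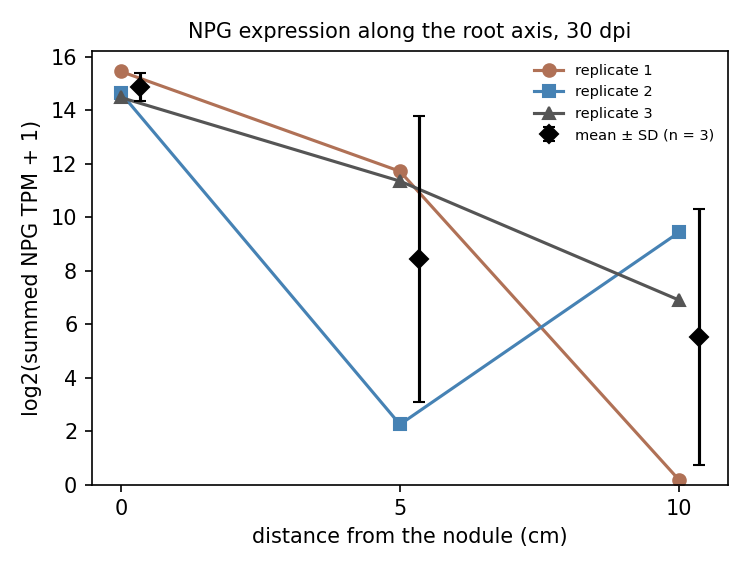
Summed NPG expression as log2(TPM + 1) against the distance from the nodule in cm at 30 dpi. Lines join the libraries of a replicate, and diamonds give the mean ± SD (n = 3), drawn beside the libraries. The 5-cm segment of replicate 2 lies at 2.25, and the 10-cm segments lie at 0.17, 9.44 and 6.90 in replicates 1, 2 and 3.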

Along the root axis, *NPG6*/*NPG7* expression declined sharply outside nodules, whereas *NPG1*-*NPG5* exhibited low but detectable expression several centimeters from the nodule (Fig. 2, E and F). No *NPG* transcripts were detected in roots of uninoculated plants, indicating that *NPG* expression is induced by nodulation and is tightly associated with nodulated root regions rather than with roots per se.

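In the uninoculated roots of 0 d, the 7 *NPG* genes had 1, 0 and 0 counts in libraries of 31472666, 27882157 and 30898793 counts. A count of 0 at these depths allows up to 0.108 CPM. In the uninoculated roots of 1 ypi, replicates 1, 2 and 3 had 36, 0 and 253 *NPG* counts, equal to 1.02, 0 and 7.18 TPM. Libraries with at least 10 *NPG* counts thus numbered 2 of the 6 uninoculated roots, both of them at 1 ypi. All of these counts fell on *NPG1* to *NPG4*. Inoculated roots of 1 ypi without their nodules had 24, 485 and 0 *NPG* counts, and no *NPG* gene differed from the uninoculated roots of that age in edgeR's quasi-likelihood test (0 also at an unadjusted p of 0.05, and 0 with DESeq2 and limma). In pooled counts *NPG4* was 13115-fold higher in the nodules of 1 ypi than in the uninoculated roots of 1 ypi. From the absence of *NPG* transcripts in uninoculated roots, the paper reasons that nodulation induces *NPG* expression and that this expression is associated with nodulated root regions.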

Temporal analysis revealed that *NPG* transcripts were first detectable only after nodules had formed and reached a harvestable size, ~3 weeks postinoculation, and remained elevated for at least 1 year thereafter (Fig. 2G). 

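In whole roots, the *NPG* genes had 0 counts in all libraries of 24, 48 and 96 hours. At 7 dpi replicate 1 had 412 *NPG* counts (13.7 TPM), and the other libraries 0 and 1. At 14 dpi replicate 1 had 25 counts (0.886 TPM), and the others 0. At 21 dpi the roots had 28413, 12277 and 1 counts. The nodules had 30899 ± 8665 TPM (SD, n = 3) at 1 ypi, and in TPM the means of their 3 ages differed by less than the SD of any of them. In the share of counts, the mean at 30 dpi was lower than at the other ages by more than any of their SDs. Between nodules of 1 ypi and of 21 dpi, 5008 of 27962 genes differed in edgeR's quasi-likelihood test and 0 *NPG* genes, with 0 at an unadjusted p of 0.05 and 0 with DESeq2 and limma. Nodules of 1 ypi and inoculated roots of the same age differed in 7919 genes, among them all 7 *NPG* genes.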

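The 15 root libraries between 24 hours and 14 dpi had a mean log2(TPM + 1) of summed *NPG* expression of 0.32, against 0.02 in the 3 uninoculated roots of 0 d (two-sided exact permutation test, p = 0.84). The library of 7 dpi replicate 1, at 13.7 TPM, set most of the former mean. Most splits of 15 against 3 keep this library among the 15, whatever its level. The test therefore cannot decide on a rise in single roots. Each of the 5 time points was also compared with 0 d for the 7 genes by edgeR's quasi-likelihood test, which called 0 genes, with 0 at an unadjusted p of 0.05. limma called 0, and DESeq2 called 1, at 7 dpi.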

No increase in *NPG* expression was observed in roots during earlier nodulation stages before visible nodule formation. 

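At 21 dpi *NPG4* had 16135 ± 2769 TPM (SD, n = 3) in nodules, *NPG2* 6587 ± 1070 TPM, *NPG1* 6258 ± 745 TPM, *NPG3* 2269 ± 161 TPM and *NPG5* 310 ± 30.3 TPM. The pair 3G00089080 and 3G00089880 had 5.38 ± 1.99 and 3.96 ± 2.19 TPM. From 21 dpi to 1 ypi the log2 fold change of *NPG5* was 0.78 (standard error 0.47, adjusted p = 0.25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 nodules of 1 ypi had 384, 229 and 935 TPM of *NPG5*, and the log2 fold change of *NPG5* was 1.16 without replicate 2 of 1 ypi (adjusted p = 0.034) and 0.01 without replicate 3 (adjusted p = 0.98). The other 6 genes had log2 fold changes between -0.18 and 0.97, none of them called. In the nodules of the spatial profile at 30 dpi, *NPG5* reached 9986 ± 9684 TPM, with 21132, 5190 and 3636 TPM in replicates 1, 2 and 3. In the same nodules *NPG4* had 10907 ± 3497 TPM, *NPG3* 3791 ± 1386 TPM and 3G00089080 477 ± 446 TPM. These nodules came from 4-month-old seedlings of a separate sampling, so that age and sampling cannot be separated.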

Among the paralogs, *NPG4* was the most abundant transcript, followed by *NPG1*/*NPG2*; *NPG3* remained low, *NPG5* increased during later maturation, and *NPG6*/*NPG7* were minimal throughout. These results indicate that *NPG* expression is induced after nodule formation and is associated with established nodules rather than with early nodulation or prenodulation developmental processes.

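Roots of 21 dpi were compared with the uninoculated roots of 0 d over 31599 genes, and 447 genes differed, 397 higher and 50 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both groups also differ in root age, which this comparison cannot separate from inoculation. Leaving out root replicate 3 of 21 dpi, which had 1 *NPG* count, raised the number to 3729, and leaving out any other of the 6 libraries gave 0. No *NPG* gene was called over all genes, 4 were when adjusted over the list alone, and 5 had an unadjusted p of 0.05 or less. Other splits of these 6 libraries, 3 against 3, reached up to 5 at that unadjusted p. Those with 5 kept replicates 1 and 2 of 21 dpi together and exchanged only replicate 3, which had almost no *NPG* counts to move. The splits therefore cannot decide whether the number at that p reflects inoculation. *NPG3* had the lowest adjusted p, 0.082 in the same test. With root replicate 3 left out, *NPG1* to *NPG4* were called (adjusted p of 0.0088 to 0.014). DESeq2 called 1 *NPG* gene. The difference of roots of 21 dpi from those of 0 d, root age included, was set against an age-matched one in an interaction term. The age-matched one was that between inoculated and uninoculated roots of 1 ypi. The term called 0 *NPG* genes over all genes and 3 when adjusted over the list alone (4 at an unadjusted p of 0.05, and 1 with DESeq2). From the time course of roots and nodules, the paper concludes that *NPG* induction comes after nodules form and is associated with established nodules.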

### NPG signal peptides mediate secretion and reflect functional divergence within the family

To test whether NPGs enter the secretory pathway, we examined their signal peptides and biochemical features. DeepLoc2.1 predicted all NPG paralogs to be secreted, consistent with the presence of N-terminal signal peptides (fig. S1 and table S3). NPG1 to NPG5 encoded a conserved 25–amino acid signal peptide, whereas NPG6 and NPG7 carry a truncated 9–amino acid motif. These predictions indicate targeting to the secretory pathway but do not resolve the final destination of the peptides, such as secretion into the general apoplast or delivery to specialized compartments at the plant-microbe interface.

To assess whether NPG signal peptides are sufficient to direct proteins into the secretory pathway, we cloned the full genomic sequences of NPG1 and NPG6 (exon 1–intron–exon 2) in-frame with yellow fluorescent protein (YFP), generating C-terminal NPG-YFP fusions. Under the CaMV 35*S* promoter, these constructs were transiently expressed in *Nicotiana benthamiana*. Confocal imaging 4 days after infiltration showed that NPG1-YFP accumulated in the apoplast, whereas NPG6-YFP remained intracellular (Fig. 3, A and C). Analysis of apoplastic wash fluid (AWF), collected from *N. benthamiana* leaves, corroborated secretion of NPG1-YFP but not NPG6-YFP (Fig. 3B). These results demonstrate that the full-length signal peptides of NPG1 to NPG5 are sufficient to confer secretion competence, whereas the truncated motifs of NPG6/NPG7 are not. This heterologous assay confirms the functionality of NPG signal peptides in directing proteins into the secretory pathway, whereas localization to specialized compartments within *R. pseudoacacia* nodules remains to be resolved in the native symbiotic context.

**Fig. 3.**
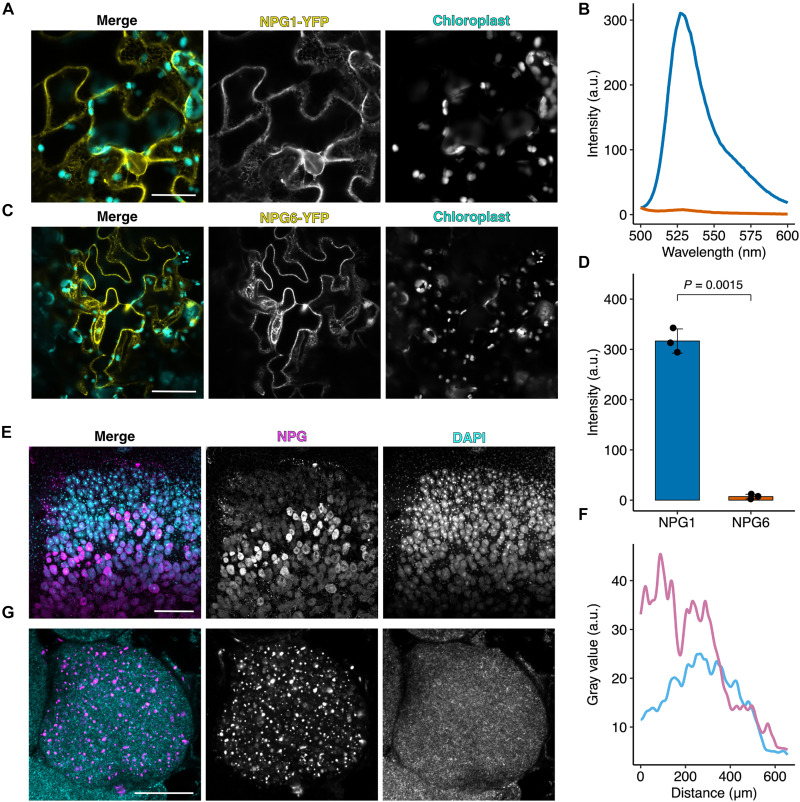
NPGs display punctate localization in nitrogen-fixing nodule cells. (**A** and **C**) Confocal images of *N. benthamiana* leaves transiently expressing NPG1-YFP (A) or NPG6-YFP (B) under the CaMV 35*S* promoter. YFP in yellow; chloroplast autofluorescence in cyan. a.u., arbitrary units. Scale bars, 50 μm. (**B**) Emission spectra of YFP fluorescence in AWF from (A) and (C), excited at 488 nm. Black: NPG1-YFP; red: NPG6-YFP. Means of three biological replicates. (**D**) Quantification of the YFP signal in AWF from three independent infiltrations. Bars show means ± SD. Color code as in (B). (**E**) Cryosection (20 μm) of an indeterminate *R. pseudoacacia* nodule showing the proximal (rootward) bottom and the distal apical meristem at the top, with intervening infection and central nitrogen-fixation zones (*38*). NPG immunofluorescence in magenta; DAPI-stained rhizobia in cyan. Scale bar, 200 μm. (**F**) Line plot of normalized gray values along the nodule axis from base to apex, indicating the zonal distribution of NPG signal. (**G**) High-magnification view of an infected nodule cell. NPG immunosignal (magenta) forms puncta that do not colocalize with DAPI-stained rhizobia (cyan). Scale bar, 20 μm.

### NPGs exhibit modular intrinsic disorder and conserved repeat architecture

Although *NPG4* was the most abundant transcript, MS provided strong, reproducible peptide evidence only for NPG2 (table S2). NPG1 could not be distinguished from NPG2 due to sequence overlap, and NPG3 yielded unique peptides only sporadically and at low intensity. We therefore selected NPG2 for biochemical and functional analysis as it yielded the most robust and reproducible peptide evidence by MS.

To explore structural properties, we modeled the seven NPG paralogs with AlphaFold3 (*29*) (fig. S5). All showed uniformly low predicted local distance difference test (pLDDT) scores (<70) across mature peptide regions, consistent with high intrinsic disorder and the absence of reliably predicted tertiary structure (*30*, *31*). As representative examples, NPG1 and NPG2 displayed a modular organization comprising an acidic N-terminal segment followed by tandem proline-glycine-rich repeat motifs (tables S4 and S5). These repeat units are conserved in sequence composition, length, and register across paralogs and are encoded by nonrandom codon patterns, indicating that their organization has been preserved by selective constraint rather than arising solely from neutral repeat expansion (*32*). NPG1 contains two consecutive PPGDPIVD motifs followed by two PPGDPIGD variants; NPG2 carries three uninterrupted PPGDPIVD motifs and one PPGDPIGD, indicating enhanced repeat regularity that may support multivalent or low-affinity interactions.

To test these predictions, we synthesized short NPG2-derived peptides representing the acidic N-terminal motif, a basic linker, a single repeat, tandem repeats, and a composite acidic-basic fragment (table S5). All peptides were N-terminally acetylated and C-terminally amidated to approximate native processing. Liquid chromatography–mass spectrometry (LC-MS) detected exclusively single-mass species for all variants under the conditions tested, with no evidence of higher-mass assemblies (fig. S6, A and B). Complementary two-dimensional (2D) nuclear magnetic resonance (NMR) experiments supported this interpretation: nuclear Overhauser effect spectroscopy (NOESY) spectra showed no long-range cross-peaks beyond those present in correlation spectroscopy (COSY) spectra, consistent with a lack of stable tertiary interactions and behavior expected for intrinsically disordered peptides (fig. S7). CD spectroscopy further indicated predominantly random coil conformations, with a pronounced minimum near 200 nm and no detectable α-helical or β sheet content (fig. S6, C and D). Together, these analyses indicate that NPG-derived peptides behave as intrinsically disordered, monomeric species under the conditions examined, with modular repeat architecture and high structural flexibility.

### NPGs accumulate in a subset of infected nodule cells in the nitrogen fixation zone

Immunofluorescence microscopy using affinity-purified polyclonal antibodies against recombinant NPG2 revealed a strong punctate signal confined to large, infection-associated cells in the central zone of *R. pseudoacacia* nodules. These cells contained numerous 4′,6-diamidino-2-phenylindole (DAPI)–stained rhizobia but lacked the hypertrophied, endoreduplicated bacteroids characteristic of *Medicago truncatula* and other IRLC legumes (*5*, *33*). Signal was strongest in infected cells, forming a gradient from the nodule center toward the periphery, with only faint apoplastic signal and no detection in uninfected cells or other tissues (Fig. 3, E and F). The peptides localized to discrete cytoplasmic foci, frequently adjacent to, but not overlapping with, rhizobial DNA, and were not observed within bacterial cells (Fig. 3G). Omission of the primary antibody abolished staining (fig. S8), confirming specificity. Given the high sequence similarity among paralogs, these signals are most conservatively interpreted as representing the NPG family as a whole rather than a single isoform.

In contrast to the predominantly apoplastic localization observed in transient expression assays in *N. benthamiana*, NPGs in *R. pseudoacacia* nodules were confined to infected host cells and accumulated in discrete intracellular foci proximal to rhizobia. This localization pattern is consistent with, but does not demonstrate, association with symbiotic compartments and suggests that NPG deployment is coupled to infection status (*34*).

### Exposure to NPG2 alters rhizobial gene expression

RNA-seq of *M. robiniae* cultures exposed to recombinant NPG2 (250 μM) or phosphate-buffered saline (PBS) controls were used to probe the transcriptional responsiveness of the bacterium. This concentration was selected to define the ceiling of transcriptional responsiveness. Sequencing produced high-quality libraries (Q30 > 91.9%; >91% mapping; >97% gene body coverage), with strong replicate correlation (≥0.94) and clear PCA separation (fig. S9A). Differential expression analysis identified 1022 loci with altered transcript abundance [false discovery rate (FDR) < 0.05; |log_2_ fold change| ≥ 1] following NPG2 exposure (fig. S9B).

Induced transcripts prominently included *nifHDK* and accessory nitrogenase genes, together with transporters and the iron storage protein *mbfA*, whereas genes involved in nitrate reduction, siderophore uptake, and nitrogen regulation (*nirBD*, *fhuB/F*, *exbB*, and *ntrB*) were strongly repressed (Fig. 4, A and B, and fig. S9C). Functional enrichment analysis indicated coordinated activation of nitrogen fixation, iron homeostasis, and amino acid biosynthesis pathways, accompanied by repression of nitrate assimilation, siderophore import, and sulfur-associated responses (Fig. 4C and fig. S9D). Together, these results indicate that exposure to NPG2 is sufficient to elicit a structured and pathway-coherent transcriptional response in *M. robiniae* that favors nitrogen fixation-associated programs over alternative nitrogen acquisition strategies.

**Fig. 4.**
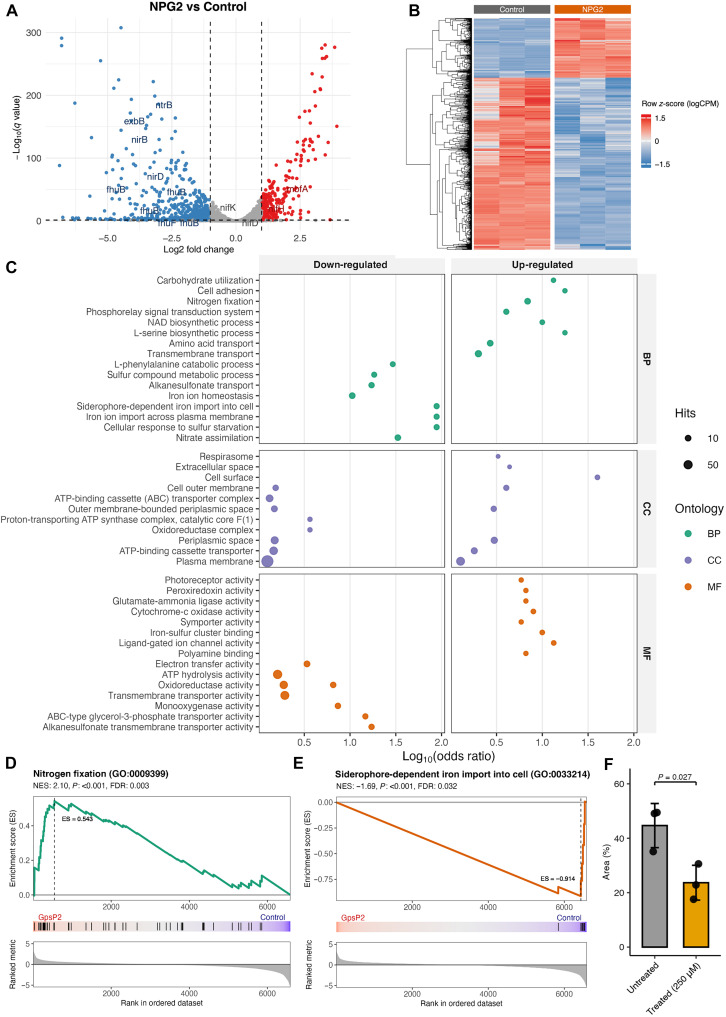
NPG2 induces a fixation-associated transcriptional program in *M. robiniae*. (**A**) Volcano plot of DEGs after 2-hour exposure to 250 μM NPG2. Dashed lines mark |log_2_ fold change| ≥ 1 and *q* ≤ 0.05. Selected genes related to nitrogen fixation (e.g., *nifH*, *nifD*, and *nifK*) and iron/Fe-S metabolism (*mbfA*, *fhuB*, *fhuF*, *exbB*, *nirB*, *nirD*, and *ntrB*) are highlighted. (**B**) Heatmap of DEGs across replicates; values are row-scaled logCPM (*z*-scores). Rows are clustered, and columns are grouped by condition. (**C**) GO enrichment of DEGs. Point size indicates the gene number; color denotes the ontology (BP, CC, and MF); the *x* axis shows log_10_(odds ratio). (**D** and **E**) GSEA plots for representative pathways. Curves show running enrichment score (ES); ticks mark gene positions. Normalized enrichment score (NES), nominal *P*, and FDR are shown. Gradient bars rank genes from NPG2-associated (left) to control (right). (**F**) Growth assay of *M. robiniae* treated for 2 hours with 250 μM NPG2 or untreated control and then plated on YEM agar. Bars show the mean colony area ± SD (*n* = 3); points indicate replicate means.

### NPGs bias rhizobial transcription toward a fixation-associated state without loss of viability

Gene set enrichment analysis (GSEA) of transcripts induced following NPG2 treatment revealed significant enrichment of nitrogen fixation genes, including nitrogenase structural and accessory loci (Fig. 4D). Genes associated with nitrate assimilation were correspondingly depleted, consistent with the reciprocal regulation of nitrogen fixation and nitrate use in rhizobia (*35*). GSEA further showed strong negative enrichment of siderophore-dependent iron import pathways (Fig. 4E), reflecting coordinated repression of outer membrane and periplasmic iron uptake systems (*36*).

To assess sensitivity and specificity, transcript levels of representative NPG2-responsive genes were quantified by quantitative polymerase chain reaction (qPCR) across a concentration series. NPG2 elicited a dose-dependent transcriptional response in *M. robiniae*. Induction of the nitrogenase gene *nifH* was detectable at 0.025 μM and increased monotonically with peptide concentration, reaching an ~3-fold up-regulation at 250 μM (fig. S10A). In contrast, *mbfA* expression remained unchanged at submicromolar concentrations and was robustly induced only at 250 μM. The nitrate reductase gene nirB exhibited a biphasic response, with modest, nonsignificant induction at low micromolar concentrations and mild repression at 250 μM. Truncated peptides corresponding to either the N-terminal or repeat region failed to recapitulate this transcriptional profile even at 250 μM, demonstrating that full-length NPG2 is required for activity (fig. S10B).

Exposure of log-phase *M. robiniae* to recombinant NPG2 reduced subsequent colony expansion in a dose-dependent manner, whereas an inactive thioredoxin A (TrxA)–NPG2 fusion protein had no detectable effect (Fig. 4F and fig. S11). Colony formation was retained, indicating preserved viability. Together, these results indicate that NPG exposure biases rhizobial physiology toward a fixation-associated transcriptional state while constraining bacterial expansion without inducing bactericidal effects.

### NPG peptides are a conserved, genus-wide family unique to *Robinia*

To test whether NPGs occur beyond *R. pseudoacacia*, we searched the National Center for Biotechnology Information (NCBI) nonredundant nucleotide (nt) and protein (nr) databases (release July 2025). No homologs were detected, consistent with the absence of annotated *Robinia* genomes in these repositories. The first published *R. pseudoacacia* genome assembly likewise failed to annotate *NPG*s as conventional ab initio and homology-based pipelines overlooked these small, compositionally biased loci despite their presence in the assembly. By contrast, our *R. pseudoacacia* reference genome, informed by RNA-seq, long-read, and proteomic evidence, captured the full *NPG* complement.

Surveying over 400 Fabaceae genomes currently deposited at the NCBI, including ~20 tree species, revealed no homologs outside Papilionoideae and only low-similarity short motifs within that subfamily (fig. S12). Phylogenetic placement based on the recently resolved papilionoid tree shows *R. pseudoacacia* as the only sequenced woody species within Hologalegina (fig. S13). At present, no woody perennial genome from either the Robinioids or IRLC is available, leaving broader distribution unresolved.

To assess conservation, we sequenced four additional *Robinia* lineages (*R. neomexicana*, *R. hispida* var. *kelseyi*, *R. viscosa*, and *R. hispida*). All encoded the full paralog *NPG* set found in *R. pseudoacacia*, with intact coding sequences (CDSs) and no evidence of pseudogenization (fig. S14). Together, these results establish NPGs as a conserved, genus-wide peptide family of *Robinia*.

## DISCUSSION

We identify a previously undescribed family of small, acidic NPGs that are conserved across *Robinia* but absent from other sequenced legumes. Their genus-wide conservation, together with the absence of NCR peptides from woody Robinioid lineages, highlights a pronounced evolutionary contrast within the Hologalegina, in which closely related clades appear to have adopted distinct molecular strategies for regulating symbiotic bacteria. Whereas IRLC legumes deploy large repertoires of NCR peptides that irreversibly enforce bacteroid differentiation, *Robinia* encodes a compact yet highly expressed family of NPGs that modulate rhizobial physiology without inducing terminal fate.

Although our genomic survey of ~120 Papilionoideae assemblies suggests that NPGs are confined to *Robinia*, woody legumes remain underrepresented in public genome databases. It therefore remains possible that related peptide families occur more broadly but have escaped detection due to incomplete sampling and the annotation challenges associated with small, compositionally biased genes. Sequencing additional Robinioid species and other woody members of the Hologalegina will be necessary to resolve the evolutionary distribution of this peptide family.

NPGs differ from NCRs in both sequence composition and apparent mode of action. NCRs are short, cysteine-rich, defensin-like peptides that impose terminal differentiation (*6*, *11*), whereas NPGs are intrinsically disordered, acidic peptides that accumulate preferentially in infected host cells and are not associated with loss of bacterial viability. Their heterogeneous localization across infected cells parallels evidence from single-cell transcriptomic studies, indicating that nodule tissues are functionally heterogeneous rather than uniform (*37*–*39*). In contrast to NCRs, which peak early in the interzone, NPGs display a broader and patchier distribution within the fixation zone and beyond, consistent with cell type–specific deployment rather than uniform enforcement of a single differentiation program.

Glycine-rich proteins and peptides have previously been reported in legume nodules and nodulated roots, most commonly as glycine-rich nodulins or nodule-induced glycine-rich proteins identified through expression profiling and spatial localization analyses. These proteins are typically substantially larger than NPGs, frequently exceeding several hundred amino acids, and often comprise extended glycine-rich regions embedded within otherwise structured domains (*23*). In most cases, they lack clear signal peptides, show no specific enrichment at the symbiotic interface, and have been inferred to function in cell wall organization, RNA binding, or general developmental and stress-associated processes rather than in direct modulation of bacteroid physiology. Accordingly, evidence for their involvement in symbiont control has remained largely indirect (*23*, *40*). In this respect, NPGs resemble NCR peptides more closely than previously described glycine-rich nodulins: Like NCRs, they are short, nodule-specific peptides transcriptionally expressed at exceptionally high levels and capable of eliciting coordinated transcriptional responses in rhizobia. However, NPGs do not conform to any previously described class of nodule-associated peptides or glycine-rich proteins, lacking the structural features and functional signatures that define established nodule pathways described to date. Instead, they constitute a distinct class of host-derived peptides that modulate symbiont physiology.

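By mean TPM, *NPG4* ranked 2, *NPG2* 6, *NPG1* 7 and *NPG3* 21 among the 40287 genes with a count in the nodules of 21 dpi. In the nodules of 30 dpi, *NPG4* ranked 4, *NPG5* 5, *NPG3* 10, *NPG1* 11 and *NPG2* 20 among 40613 genes. At 21 dpi *NPG5* ranked 391. The pair 3G00089080 and 3G00089880 ranked 17022 and 19075 at 21 dpi and 211 and 25632 at 30 dpi. Ranked by CPM, *NPG4* was at 1 and *NPG5* at 5691 at 21 dpi, and *NPG4* at 2 and *NPG5* at 39 at 30 dpi. The TPM of *NPG5* rests on a short gene length. Expression in *M. truncatula* is not part of the deposited tables.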

Despite comprising only seven paralogs, NPGs rank among the most abundant transcripts in *R. pseudoacacia* nodules, approaching the expression levels reported for NCR peptides in *M. truncatula* (*41*). This high apparent dosage, achieved through transcript abundance rather than extensive family expansion, may reflect a requirement for continuous synthesis of unstable, intrinsically disordered peptides to sustain biologically effective concentrations (*42*). Functional diversification within the family appears to occur through differences in targeting, with full-length signal peptides mediating secretion and truncated variants remaining intracellular.

The bacterial response to recombinant NPG2 further distinguishes NPGs from known nodule peptides. Transcriptomic profiling of *M. robiniae* exposed to NPG2 revealed reproducible induction of nitrogenase structural and accessory genes together with changes in iron-associated functions, whereas pathways associated with nitrate assimilation, siderophore uptake, and quorum sensing were repressed. These transcriptional responses occurred without detectable stress signatures or loss of bacterial viability, indicating that NPG exposure biases rhizobial gene expression toward a fixation-associated physiological state rather than exerting bactericidal or terminally differentiating effects (*43*, *44*). The experiments used a fixed concentration of 250 μM recombinant NPG2 to define the maximal transcriptional response of the bacterium. The endogenous concentration of NPGs in nodules has not yet been determined, and the applied concentration may exceed physiological levels. However, dose-response analyses (fig. S10) show that *nifH* induction is detectable at concentrations as low as 0.025 μM and increases monotonically with peptide concentration, indicating activity across a broad concentration range. These observations support the biological relevance of NPG2 activity while also indicating that the transcriptional profiles obtained at 250 μM reflect a maximal-response condition rather than directly mirroring the in planta environment. Given that NPG transcripts account for a substantial fraction of total nodule mRNA, their abundance is consistent with the magnitude of the transcriptional changes observed, although direct effects on nitrogen fixation activity in planta remain to be demonstrated. 

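The 7 *NPG* genes together held 3.16 ± 0.456% of the TPM of nodules at 21 dpi (SD, n = 3), 3.11 ± 1.20% at 30 dpi and 3.09 ± 0.867% at 1 ypi. *NPG4* alone held 1.89, 1.33 and 1.62% in the 3 nodules of 21 dpi. As a share of counts, which gives short genes no extra weight, the family held 2.89% at 21 dpi, 1.99% at 30 dpi and 2.84% at 1 ypi. The leghemoglobins held 5.30 ± 0.103% of the TPM at 21 dpi and 5.60 ± 1.31% at 1 ypi.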

Quantitative measurements of NPG abundance in nodules will be required to establish physiologically relevant concentration ranges.

From an evolutionary perspective, NPGs illustrate how legume peptide repertoires may diversify along distinct trajectories. In herbaceous IRLC legumes, NCR peptides enforce terminal differentiation in line with annual life histories, whereas in woody *Robinia*, NPGs are associated with modulation of rhizobial physiology without loss of viability. This distinction is consistent with, but does not by itself demonstrate, an association between peptide-mediated control strategies and perennial nodulation. Even within Robinioids, divergent solutions appear to exist: *Lotus japonicus* lacks both NCRs and NPGs and instead relies on apoplastic diffusion barriers to restrict rhizobial spread (*45*). Together, these examples underscore that symbiont control is not governed by a universal mechanism but is shaped by lineage-specific innovations and ecological context.

Ecologically, the presence of NPGs may contribute to the capacity of *R. pseudoacacia* to function as a pioneer species in degraded, nutrient-poor environments. By maintaining viable symbionts while biasing their physiology toward nitrogen fixation, NPGs provide a plausible molecular component of the long-term persistence of perennial nodules, although additional genetic and physiological evidence will be required to substantiate this link. At the ecosystem scale, such mechanisms could help explain the documented contributions of *R. pseudoacacia* to soil enrichment, forest regeneration, and successional dynamics.

Beyond their evolutionary importance, NPGs suggest alternative directions for applied strategies aimed at improving symbiotic nitrogen fixation. Many peptide-based approaches have focused on NCR-like or antimicrobial activities, which inherently risk compromising rhizobial survival. By contrast, NPGs illustrate how host-derived peptides can influence symbiont gene expression without enforcing terminal differentiation, highlighting a potentially tractable but as yet untested avenue for engineering symbiotic compatibility.

Several questions remain unresolved. The bacterial receptors or molecular targets of NPGs are unknown, as are the functional distinctions among paralogs and the mechanisms underlying their heterogeneous accumulation within nodules. Genetic disruption of NPG loci in *R. pseudoacacia* will be essential to assess their contribution to symbiotic performance in planta.

Comparative analyses across additional perennial legumes will clarify whether NPGs represent a *Robinia*-specific peptide family or a broader feature of woody symbioses. Last, integration of single-cell and compartment-resolved transcriptomics with bacterial genetics may reveal how NPG-derived signals are perceived and translated at the plant-microbe interface.

Overall, the emergence of NPGs exemplifies lineage-specific peptide families in legume symbiosis, consistent with recurrent co-option of host defense and cellular machinery to regulate microbial partners (*46*). Rather than deriving from NCR precursors, NPGs constitute a distinct peptide lineage that is associated with nonlethal modulation of rhizobial physiology. In this sense, they offer one possible answer to the question posed by Downie and Kondorosi: Why do some legumes rely on NCR-driven terminal differentiation, whereas others lack NCRs altogether? Our findings place NPGs within the expanding repertoire of legume peptides that influence symbiosis and underscore that peptide-mediated control of rhizobia has evolved through multiple, chemically distinct solutions.

## MATERIALS AND METHODS

### Plant material and growth conditions

Seeds of *R. pseudoacacia* DB214 provenance were purchased in October 2013 from a commercial tree nursery in Fushun City, Liaoning Province, China (41°51′N, 123°56′E), and transferred to laboratories in Chongqing, P.R. China, and Braunschweig, Germany. Plantation sites near Fushun have a temperate humid to semihumid continental monsoon climate, with mean annual precipitation of ~800 mm (*47*). Topsoil (0 to 10 cm) characteristics were as follows: field water capacity: 27.1%; total N: 1.8 g kg^−1^; total P: 0.65 g kg^−1^; and organic C: 41.3 g kg^−1^ (*48*). The leaf material of *R. neomexicana*, *R. hispida* var. *kelseyi*, *R. viscosa*, and *R. hispida* was obtained from the Botanical Garden Göttingen (Germany).

### Seed sterilization and in vitro propagation

Seeds were scarified in concentrated H_2_SO_4_ for 20 min, rinsed six times in distilled water, surface-sterilized with 6% NaClO (0.025% Tween 20) for 15 min, and rinsed in sterile water. Germination was on solid MS medium at 23°C, 16-hour photoperiod (120 μE m^−2^ s^−1^). Seven-day-old seedlings were transferred to culture tubes for 2 weeks and then to culture jars for 4 weeks. Shoot cuttings with one leaf were subcultured every 4 weeks for 4 months. Seventy-two uniform plantlets were transplanted to 20 cm–by–30 cm pots containing 3 kg of sterilized sand-vermiculite mix [95:5, v/v; water-holding capacity: 15.33% (*49*)].

### Rhizobial strain and inoculation

*M. robiniae* (DSM 100022) originally isolated from root nodules of *R. pseudoacacia* in Yangling, Shaanxi Province, China was obtained from the Leibniz Institute DSMZ-Germany Collection of Microorganisms and Cell Cultures (Braunschweig, Germany). Long-term cultures cultivated in tryptone-yeast extract (TY) were stored as 20% (v/v) glycerol stocks at −80°C. For inoculation, the strain was revived on yeast-mannitol agar (YMA) medium (*50*), transferred to TY broth, and grown at 28°C for 48 hours with shaking (180 rpm). Cultures were centrifuged (2000*g*, 10 min, 25°C) and resuspended in sterile water to OD_600_ (optical density at 600 nm) = 1.0. Roots of 40-day-old seedlings were inoculated with 1 ml of the suspension at the root zone. Eighteen pots (*n* = 3 biological replicates) were inoculated, and an equal number were mock treated with sterile water.

### Nodule monitoring

In vitro–propagated *R. pseudoacacia* plantlets were transferred into rigid polypropylene homopolymer pots (inner diameter: 68 mm; height: 100 mm; and wall thickness: 2 mm) custom-built at the Institute of Geomechanics and Geotechnical Engineering (TU Braunschweig). Each pot contained five drainage openings at the base and was filled with uniform quartz sand (0.63 to 2.0 mm; mean grain diameter *d*_50_ = 0.76 mm). Plants were subirrigated daily by placing the pots in trays, with volumes adjusted so that trays were dry after ~24 hours and maintained under long-day conditions (16-hour light/8-hour dark, ~150 μmol m^−2^ s^−1^, and 20° to 22°C). On day 0, saplings were inoculated with Rhizobium by pipetting 1 ml of the bacterial suspension into several positions around the root zone, followed by 5 ml of water applied from above to facilitate penetration into the substrate. A nitrogen-free nutrient solution was supplied weekly thereafter.

Noninvasive x-ray microtomography was carried out with an EasyTom 160-150 system (RX Solutions) at the Institute of Applied Mechanics, TU Braunschweig. Full-field scans of intact pots were acquired before inoculation (−4 days) and at 17, 19, 21, and 33 days, as well as 9 and 12 weeks after inoculation (fig. S15). Control plants not subjected to repeated scanning showed no growth differences relative to scanned individuals. Imaging was conducted at 150 kV and 500 μA with 1152 projections over 360°, yielding isotropic voxel sizes of 59 μm. Volumes were reconstructed with X-Act (RX Solutions) using filtered backprojection.

CT datasets (16-bit, 1705 by 1469 by 1469 voxels) were cropped to subvolumes to reduce computational cost, denoised with GPU-accelerated Non-Local Means filtering in Avizo 2024, and edge enhanced using Unsharp Masking in Fiji (*51*–*53*). Similar filtering and segmentation workflows have been successfully applied to complex porous media datasets containing sand, water, and air (*53*–*55*). Pot walls were digitally removed before segmentation, which was performed in Ilastik (*56*). Pixel Classification models were trained on manually labeled datasets and probability maps refined by Object Classification, incorporating intensity- and shape-based descriptors. Classifiers were subsequently applied in batch mode to the full dataset (*56*). This workflow enabled reliable separation of roots, soil, water, and air, although very fine hair roots and boundaries between roots and water remained difficult to resolve due to grayscale similarity and resolution limits (*53*) (fig. S16).

### Sampling of *R. pseudoacacia* tissue

Temporal sampling was at 70 days posttransplantation and 24, 48, and 96 hours and 7, 14, and 21 days postinoculation (dpi), plus 1 year postinoculation (ypi). Entire plants were removed intact, washed, and dissected into leaves, stems, roots, and nodules, immediately frozen in liquid N_2_, and stored at −80°C. For each biological replicate, nodule tissue was harvested from a single individual plant, yielding ~3 g of the fresh nodule material per replicate; nodules were not pooled across plants.

For spatial sampling at 30 dpi, 4-month-old *Robinia* seedlings were carefully removed from pots to minimize root damage and then washed repeatedly in distilled water and blotted dry with cellulose tissue. Nodules with a diameter of ≥0.5 cm located at the mid-root position (defined as 0 cm) were selected and excised. In addition, 2- to 3-cm root segments were collected from positions 5 and 10 cm acropetally relative to the sampled nodules. All nodules and root segments were immediately frozen in liquid N_2_, transported to the laboratory, and stored at −80°C for subsequent transcriptomic analyses.

### Plant RNA extraction and sequencing

Total RNA was extracted from leaf, stem, root, and nodule tissue using TRIzol (Invitrogen, Carlsbad, USA). RNA purity and concentration were determined with a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, USA), and integrity was assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Libraries were prepared using the TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA, USA) and sequenced on the Illumina NovaSeq 6000 platform, generating 150–base pair (bp) paired-end reads. Adapter and low-quality sequences were removed with Trimmomatic v0.39. Clean reads were aligned to the *R. pseudoacacia* reference genome (*14*) (doi: 10.5281/zenodo.14887937) using HISAT2 v2.2.1 (*57*), and gene-level read counts were obtained with HTSeq-count v0.13.5 (*58*). Transcript abundance was quantified as transcripts per million (TPM) in R v4.3.2 from raw counts (*59*). Gene Ontology (GO) (*60*) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (*61*) annotations were assigned.

### DNA extraction, sequencing, and population genomics

Genomic DNA was extracted from young leaves of each plant using a cetyltrimethylammonium bromide (CTAB)–based protocol, followed by RNase A treatment and purification with phenol-chloroform. DNA integrity was assessed by 1% agarose gel electrophoresis, and purity/quantity was determined with a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, USA) and Qubit dsDNA BR Assay Kit (Invitrogen, USA).

Genomic DNA libraries were prepared using the TruSeq Nano DNA LT Sample Preparation Kit (Illumina, San Diego, CA, USA). DNA was sheared to ~350-bp fragments on an S220 Focused-ultrasonicator (Covaris, USA), ligated to indexed adapters, PCR amplified, and purified according to the manufacturer’s protocol. Libraries were sequenced on an Illumina HiSeq X Ten platform, producing 150-bp paired-end reads.

Raw reads were quality checked and trimmed with fastp v1.0.1, and clean reads were aligned to the *R. pseudoacacia* reference genome (doi: 10.5281/zenodo.14887937) using BWA-MEM v0.7.19. BAM files were sorted and indexed with SAMtools v1.21 (*62*), and per-base coverage was calculated using samtools depth. Mean depth per BED interval was determined with Bedtools v2.31.1 (*63*). Variant positions within target loci were extracted with samtools mpileup and summarized in tabular format. Coverage profiles and variant distributions were visualized in R (v4.4.0) using ggplot2 and custom scripts.

### Protein extraction, digestion, and LC-MS/MS analysis of nodules

Two to five nodules were disrupted in 300 μl of lysis buffer [10 mM Tris (pH 8) and 1 mM EDTA) using a FastPrep homogenizer with 10 beads of 1 mm in diameter supplemented with 100 μl of 0.1-mm beads (3 × 30 s, 6.5 m s^−1^). Lysates were centrifuged twice for 15 min (12,000*g*, 4°C), and protein concentration in the supernatant was determined using the Roti-Nanoquant assay (Carl Roth, Karlsruhe, Germany). Approximately 50 μg of the protein was denatured in 6 M urea and 1.5 M thiourea, reduced with 0.5 mM dithiothreitol, and alkylated with 5.5 mM iodoacetamide. Digestion was performed in 50 mM ammonium bicarbonate containing 1 mM CaCl_2_ with 1 μg of endoprotease AspN or α-lytic protease for 12 hours and stopped by raising the pH to 11.

Peptides were fractionated using Oasis HLB solid-phase extraction cartridges (1 cm^3^, 10 mg; Waters, Milford, MA, USA). Cartridges were pretreated with 100% acetonitrile and then with 10 mM NH_4_OH in 60% acetonitrile, equilibrated twice with 1 ml of 10 mM NH_4_OH, and loaded with the samples. Flow-through fractions were reapplied to the cartridges, and bound peptides were washed five times with 1 ml of 10 mM NH_4_OH and eluted stepwise with increasing concentrations of acetonitrile to yield eight fractions: (i) 3%, (ii) 6%, (iii) 9%, (iv) 12%, (v) 15%, (vi) 30%, (vii) 45%, and (viii) 80% acetonitrile in 10 mM NH_4_OH. Eluates were collected in low-binding tubes; three-fifths of each volume were dried in a SpeedVac centrifuge (Eppendorf Concentrator Plus). Peptides were desalted using C18 ZipTips (Merck Millipore), eluted with 0.1% formic acid in 60% acetonitrile, and dried again in a SpeedVac.

For liquid chromatography–tandem mass spectrometry (LC-MS/MS), dried peptides were reconstituted in 16 μl of 0.1% formic acid/3% acetonitrile, incubated for 1 hour at room temperature, ultrasonicated for 5 min, and ultracentrifuged at 109,000*g*. Two MS platforms were used:

1) Orbitrap Velos Pro MS (Thermo Fisher Scientific) coupled to a nanoAcquity UPLC system (Waters). Peptides were separated on a BEH C18 column using a 205-min gradient from 3.7 to 99% buffer B (80% acetonitrile and 0.1% formic acid) (*64*). Full MS scans were acquired across mass/charge ratio (*m/z*) 350 to 1750, and singly charged ions were also acquired for collision-induced dissociation (CID) fragmentation in MS^2^ scans. Data were processed using MaxQuant with label-free quantification (LFQ) enabled.

2) Orbitrap Fusion MS (Thermo Fisher Scientific) coupled to a Dionex Ultimate 3000 UPLC system. Peptides were separated on a 200-cm μPAC RP C18 column (PharmaFluidics) using a 210-min gradient at 300 nl min^−1^ with buffer A [0.1% formic acid and 5% dimethyl sulfoxide (DMSO)] and buffer B (80% acetonitrile, 0.1% formic acid, and 5% DMSO): 0 to 7 min, 3.7% B; 7 to 125 min, 3.7 to 31.3% B; 125 to 165 min, 31.3 to 62.5% B; 165 to 172 min, 62.5 to 90% B; 172 to 177 min, 90% B; 177 to 182 min, 90 to 3.7% B; and 182 to 210 min, 3.7% B. The instrument, controlled with the Xcalibur software, was operated in “top speed” mode with higher energy collisional dissociation (HCD) fragmentation. Full MS scans were acquired across *m/z* 350 to 1700 in the Orbitrap at 120,000 resolution (full width at half maximum at *m/z* 400) with a lock mass of 445.12003. Precursor ions [±10 parts per million (ppm)] were isolated in the quadrupole (1.6 *m/z* window), fragmented in the ion trap, and analyzed with dynamic exclusion set to 13 s.

### Proteomics database analysis

Analyses of MS and MS/MS data were performed using MaxQuant (v1.6.17.0; Max Planck Institute of Biochemistry, Martinsried, Germany; www.maxquant.org). Searches were conducted against a protein database derived from the *R. pseudoacacia* genome with the following parameters: enzyme specificity set to AspN/α-lytic protease with up to five missed cleavages (for AspN) or six missed cleavages (for α-lytic protease) allowed; precursor mass tolerance of 5 ppm; fragment mass tolerance of 0.6 Da; variable modifications included methionine oxidation and protein N-terminal acetylation; carbamidomethylation of cysteine was set as a fixed modification. The FDR was controlled at 1% on the peptide and protein levels. Only proteins with at least one unique peptide identified in two or more MS/MS scans were retained.

### Cloning of NPG constructs for recombinant expression

Genomic DNA and total RNA were extracted from *R. pseudoacacia* nodules using a CTAB-based protocol. Briefly, frozen nodules were ground to a fine powder in liquid nitrogen, suspended in prewarmed CTAB extraction buffer [2% CTAB, 100 mM tris-HCl (pH 8.0), 20 mM EDTA, 1.4 M NaCl, and 1% polyvinylpyrrolidone], and incubated at 65°C for 30 min. After extraction with chloroform:isoamyl alcohol (24:1), the aqueous phase was recovered, and nucleic acids were precipitated with isopropanol, washed in 70% ethanol, and dissolved in nuclease-free water. DNA was treated with RNase A and RNA with DNase I to remove residual contaminants before downstream analyses. RNA was reverse transcribed to cDNA using the ProtoScript II Reverse Transcriptase (New England Biolabs, USA).

For bacterial expression, the CDSs of mature NPG1 and NPG2 (lacking the predicted N-terminal signal peptide) were amplified by PCR using gene-specific primers (table S6) and cloned into a custom isopropyl-β-d-thiogalactopyranoside (IPTG)–inducible expression vector derived from pET-19b (Novagen, Merck Millipore, Darmstadt, Germany). The vector was generated by inserting a TrxA fragment fused to a tobacco etch virus (TEV) protease cleavage site into pET-19b, using the pET Trx His_6_ LIC cloning vector (2Tc-T; Addgene plasmid #37239) as a template. Assembly was performed with the NEBuilder HiFi DNA Assembly (New England Biolabs, USA), ensuring in-frame fusion with the TEV site to yield peptides without additional residues after cleavage. For the Strep-tagged construct, a Strep-Tag II sequence was introduced directly after the TEV site by site-directed mutagenesis (Q5 Site-Directed Mutagenesis Kit, New England Biolabs, USA), producing a TEV-cleavable, Strep-Tag II-NPG2 fusion. Constructs were transformed into *Escherichia coli* BL21(DE3) cells (Thermo Fisher Scientific, USA) and grown at 37°C in LB medium to OD_600_ ≈ 0.5 before induction with 1 mM IPTG, followed by incubation at 22°C for 20 hours. Cells were harvested from 1-liter cultures by centrifugation (10,000*g*, 20 min, 4°C), washed in Buffer W [100 mM Tris (pH 8.0), 150 mM NaCl, and 1 mM EDTA], transferred to 50-ml tubes, and centrifuged again (10,000*g*, 20 min, 4°C). The pellets were then flash frozen in liquid N_2_. Lysis was performed enzymatically with lysozyme (1 mg ml^−1^) followed by sonication (50% amplitude, six cycles of 15 pulses, and 30-s cooling intervals on ice) using a SONOPULS HD 60 ultrasonic homogenizer (Bandelin, Berlin, Germany). The lysate was clarified by centrifugation (50,000*g*, 30 min, 4°C) and filtered (0.2 μm). Recombinant proteins were purified on an ÄKTA Purifier system (Cytiva, Marlborough, USA) using Protino Ni-NTA columns (Macherey-Nagel, Düren, Germany) according to the manufacturer’s instructions and buffer exchanged to PBS using PD-10 desalting columns (Cytiva, Marlborough, USA). For NPG2 requiring tag removal, His-tagged protein was digested overnight at 4°C with TEV protease (New England Biolabs, USA) at a 1:20 (w/w) enzyme-to-substrate ratio. Cleaved samples were further purified on the ÄKTA system using a Strep-Tactin XT column (IBA Lifesciences, Göttingen, Germany) to separate NPG2 peptides from TEV protease and TrxA, following the manufacturer’s protocol. Purified proteins were used for *M. robiniae* exposure assays and for rabbit polyclonal antibody generation.

For fluorescence localization studies, genomic fragments spanning exon 1, intron, and exon 2 of NPG1 and NPG6 were amplified from *R. pseudoacacia* genomic DNA using gene-specific primers (table S6). These fragments were cloned into the Gateway-compatible binary vector pDest-GW-Venus (*65*) downstream of the native promoter using the NEBuilder HiFi DNA Assembly (New England Biolabs, USA), resulting in NPG1::Venus and NPG6::Venus translational fusions. The constructs were sequence verified and subsequently used for Agrobacterium-mediated plant transformation.

### Agrobacterium-mediated plant transformation and transient expression assays

Agrobacteria were transformed with the binary constructs using electrocompetent cells and plated on selective agar. After 2 days at 28°C, single colonies were picked and cultured overnight in selective liquid medium. The resulting cultures were diluted into fresh medium and grown to an OD_600_ of ~0.8 to 1.0 and then pelleted and resuspended in infiltration buffer [10 mM MgCl_2_, 10 mM MES (pH 5.6), and 100 to 200 μM acetosyringone]. Cell suspensions were adjusted to a final OD_600_ of 0.3 to 0.4 and mixed with the viral silencing suppressor strain (19K). After a 2- to 3-hour induction period at room temperature in the dark, the suspensions were infiltrated into fully expanded leaves of 4- to 6-week-old *N. benthamiana* plants by gentle pressure using a needleless syringe applied to the abaxial side of the leaf. Plants were returned to the growth chamber and incubated for 48 to 72 hours before imaging of Venus fluorescence by confocal microscopy.

### Purification of NPG-specific antibodies

Rabbit polyclonal serum (5 ml) generated against NPG1 (Eurofins Genomics, Germany; 28-day Speedy program) was purified on a Protein A column (Cytiva, Marlborough, USA) following the manufacturer’s instructions. The eluate was subsequently affinity purified using Strep-tagged NPG2 immobilized on a Strep-Tactin XT column (IBA Lifesciences, Göttingen, Germany). Bound antibodies were eluted with 0.1 M citric acid (pH 3.0) directly in 500-μl fractions into Eppendorf tubes preloaded with 200 μl of 1 M tris-HCl (pH 9.0) to achieve immediate neutralization. The eluate was buffer exchanged into PBS using PD-10 columns (Cytiva, Marlborough, USA) and adjusted to 1 mg ml^−1^. Purified antibodies were flash frozen in liquid nitrogen and stored at −80°C until use.

### Nodule section preparation and immunostaining

Freshly harvested *R. pseudoacacia* nodules were fixed in 4% (w/v) paraformaldehyde (PFA; Sigma-Aldrich, St. Louis, USA) in PBS (Gibco, Thermo Fisher Scientific, Waltham, USA) for 8 hours at room temperature or overnight at 4°C, rinsed three times in PBS, and cryoprotected in a sucrose gradient (10% for 1 hour, 20% for 1 hour, 30% for 1 hour, and 40% at least overnight until sectioning at 4°C; Sigma-Aldrich). Samples were embedded in OCT compound (Tissue-Tek, Sakura Finetek, Tokyo, Japan) and sectioned at −20°C to a thickness of 20 μm using a cryotome (CM1950, Leica Microsystems, Wetzlar, Germany). Sections were air dried at room temperature, postfixed in 4% PFA in PBS for 10 min, washed three times in PBS, and blocked for 1 hour at room temperature in blocking buffer [0.25% Triton X-100 (Sigma-Aldrich) and 5% horse serum (Thermo Fisher Scientific) in PBS]. Sections were incubated overnight at 4°C with affinity-purified anti-NPG antibody (1:200; custom-generated, Eurofins Genomics, Ebersberg, Germany) diluted in antibody buffer (0.1% Triton X-100 and 5% horse serum in PBS). After three 10-min washes in TBST [tris-buffered saline with 0.1% Tween 20 (Sigma-Aldrich)], sections were incubated for 2 hours at room temperature with Alexa Fluor 488–conjugated goat anti-rabbit secondary antibodies (Invitrogen, Thermo Fisher Scientific; A11034 or A11032; 1:500) and/or with DAPI (Sigma-Aldrich; D9564; 1:500). Sections were washed three times in TBST for 10 min each and mounted in ProLong Diamond Antifade Mountant (Invitrogen, Thermo Fisher Scientific). Samples were imaged within 48 hours of staining.

### Confocal microscopy

Confocal imaging was performed using a Zeiss LSM 880 system (Carl Zeiss, Oberkochen, Germany) equipped with an Axio Observer Z1 inverted stand. For *N. benthamiana* transient expression, leaves were imaged 4 days after *Agrobacterium tumefaciens* infiltration with NPG-YFP constructs. YFP was excited at 488 nm, and emission was collected at 505 to 550 nm. For *R. pseudoacacia* nodule sections prepared as described above, Alexa Fluor 488 was excited at 488 nm and emission was collected at 505 to 550 nm; DAPI was excited at 364 nm, and emission was collected at 385 to 490 nm. Images were acquired using either a Plan-Apochromat 20×/0.8 M27, a C-Apochromat 40×/1.2 water-immersion objective (Carl Zeiss) or an EC Plan-Neofluar 100×/1.3 oil-immersion objective (Carl Zeiss). Sequential scanning was applied to avoid channel cross-talk. Bright-field images were captured using transmitted-light detection. All images were processed in Fiji v1.53 (NIH, Bethesda, USA) for background subtraction and contrast adjustment; identical detector settings and processing parameters were applied to compared images. Line plot analysis of NPG immunofluorescence was performed in Fiji (Plot Profile function) by extracting normalized gray values along the base-apex axis of the nodule (root-attached base to the apical meristem); profiles from multiple sections were averaged across ≥3 biological replicates.

### Peptide synthesis

Five synthetic peptides corresponding to NPG-derived sequences (table S5) were synthesized at >95% purity by Nanjing TY Peptide Co. (Nanjing, China) and verified by reversed-phase high-performance liquid chromatography (HPLC) and electrospray ionization MS. Lyophilized peptides were stored at −20°C under desiccation until use.

### LC-MS analysis

Liquid chromatography–high-resolution mass spectrometry (LC-HRMS) was performed on an Ultimate 3000 UHPLC system (Thermo Fisher Scientific, Bremen, Germany) coupled to a Q Exactive Orbitrap high-performance benchtop mass spectrometer (Thermo Fisher Scientific) operating in positive electrospray ionization mode. Separation was achieved on an Accucore C18 column (2.1 mm by 100 mm, 2.6-μm particle size; Thermo Fisher Scientific). Gradient elution with mobile phases consisting of acetonitrile containing 0.1% (v/v) formic acid and H_2_O containing 0.1% (v/v) formic acid was used. The gradient started at 5:95 (acetonitrile:H_2_O), changed to 2:98 over 10 min, and was held at 2:98 for an additional 4 min. The flow rate was set to 0.2 ml/min, and the injection volume was 3 μl. Mass spectra were acquired across an *m/z* range of 130 to 3000.

### NMR analysis of peptides

All 1D (^1^H) and 2D [^1^H-^1^H COSY, TOCSY (total correlation spectroscopy), HSQC (heteronuclear single-quantum coherence), NOESY, and rotating-frame Overhauser enhancement spectroscopy (ROESY)] NMR spectra were acquired on a Bruker Avance III 500 MHz spectrometer equipped with a cryoprobe at 298 K. Samples (0.5 to 1 mM) were dissolved in 5:1 10 mM sodium phosphate buffer (pH 7.4) and DMSO-*d*_6_. Data were processed with TopSpin (v3.6, Bruker). Chemical shifts are reported in parts per million (ppm) relative to the residual solvent signals: δ(DMSO-*d*_6_) = 2.50 ppm for ^1^H and δ(DMSO-*d*_6_) = 39.52 ppm for ^13^C.

### CD spectroscopy

CD spectra were recorded on a J-815 spectropolarimeter (JASCO, Tokyo, Japan) at 20°C using high-precision quartz cuvettes (1 mm in path length; Hellma Analytics). Protein and peptide samples were prepared at 50 μM in 10 mM sodium phosphate buffer (pH 7.4) and filtered before use. Spectra were acquired from 185 to 280 nm with a 1-nm bandwidth, 0.5-nm step size, and 1-s averaging time per point. Three scans per sample were averaged and expressed as mean residue ellipticity (mdeg) relative to the buffer baseline. Data acquisition and processing were carried out using the JASCO J-800 control software (v. 2.08.04).

### Recombinant peptide exposure assay

*M. robiniae* DSM 100022 was cultured in yeast extract mannitol (YEM) broth [yeast extract (0.4 g liter^−1^), mannitol (10 g liter^−1^), NaCl (0.1 g liter^−1^), MgSO_4_·7H_2_O (0.2 g liter^−1^), and K_2_HPO_4_ (0.2 g liter^−1^) (pH 6.8 to 7.0)] at 28°C with shaking (180 rpm) until mid-logarithmic phase (OD_600_ = 0.4 to 0.6). Cells were harvested by centrifugation (4000*g*, 10 min, 4°C), washed twice with PBS, and resuspended in fresh YEM broth to OD_600_ = 0.2. Equal volumes (500 μl each) of the cell suspension and peptide solution (digested or undigested recombinant NPG2; 0 to 250 μM final concentration) were mixed in 1.5-ml microcentrifuge tubes, resulting in a starting OD_600_ = 0.1. Cultures were incubated for 2 hours at 28°C with gentle agitation. Control samples without peptide were processed in parallel. After incubation, cultures were serially diluted in PBS and 100-μl aliquots were spread onto YEM agar plates. Plates were incubated at 28°C for 3 to 5 days, and bacterial growth area was quantified from scanned plate images using Fiji v1.53 (NIH, Bethesda, USA) by threshold-based segmentation. For RNA-seq, after the 2-hour incubation, 50% (v/v) RNAlater was added to an additional aliquot, which was then flash frozen in liquid nitrogen. The entire experiment was performed independently three times from culture initiation, and results were averaged for fig. S8.

### qPCR analysis of NPG2-responsive *M. robiniae* genes

For reverse transcription qPCR validation, *M. robiniae* cultures were treated with recombinant NPG peptides using the same exposure conditions described for the recombinant peptide exposure assay. In addition to NPG2, two further peptides (NPG-IV and NPG-V; table S5) were tested in parallel. After 2-hour incubation, samples were centrifuged and 1 ml of RNAprotect Bacteria Reagent (QIAGEN, Hilden, Germany) was added and stored at room temperature for 30 min before freezing at −80°C. Pellets were thawed on ice and centrifuged (8000*g*, 10 min, 4°C), and subsequently the supernatant was removed. Pellets were resuspended in TE buffer containing lysozyme (15 mg ml^−1^) and Proteinase K (20 μl per sample), following the enzymatic lysis step of the RNeasy Protect Bacteria Mini Kit (QIAGEN, Hilden, Germany). After 10-min incubation, total RNA was purified according to the manufacturer’s instructions, including the on-column genomic DNA digestion step as described.

RNA concentration was determined using a Qubit fluorometer (Thermo Fisher Scientific, Waltham, USA). Residual genomic DNA was removed by in-solution digestion with TURBO DNase (Invitrogen, Carlsbad, USA) according to the manufacturer’s protocol, and the absence of DNA contamination was confirmed by no reverse transcriptase (−RT) controls. First-strand cDNA was synthesized from 200 ng of total RNA using the LunaScript RT SuperMix (New England Biolabs, Ipswich, USA) in 20-μl reactions following the manufacturer’s standard protocol. One microliter of the resulting cDNA was used as a template for qPCR. qPCR was performed using the Luna Universal qPCR Master Mix (2×) (New England Biolabs, Ipswich, USA) on a LightCycler 96 (Roche) under the manufacturer’s recommended cycling conditions. Each reaction was run in two technical replicates; replicate pairs differing by more than 1 Cq were excluded from analysis. Cq values were obtained, and ΔCq values were calculated using the LightCycler 96 Software (version 1.1, Roche) with *rpsB* and/or *rpsU* used for normalization and PBS-treated samples serving as the reference condition. Target genes analyzed were *nifH*, *nirB*, and *mbfA*. Primer sequences are listed in table S7. Primer efficiencies were determined from standard curves generated from serial dilutions of template (0.5 to 50 ng input equivalent) and calculated from the slope of the regression [*E* = 10^(−1/slope)^]. All primer efficiencies ranged between 1.8 and 2.2 with *R*^2^ ≥ 0.98 (table S7). No template and −RT controls were included in all runs.

### Prokaryotic RNA isolation, library preparation, and bioinformatics analysis

Total RNA was extracted from *M. robiniae* cultures using the RNAprep Pure Cell/Bacteria Kit (TIANGEN, Beijing, China; catalog no. DP430) according to the manufacturer’s protocol. RNA purity and concentration were measured with a NanoDrop 2000 spectrophotometer (Thermo Scientific, Waltham, USA), and RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA). RNA integrity numbers (RINs) ranged from 5.9 to 10.0, with all samples showing clear 23*S*/16*S* ribosomal RNA (rRNA) peaks; for bacterial RNA, RIN values ≥ 5.9 were deemed acceptable for sequencing as modest variation in integrity has minimal impact on prokaryotic transcriptome profiling. Samples meeting these criteria for purity, quantity, and integrity were used for downstream library construction. rRNA was removed using the TIANSeq rRNA Depletion Kit (TIANGEN, Beijing, China), and strand-specific libraries were prepared with the VAHTS Universal V6 RNA-seq Library Prep Kit (Vazyme, Nanjing, China) following the manufacturer’s instructions.

RNA-seq was performed on an Illumina platform by OE Biotech Co. Ltd. (Shanghai, China). Bioinformatics analysis was carried out using the company’s standard prokaryotic RNA-seq pipeline. In brief, raw reads in FASTQ format were processed with Trimmomatic (*66*) to remove adapter sequences, low-quality bases, and reads containing ambiguous nucleotides. The resulting clean reads were aligned to the *M. robiniae* DSM 100022 reference genome (GCF_040545535.1) using Rockhopper2 (*67*). Gene expression levels were quantified in fragments per kilobase per million mapped reads (FPKM).

Differential expression analysis between treatment groups was performed using DESeq2 (estimateSizeFactors and nbinomTest functions), applying thresholds of |fold change| ≥ 1.5 and *q* value < 0.05. Functional enrichment analysis of differentially expressed genes (DEGs) was conducted using the hypergeometric test for GO terms and KEGG pathways. For KEGG, the top 20 enriched pathways with PopHits ≥ 5 were ranked by −log_10_(*P* value), and pathway-gene relationships were visualized with chord diagrams.

GSEA was performed with the R package fgsea on ranked expression datasets using GO, KEGG, and MSigDB gene sets. Additional analyses included gene prediction, operon structure prediction, Shine-Dalgarno sequence detection, and SNP/INDEL calling using samtools and BCFtools .

### Structural modeling

Full-length peptide sequences of all seven NPG isoforms were submitted as queries to the AlphaFold3 server (https://alphafoldserver.com/, Google DeepMind, London, UK) for structural prediction. Models were generated using default parameters, and the highest-ranked model for each sequence, based on the pLDDT score, was selected for downstream analysis.

### Phylogenetic tree generation

Protein sequences of the NPG family were aligned using MAFFT v7.526 with the L-INS-i strategy, an iterative refinement method incorporating local pairwise alignment, to account for conserved motifs and minimize the introduction of gaps. The resulting multiple sequence alignment was used to construct a maximum likelihood phylogenetic tree in IQ-TREE v2.3.6 (*68*). The best-fit substitution model was determined by ModelFinder, which selected the JTT model based on Bayesian Information Criterion (BIC) scores. Branch support was assessed with 1000 ultrafast bootstrap replicates to ensure confidence in the inferred topology. The final unrooted tree was visualized in R using the ggtree (v3.12) package, with bootstrap values annotated to highlight the reliability of individual branches.

The recently published papilionoid phylogeny was obtained in Newick format and visualized with the R package ggtree. Species presence in Hologalegina (IRLC and Robinioids) was annotated manually. Growth form (tree versus shrub versus herbaceous) was determined manually from published floras and taxonomic descriptions. Genome assemblies of available Hologalegina taxa were retrieved from the NCBI Genome portal (accessed August 2025). The presence or absence of NPG or NCR loci was assessed by BLAST+ (v2.15.0) (*69*) searches against the corresponding genome assemblies (GCF/GCA accessions). No significant hits were detected for NPG peptides in any sequenced Robinioid genome. Similarly, representative NCR peptides (*M. truncatula* NCR001, NCR169, and NCR211) produced no hits outside IRLC genomes. Results were manually cross-checked with the respective NCBI genome annotations and mapped onto the phylogeny.

### Homology search across Papilionoideae genomes

To assess the broader distribution of NPG homologs within legumes, an initial tBLASTn search was conducted using the NCBI web interface across all publicly available genome assemblies of over 400 Fabaceae species. This preliminary screen did not yield any significant hits outside the Papilionoideae subfamily, suggesting that NPG genes may be restricted to this lineage or are highly diverged in others.

On the basis of this observation, a more detailed homology search was performed across Papilionoideae species. Genome assemblies were downloaded from the NCBI (https://ncbi.nlm.nih.gov) according to the following criteria: Among all available assemblies from Papilionoideae species, one representative per species was selected if published between 1 January 2022 and 8 April 2025. When multiple assemblies existed for a given species, preference was given to RefSeq assemblies (GCF) over GenBank assemblies (GCA), followed by the highest assembly level and the scaffold N50. In total, genome assemblies from 105 species were included.

Both tBLASTn and BLASTn searches were conducted using the BLAST+ suite (v. 2.16.0+) (*69*). Custom BLAST databases were created for each genome using makeblastdb. Peptide sequences from NPG1 to NPG6/7 were used as queries for tBLASTn, whereas CDSs and individual exon sequences were used for BLASTn analyses. All searches were conducted with default parameters, using the -task BLASTn flag for nucleotide-based searches.

To eliminate redundancy, BLASTn results were filtered such that, if both a full CDS hit and an exon-specific hit occurred at the same locus, only the CDS hit was retained. Query sequences were translated in the correct reading frame, whereas alignment sequences were translated in all six possible frames for comparison.

### Statistics and reproducibility

Unless otherwise stated, all experiments were performed with at least three independent biological replicates, each consisting of material derived from separate plants grown under identical conditions. Technical replicates were included where indicated. Data are presented as means ± SD unless noted. For quantitative comparisons between two groups, statistical significance was assessed using two-tailed Student’s *t* tests after confirming normality (Shapiro-Wilk test) and homogeneity of variances (Levene’s test). Linear regression was performed for transcriptional expression gradients along the root axis, and the coefficient of determination (*R*^2^) is reported. PCA was conducted in R v4.3.2 using the prcomp function with centered and scaled variables. Differential gene expression in RNA-seq datasets was analyzed using DESeq2 (*70*) v1.40.2 with Benjamini-Hochberg FDR correction; genes with adjusted *P* < 0.05 and |log_2_ fold change| > 1 were considered significant. GO and KEGG enrichments were tested using a hypergeometric test with FDR correction. All statistical analyses were performed in R v4.3.2 or GraphPad Prism v10.0. Experiments were repeated independently with similar results, and representative data are shown.

# Supplementary material for: Symbiotic peptides modulate rhizobial physiology without terminal differentiation
**Source:** Sci Adv. 2026 Jun 26;12(26):eaed2816. doi: 10.1126/sciadv.aed2816
**Supplement:** Supplementary file 1 — Figs. S1 to S16 Tables S1 to S7 Legends for movies S1 to S4 References

Supplementary Materials for  
**Symbiotic peptides modulate rhizobial physiology without  
terminal differentiation**

Bin Hu *et al.*

*Sci. Adv.* **12**, eaed2816 (2026)  
DOI: 10.1126/sciadv.aed2816

**The PDF file includes:**

Figs. S1 to S16  
Tables S1 to S7  
Legends for movies S1 to S4  
References

**Other Supplementary Material for this manuscript includes the following:**

Movies S1 to S4

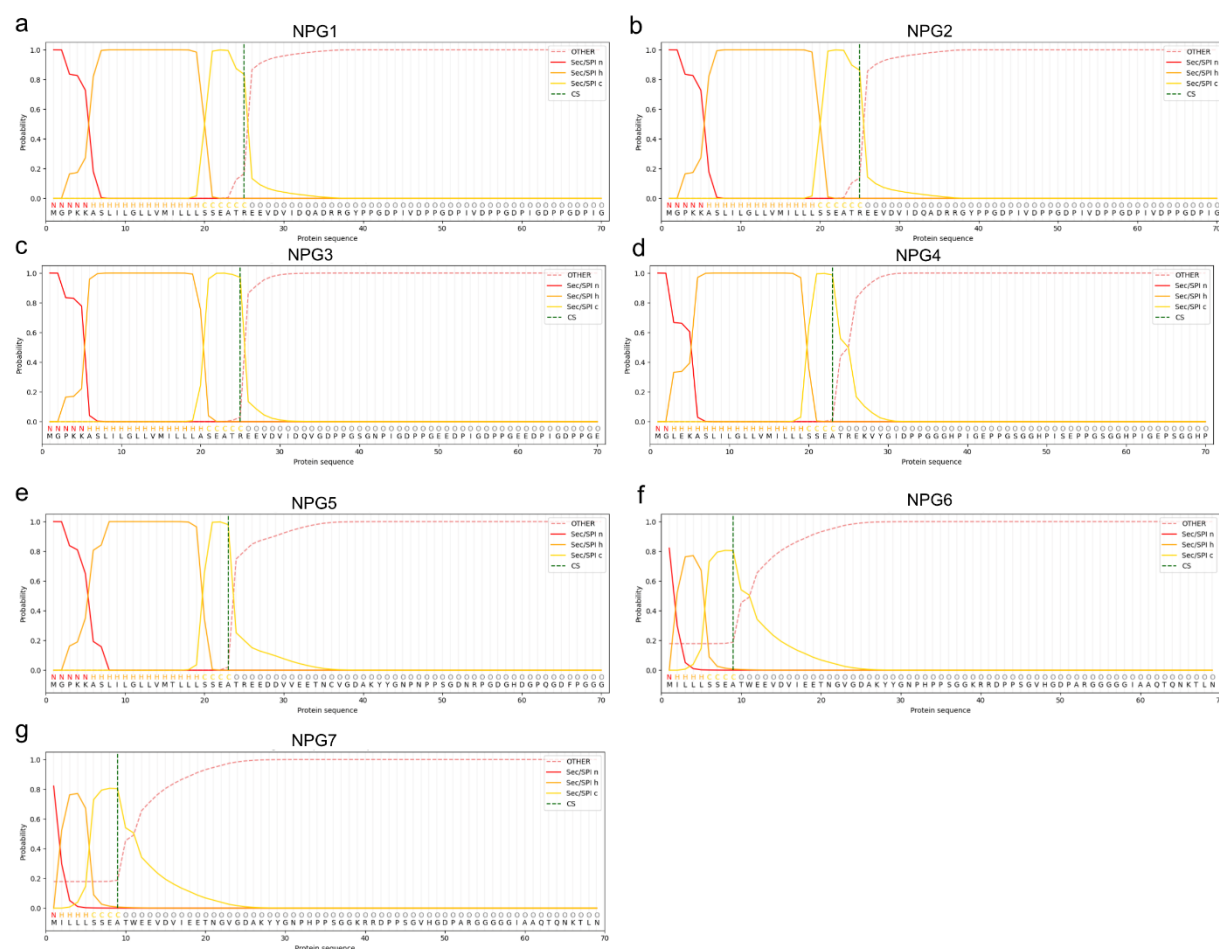

**Fig. S1. SignalP 6.0 predictions for NPG proteins.** Signal peptide prediction was performed using SignalP 6.0 (71) for NPG1-NPG7 (**A-G**). For each protein, the probability scores for signal peptide, transmembrane region and other sequence features are plotted along the N-terminal region, with the predicted cleavage site indicated.

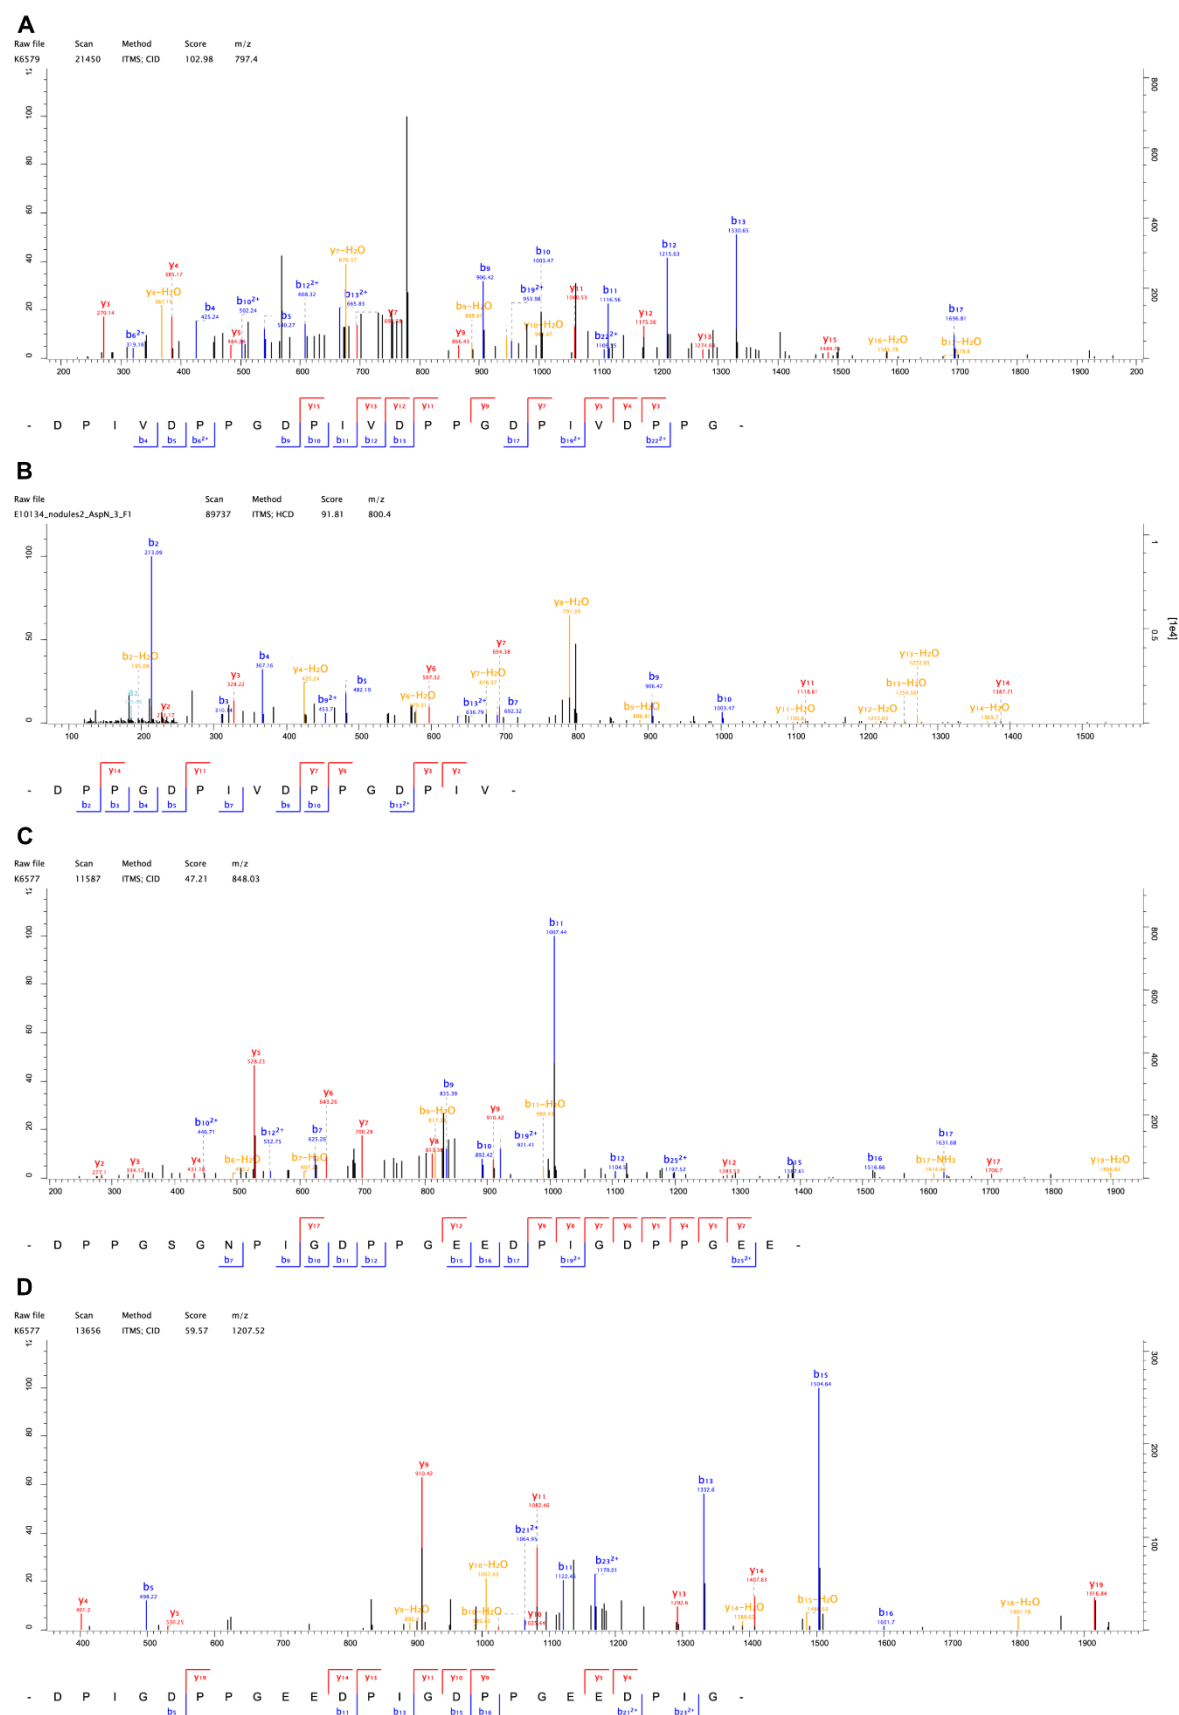

**Figure S2. Annotated MS2 spectra of the unique peptides identified for NPG2 and NPG3. (A) The peptide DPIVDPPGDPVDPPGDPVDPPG, which originates from an AspN**

digest of NPG2, was fragmented by collision induced dissociation (CID). **(B)** Peptide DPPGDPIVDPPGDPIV originating from an AspN digest of NPG2 and fragmented by higher-energy collisional dissociation (HCD). **(C)** Peptide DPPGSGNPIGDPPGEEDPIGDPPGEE originating from an AspN digest of NPG3 and fragmented by CID. **(D)** Peptide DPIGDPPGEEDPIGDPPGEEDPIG originating from an AspN digest of NPG3 and fragmented by CID.

**A**

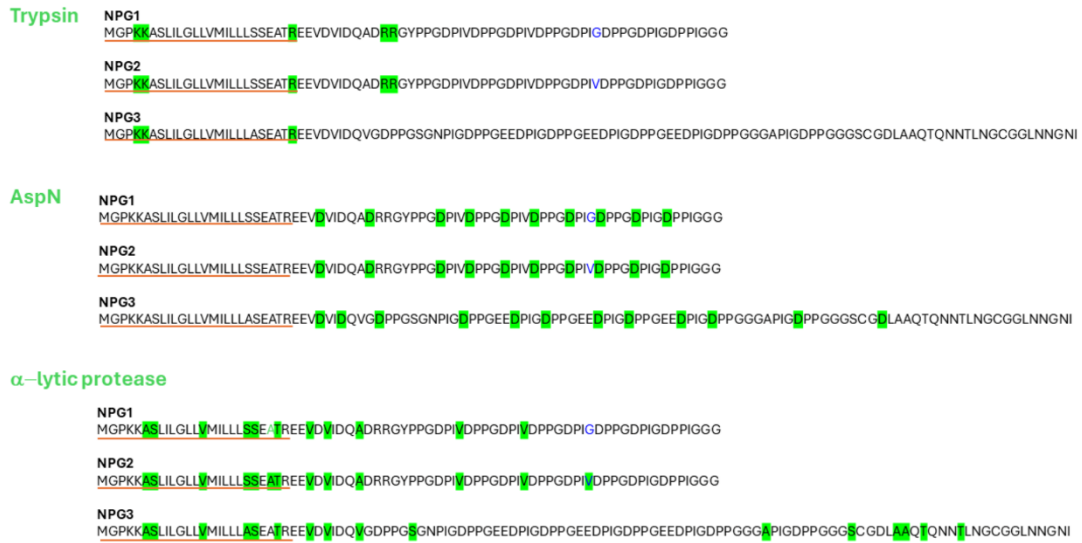

**B**

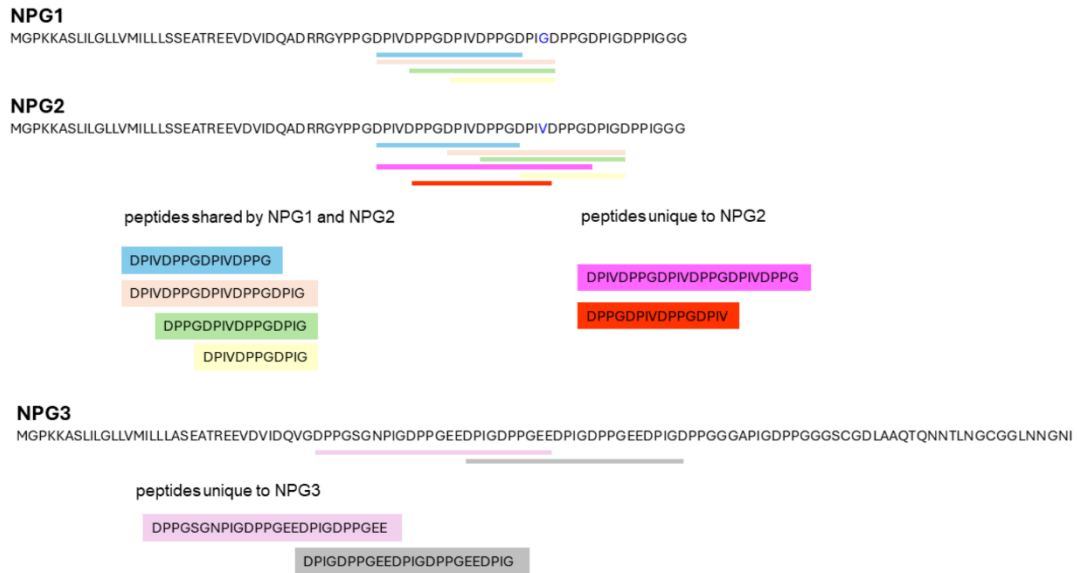

**Fig. S3. Theoretical digestion of proteins NPG1, NPG2 and NPG3 and the corresponding peptides that were detected experimentally by MS. (A)** Theoretical digestion of proteins NPG1, NPG2 and NPG3 using the proteases trypsin, AspN and  $\alpha$ -lytic protease. The amino acids recognized by the respective proteases are marked in green. **(B)** Peptide sequences of the unique peptides identified by MS for proteins NPG1, NPG2 and NPG3, and mapping of the peptides to the corresponding protein sequences.

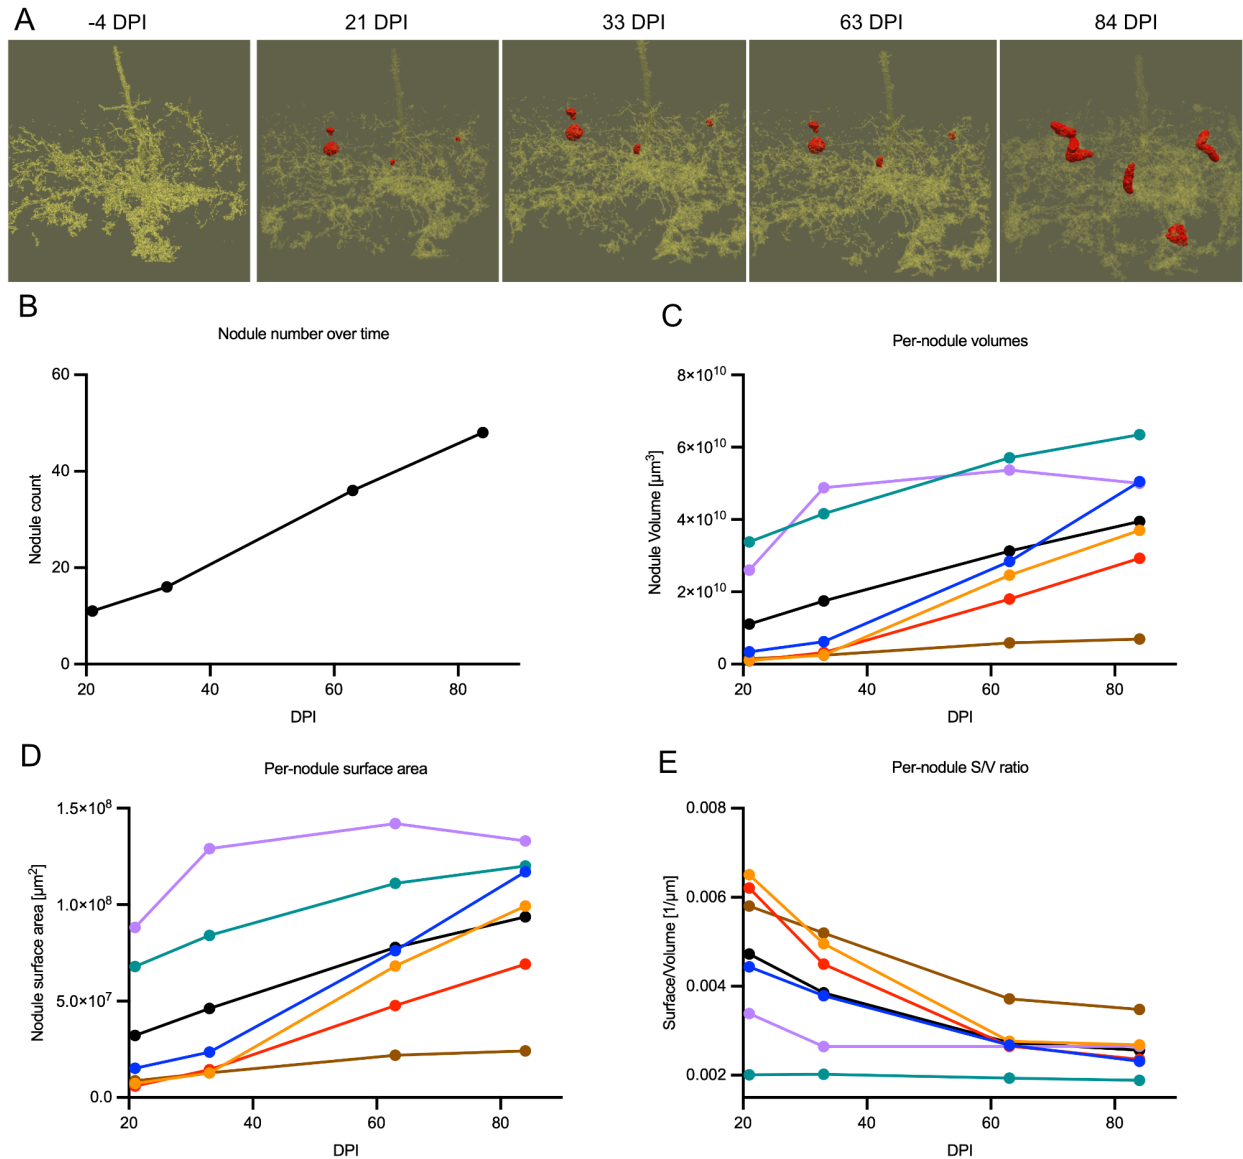

**Fig. S4. Quantitative Computed Tomography (CT) monitoring of nodule development in *R. pseudoacacia*.** (A) 3D CT reconstructions of root systems before inoculation (-4 d) and at ~17, 19, 33, and 89 days post-inoculation. Roots are shown in yellow and nodules in red. (B) Nodule number, (C) per-nodule volumes, (D) per-nodule surface areas, and (E) per-nodule surface-to-volume ratios quantified from sequential CT datasets. Colored lines correspond to six individual nodules, consistently assigned across panels C-E; the black line indicates the mean trajectory.

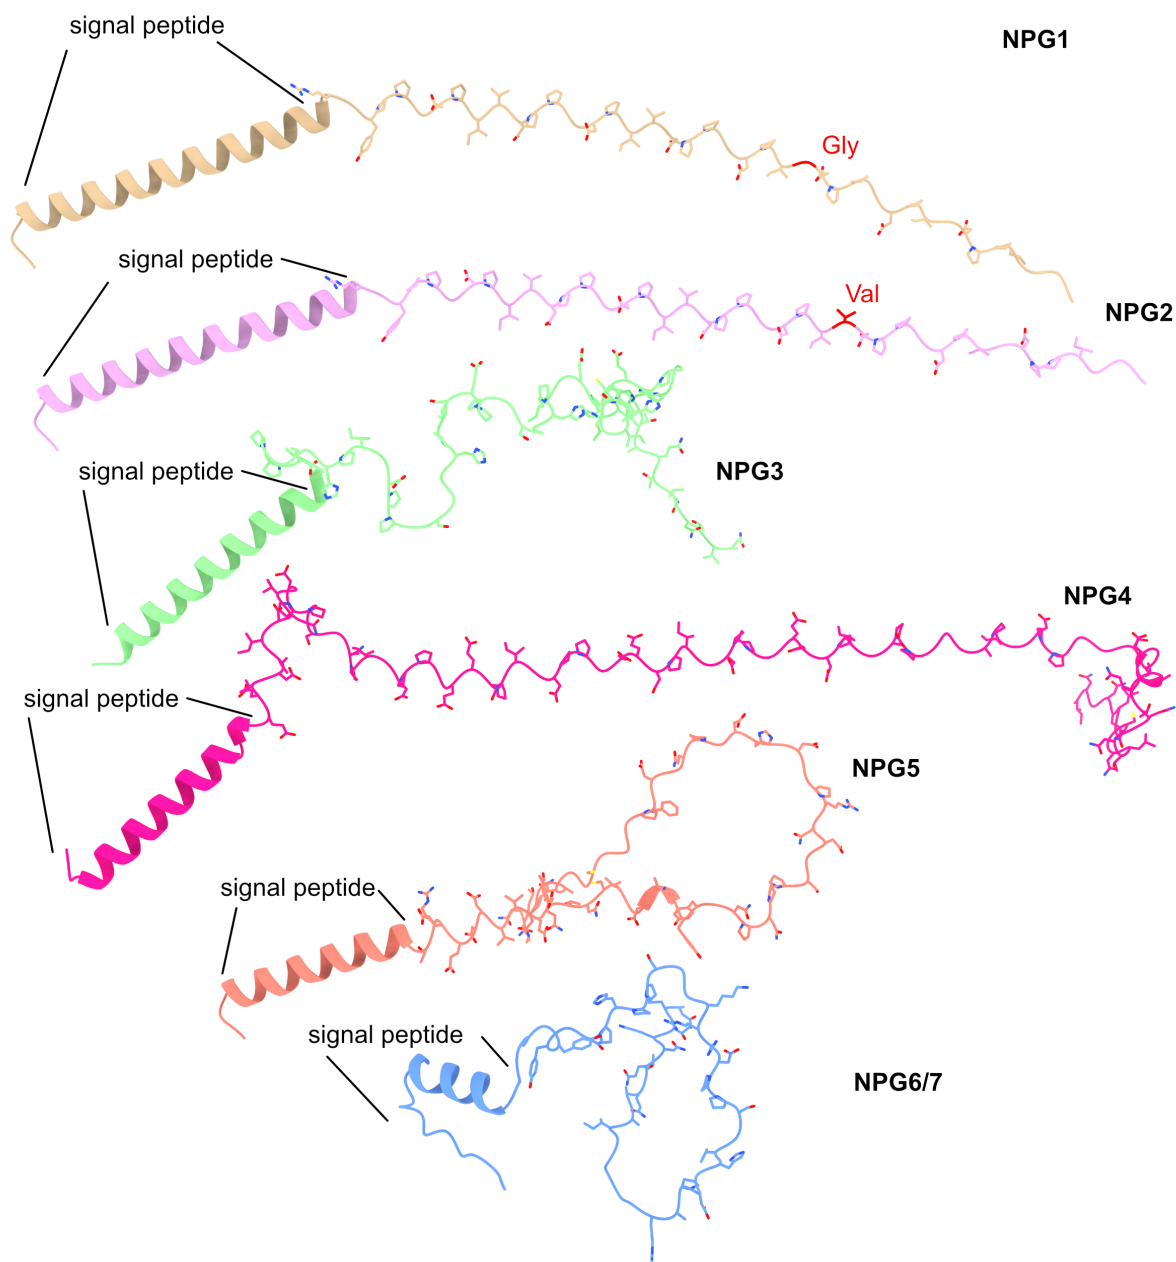

**Fig. S5. AlphaFold 3 models of NPG proteins.** Predicted three-dimensional structures of NPG1-NPG7 generated with AlphaFold 3 (29). Models are shown as ribbon representations of the full-length sequences, including the predicted N-terminal signal peptides.

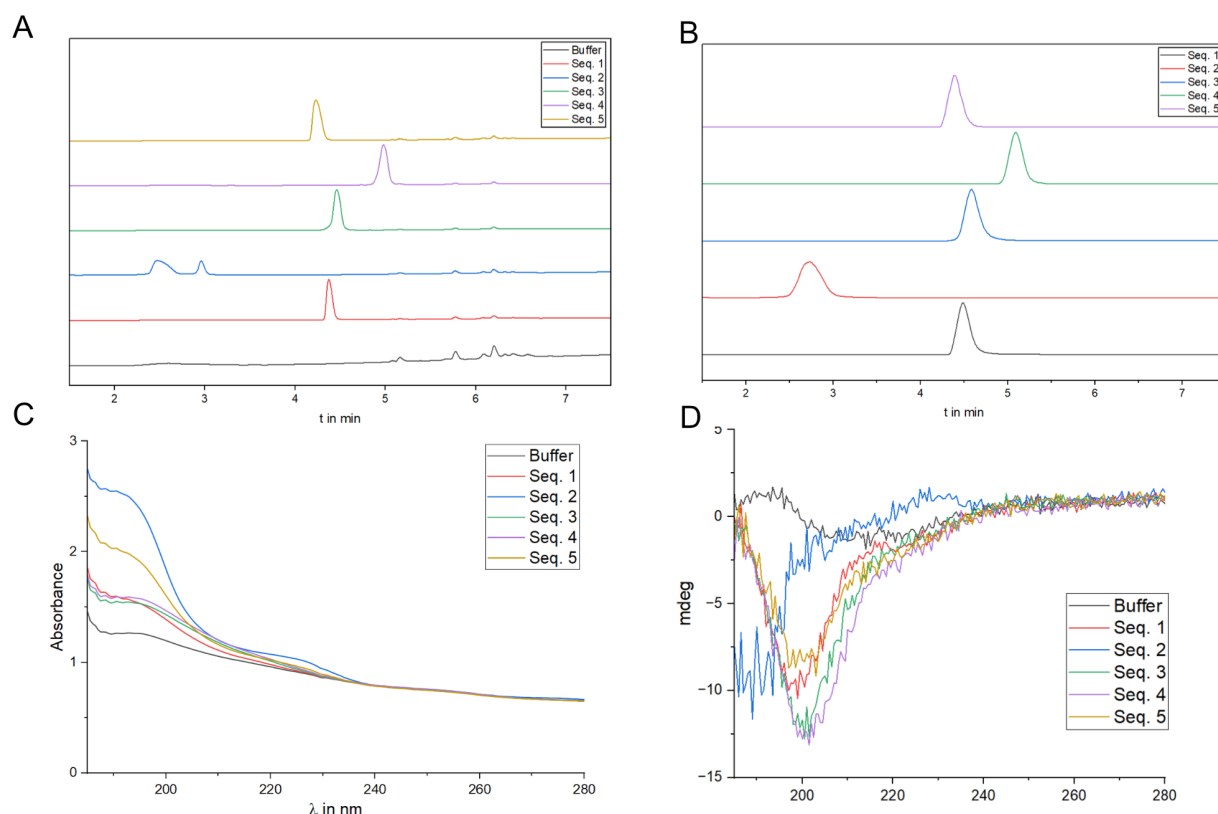

**Fig. S6. Biophysical and biochemical analyses of synthetic NPG peptide modules.** (A) HPLC-PDA chromatograms showing the UV absorption profiles of peptide samples within a retention time range of 1.5-7.5 min. No evidence of complex formation was observed, indicating that the peptides remain in isolated form in solution. (B) HPLC-EIC chromatograms of peptide sequences 1-5 recorded within a retention time range of 1.5-7.5 min. Signals correspond to the  $[M + H + \text{MeCN}]^+$  adduct ions with the following  $m/z$  values: Seq. 1 = 987.4629, Seq. 2 = 778.3955, Seq. 3 = 850.4305, Seq. 4 = 1640.8166, and Seq. 5 = 1705.8140. (C) UV absorbance spectra of peptide solutions and phosphate buffer recorded between 185-280 nm using a J-815 CD spectrometer at 20 °C in 1 mm pathlength cuvettes. The phosphate buffer shows minimal absorbance, whereas elevated absorbance in peptide-containing samples reflects characteristic peptide bond transitions. (D) Circular dichroism (CD) spectra of peptide solutions and phosphate buffer recorded between 185-280 nm using a J-815 CD spectrometer at 20 °C in 1 mm pathlength cuvettes. All peptide sequences exhibit spectra characteristic of disordered peptides, with no evidence of defined secondary structure.

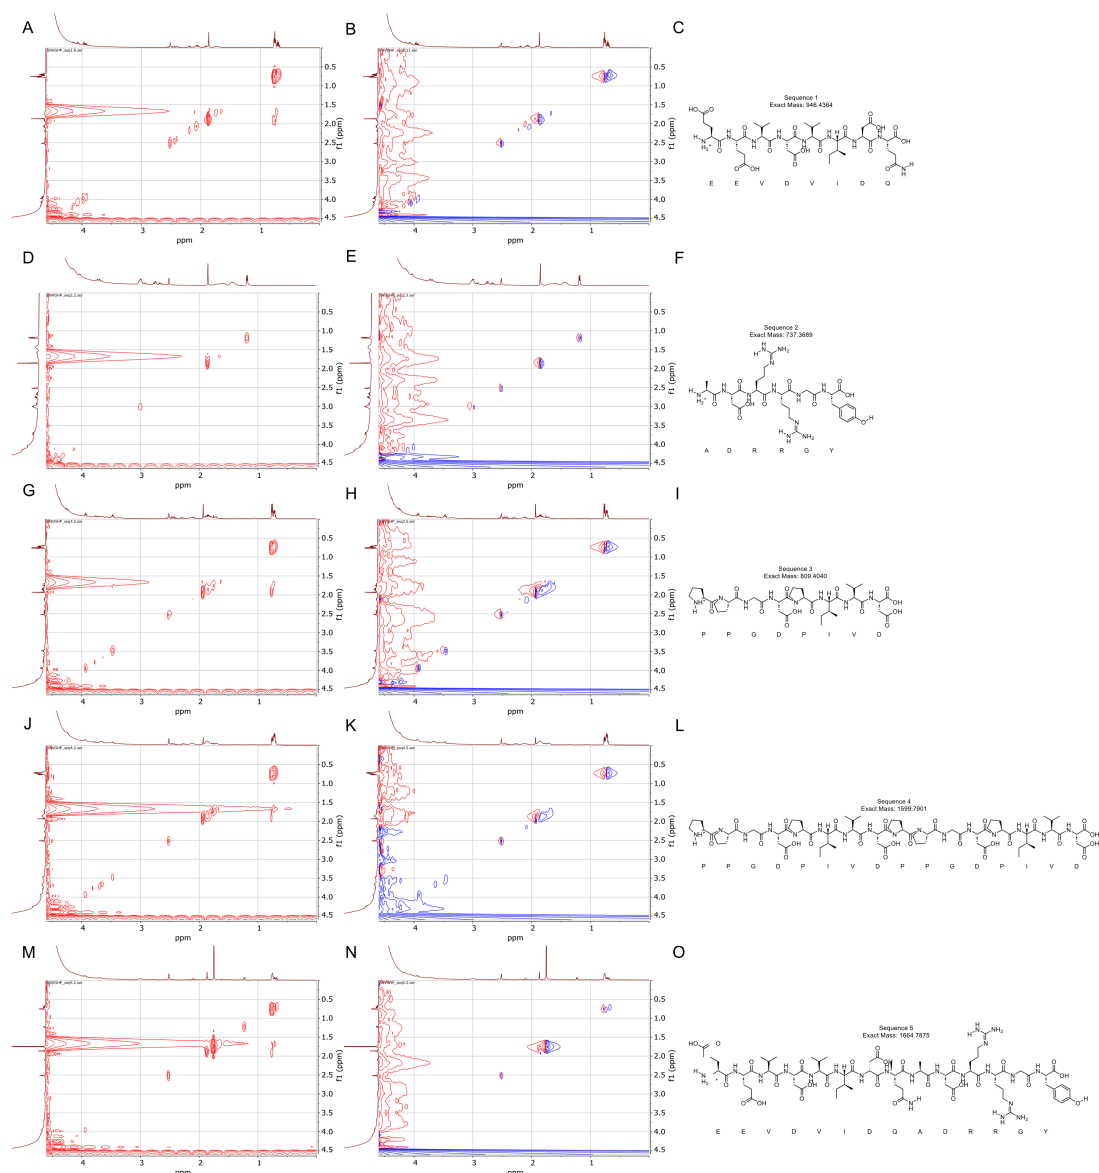

**Fig. S7. NMR analysis of synthetic NPG peptide modules.** (A, D, G, J, M)  $^1\text{H}$ - $^1\text{H}$  COSY spectra (0.0-4.6 ppm) of five representative synthetic NPG peptide sequences, showing resolved spin systems in the aliphatic region. (B, E, H, K, N) Corresponding NOESY spectra for each peptide, acquired in the same chemical shift range. No cross-peaks indicative of long-range correlations or stable secondary structure were observed in any sequence. (C, F, I, L, O) Molecular structures of peptides 1-5 with annotated monoisotopic  $[\text{M}+\text{H}]^+$  masses, confirming sequence identity and purity.

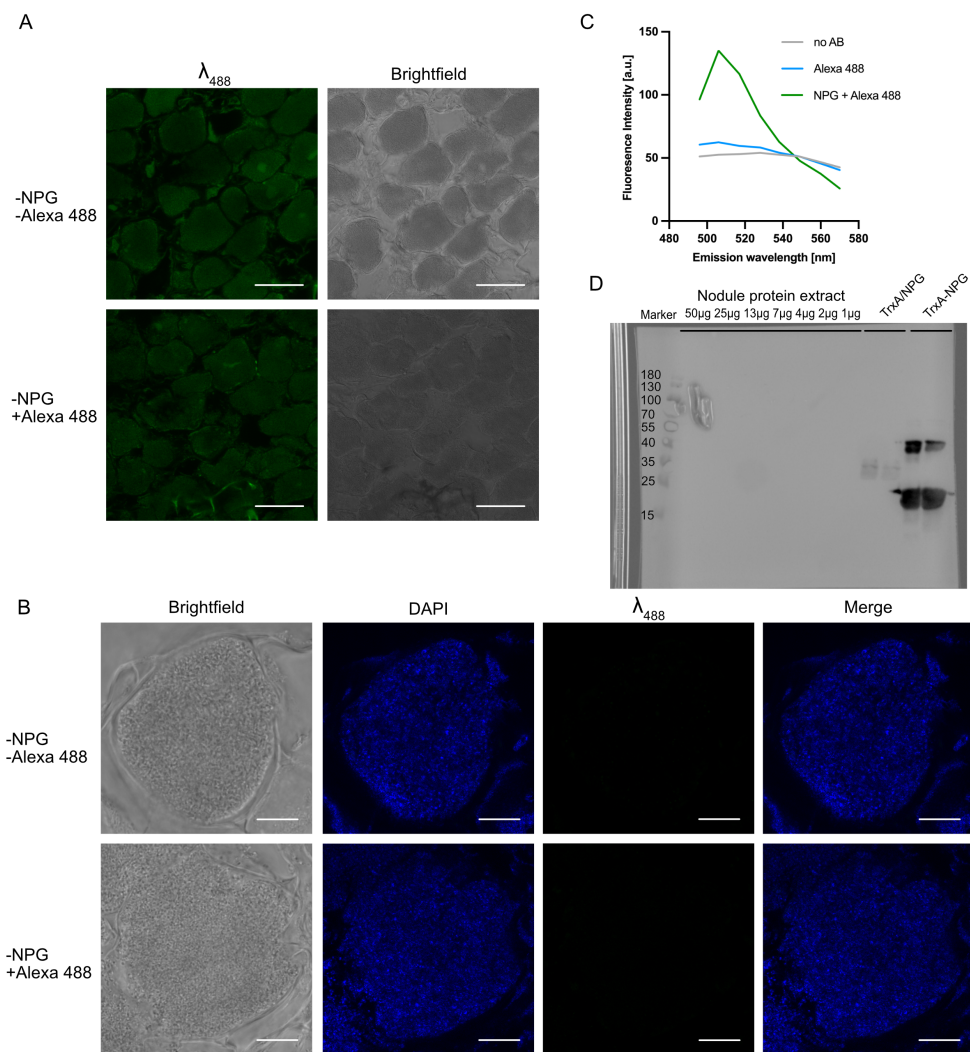

**Fig. S8. Control immunofluorescence staining of *Robinia pseudoacacia* nodules.** (A) Low-magnification view of cryosectioned nodule tissue (20  $\mu$ m, 40 $\times$  water objective, 4% formaldehyde fixation) imaged without primary antibody (Alexa Fluor 488 secondary only), showing background fluorescence and tissue structure. Scale bar, 50  $\mu$ m. (B) High-magnification image (100 $\times$  oil objective) of the same control condition, highlighting cellular and subcellular detail. Scale bar, 10  $\mu$ m. (C) Emission spectra from lambda scanning (excitation 488 nm, 496-570 nm, 10 nm steps) under three conditions: no antibody, Alexa Fluor 488 secondary only, and full staining (anti-NPG primary + Alexa Fluor 488 secondary). Only full staining yielded a specific peak (500-530 nm), confirming signal specificity. (D) Western blot of nodule protein extracts (1-50  $\mu$ g/lane) probed with anti-NPG antibodies. No bands were detected in plant tissue, excluding background recognition. Positive controls included purified recombinant proteins: TrxA/NPG (TEV-cleaved; ~15 kDa), monomeric NPG (~5 kDa), TrxA-NPG fusion (~20 kDa); all showing expected dimerization. Lanes loaded with 1  $\mu$ g recombinant protein. Marker: PageRuler™ Prestained Protein Ladder (#26616, Thermo Scientific). These controls confirm antibody specificity and absence of cross-reactivity with plant proteins. Representative of two independent experiments.

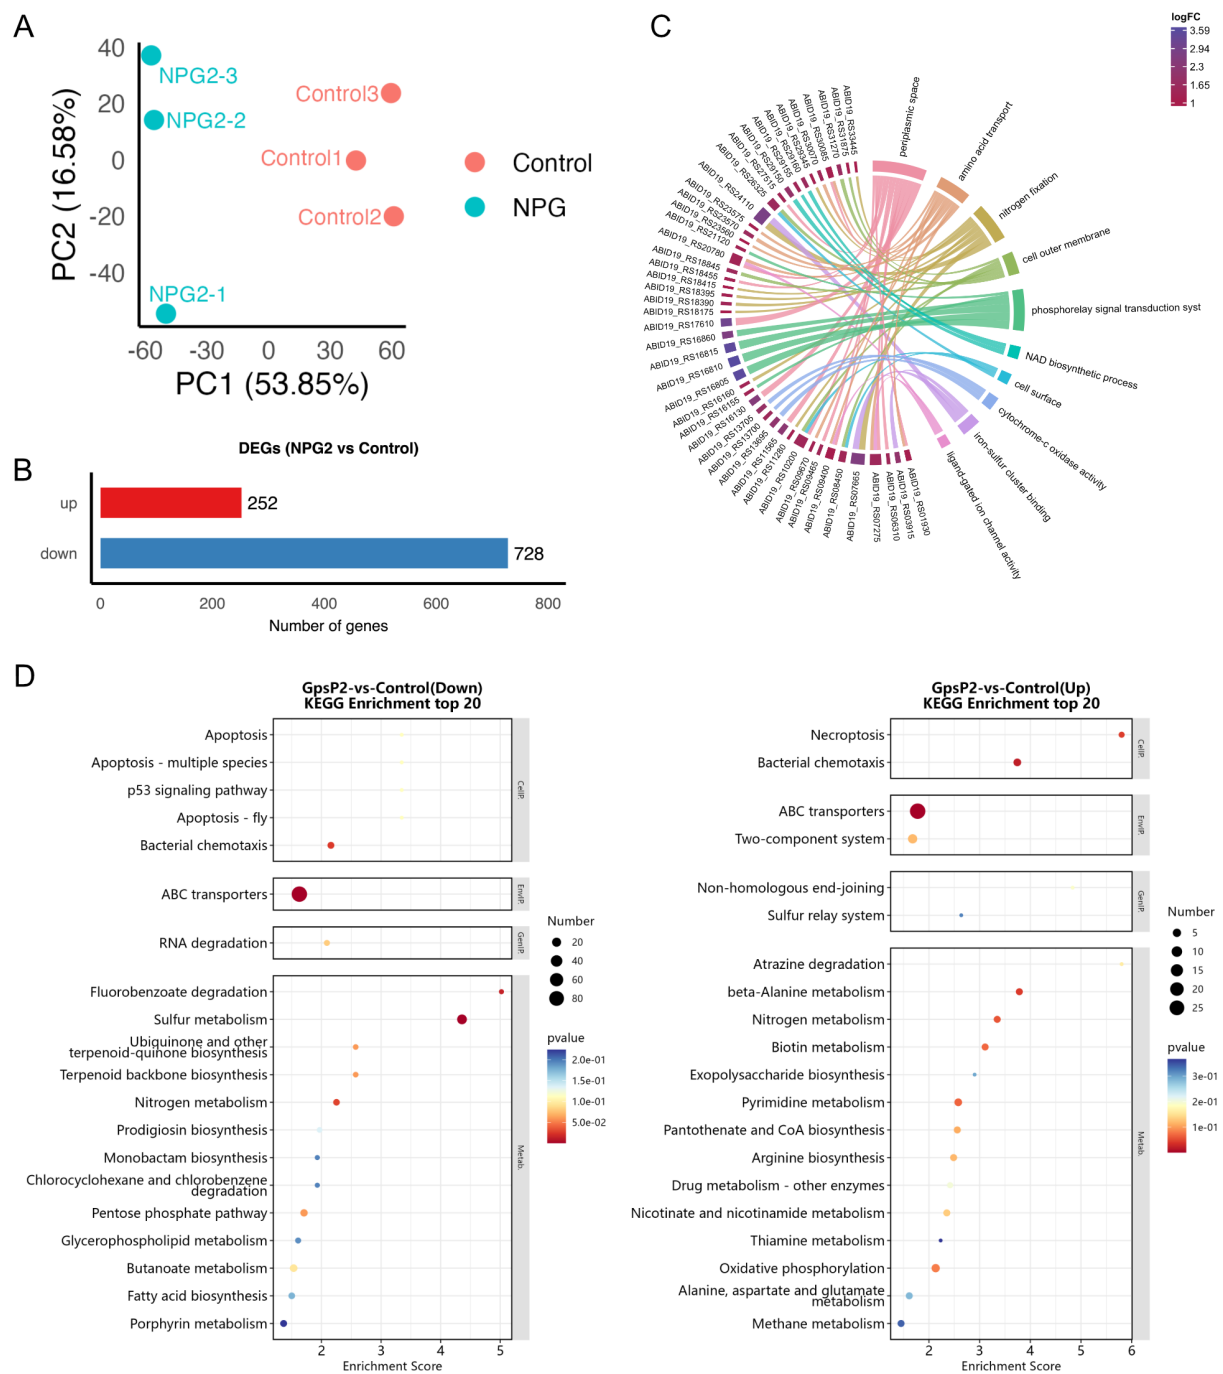

**Fig. S9. Transcriptomic responses of *M. robiniae* to NPG2 exposure.** (A) Principal component analysis (PCA) of RNA-seq data from *M. robiniae* cultures treated with 250  $\mu$ M NPG2 for 2 hours ( $n = 3$  biological replicates) and untreated controls ( $n = 3$ ). (B) Counts of differentially expressed genes (DEGs) at  $q < 0.05$  and  $|\log_2FC| \geq 1$ , grouped as up- and downregulated. (C) Gene Ontology (GO) chord diagram linking significantly upregulated genes to enriched biological processes, showing connections across functional categories. (D) Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway enrichment plots, with significantly enriched downregulated pathways shown on the left and upregulated pathways on the right.

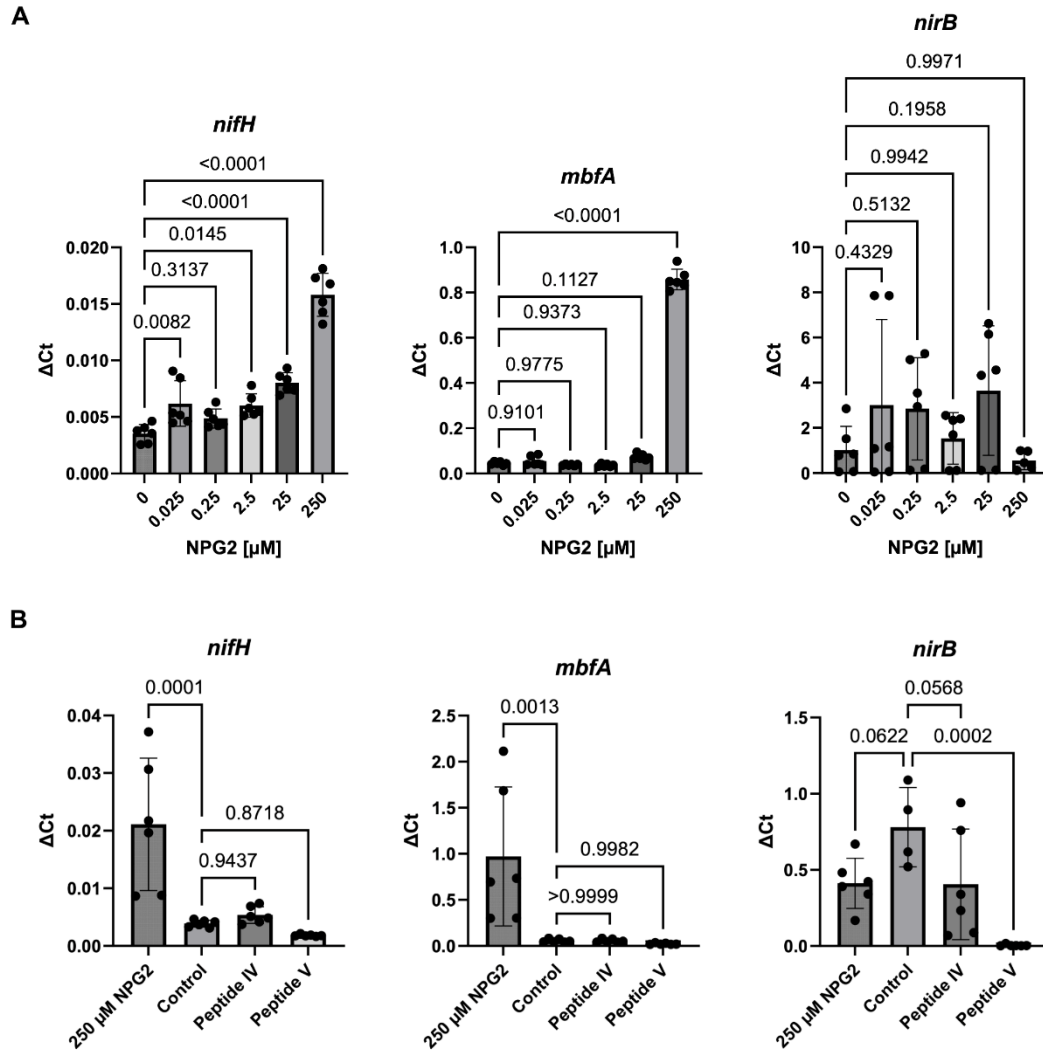

**Fig. S10. Dose-dependent transcriptional responses of *M. robiniae* to NPG peptides assessed by RT-qPCR.** (A) Relative transcript levels of representative NPG2-responsive genes following 2 h exposure to increasing concentrations of recombinant NPG2. Induction of *nifH* was detectable at 0.025  $\mu M$  and increased with peptide concentration, reaching ~3-fold upregulation at 250  $\mu M$ . *mbfA* showed no significant change at sub-micromolar concentrations and was strongly induced only at 250  $\mu M$ . *nirB* exhibited a biphasic response, with modest, non-significant induction at low micromolar concentrations and mild repression at 250  $\mu M$ . (B) Transcript levels following treatment with truncated NPG2 peptides corresponding to the N-terminal or repeat region (250  $\mu M$ ). Neither truncated peptide reproduced the transcriptional profile induced by full-length NPG2. Transcript levels were normalized to the housekeeping gene *rpsB* and/or *rpsU* using the  $\Delta C_q$  method and are shown relative to PBS-treated controls. Data represent mean  $\pm$  s.d. from independent biological replicates, each analyzed in two technical replicates. Statistical significance was determined by ordinary one-way ANOVA.

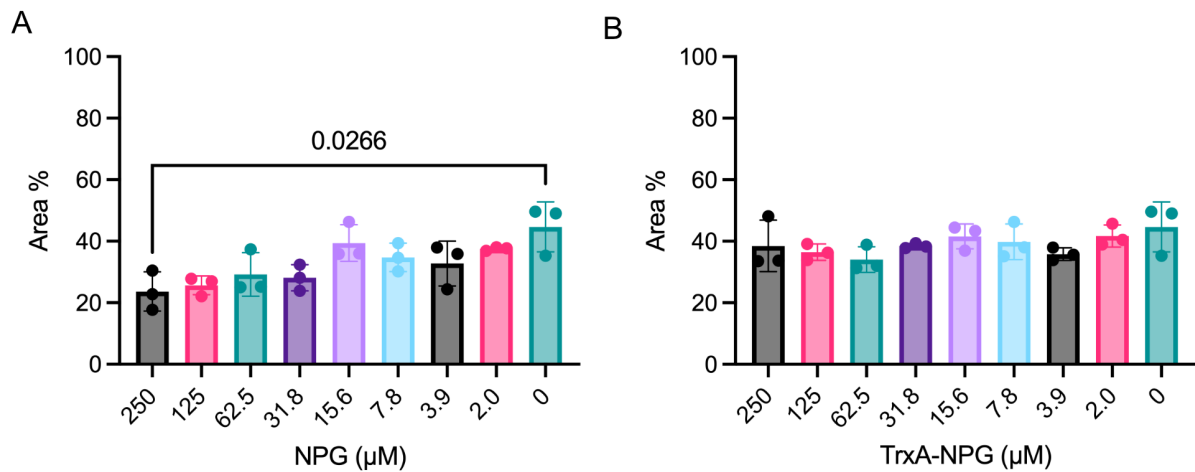

**Fig. S11. Concentration-dependent growth inhibition by NPG2 on solid medium.** *M. robiniae* DSM 100022 cultures grown in YEM broth to mid-log ( $OD_{600} = 0.4-0.5$ ) were washed, adjusted to  $OD_{600} = 0.2$ , and incubated for 2 h at 28 °C with 0-250 μM peptide. After serial dilution, 100 μL aliquots were plated on YEM agar and incubated at 28 °C for 3-5 d; plate growth was quantified from scanned images as colony-covered area using Fiji v1.53. **(A)** Mature NPG2 (TEV-cleaved). **(B)** TrxA-NPG2 fusion protein. Points denote replicate means; bars show mean  $\pm$  s.d. for  $n = 3$  independent cultures. Mature NPG2 reduced plate coverage in a concentration-dependent manner, whereas the TrxA-NPG2 fusion had no detectable effect across the same range. Statistical significance was determined by Student's t-test (\* =  $P < 0.05$ ).

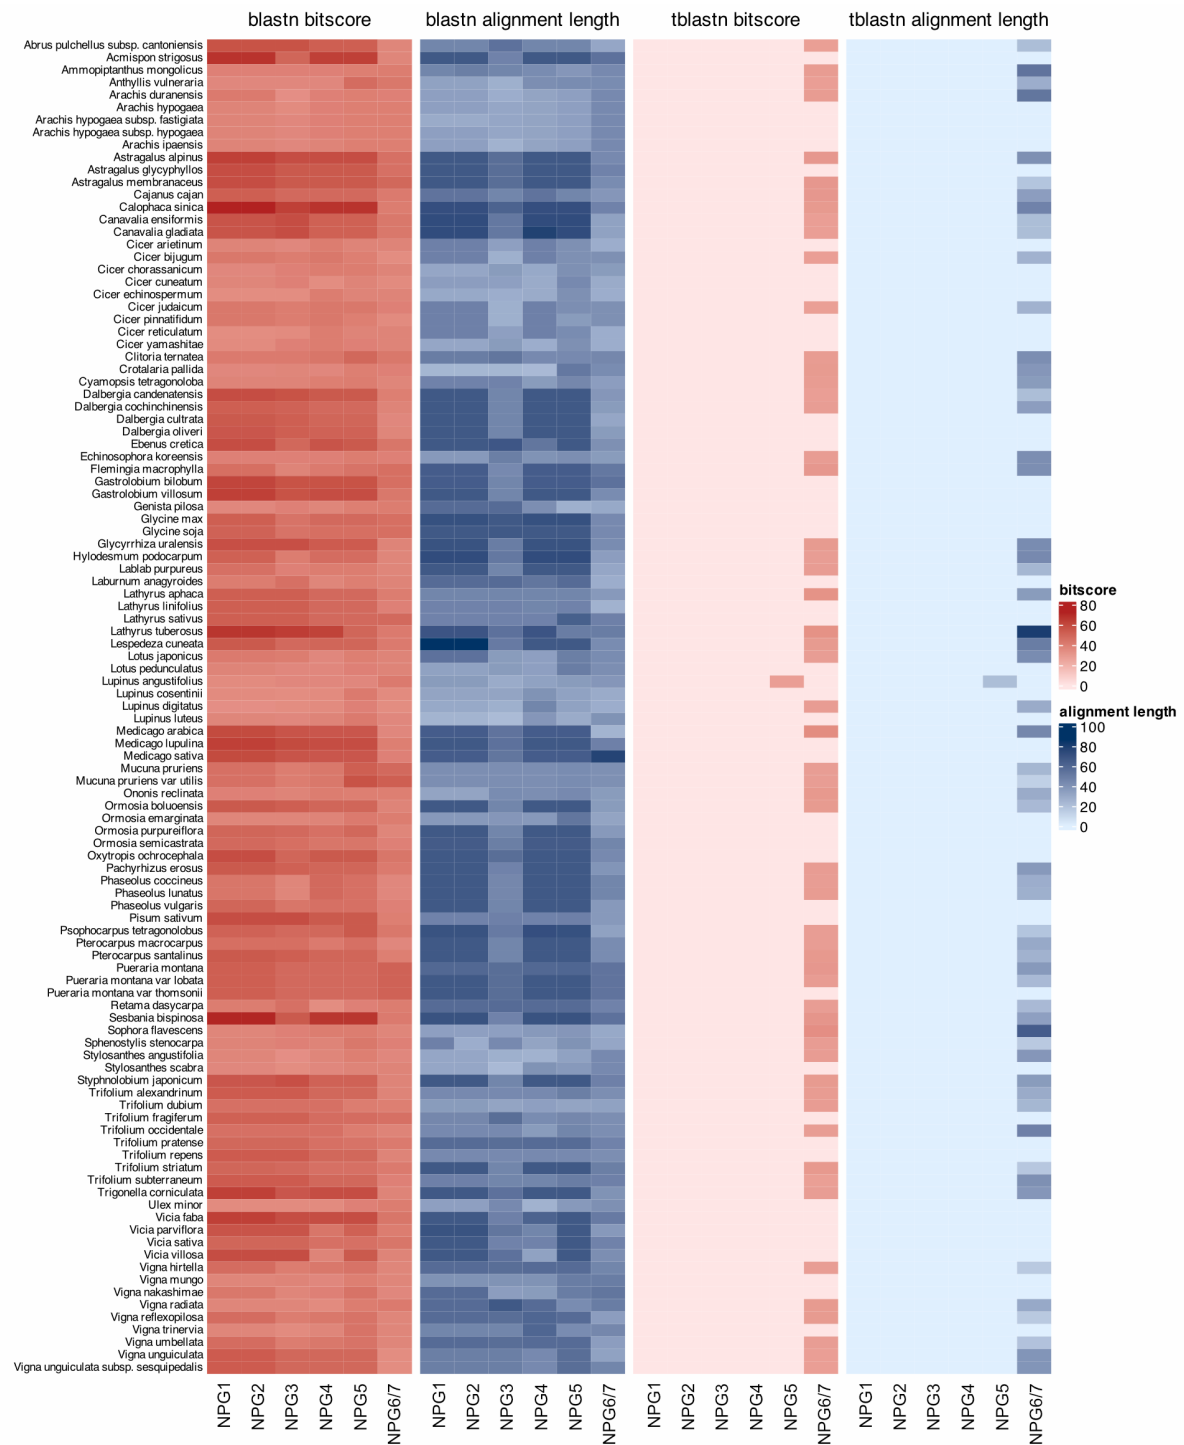

**Fig. S12. BLAST alignment metrics of NPG homologous sequences across species.** Heatmaps showing the maximum BLASTn and tBLASTn bitscores (red) and alignment lengths (blue) for NPG candidate sequences across all analyzed species. Most extended alignments correspond to N-terminal signal peptide sequences rather than NPG-specific regions.

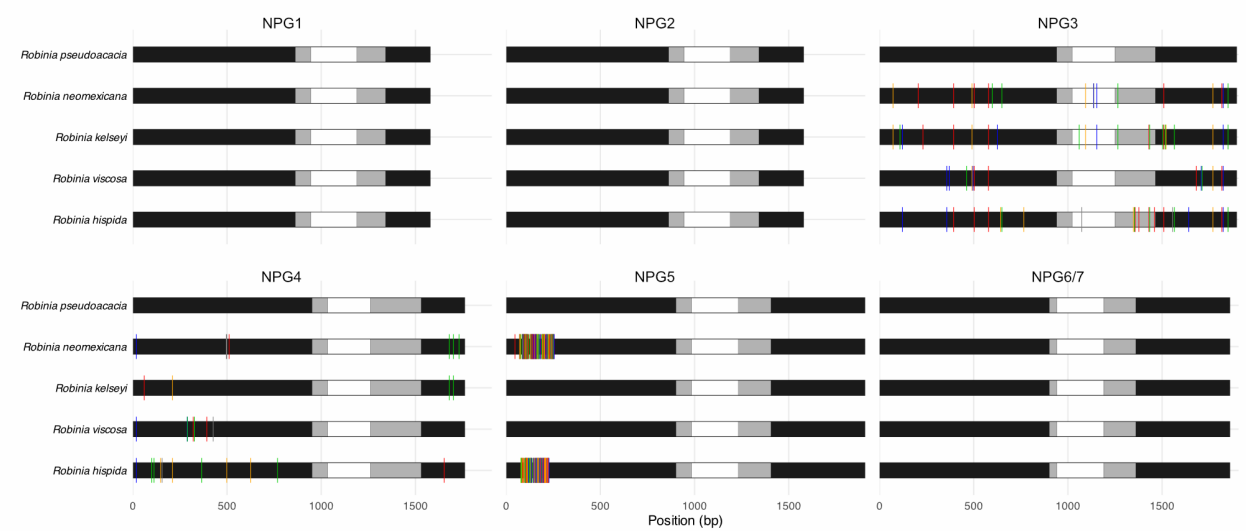

**Fig. S14. Genomic distribution and sequence variation of NPG genes in *Robinia*.** Short-read genomic data were mapped to the *R. pseudoacacia* reference assembly using BWA, processed with SAMtools, BEDTools, and BCFtools (62), and visualized in IGV (72). Horizontal bars indicate read coverage; coding sequences are shown in grey and introns in white. Vertical lines mark single-nucleotide variants, colored by the major allele (A, green; C, blue; G, orange; T, red). Reads mapped across all NPG loci, confirming their presence and genomic context.

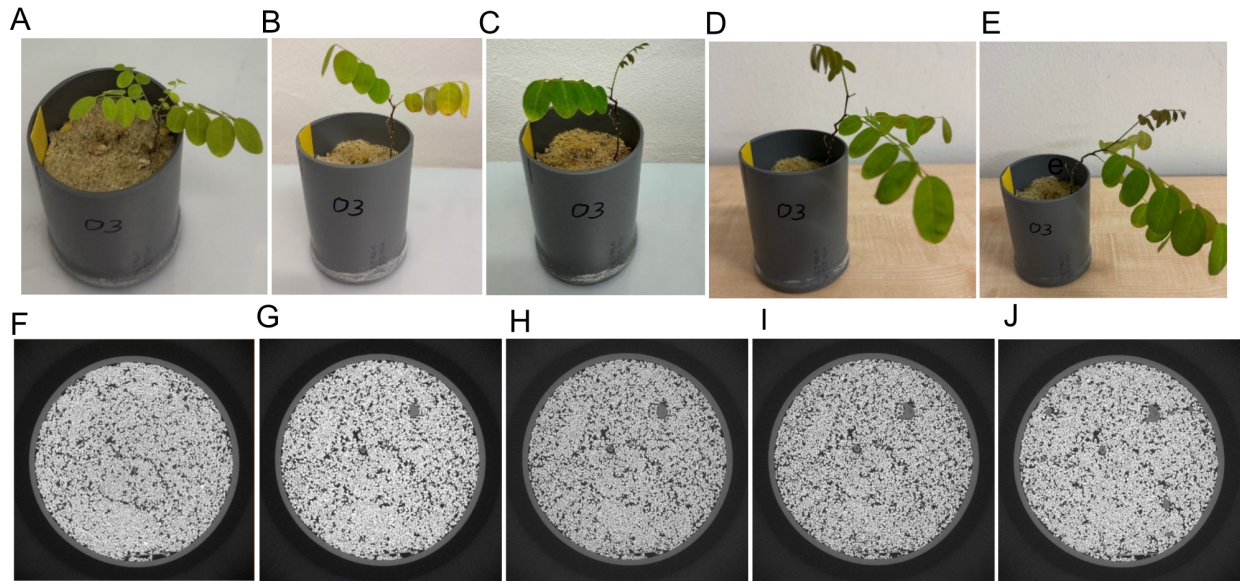

**Fig. S15. Time series of plant growth and CT reconstructions of *Robinia pseudoacacia* nodulation.** (A-E) Photographs of plants taken before inoculation (-4 d) and at 21 d, 33 d, 63 d, and 84 d after inoculation. (F-J) Corresponding  $\mu$ CT reconstructions of the same plants at identical time points, all showing the same slice (slice 747) to allow direct comparison of root and nodule development across the time course.

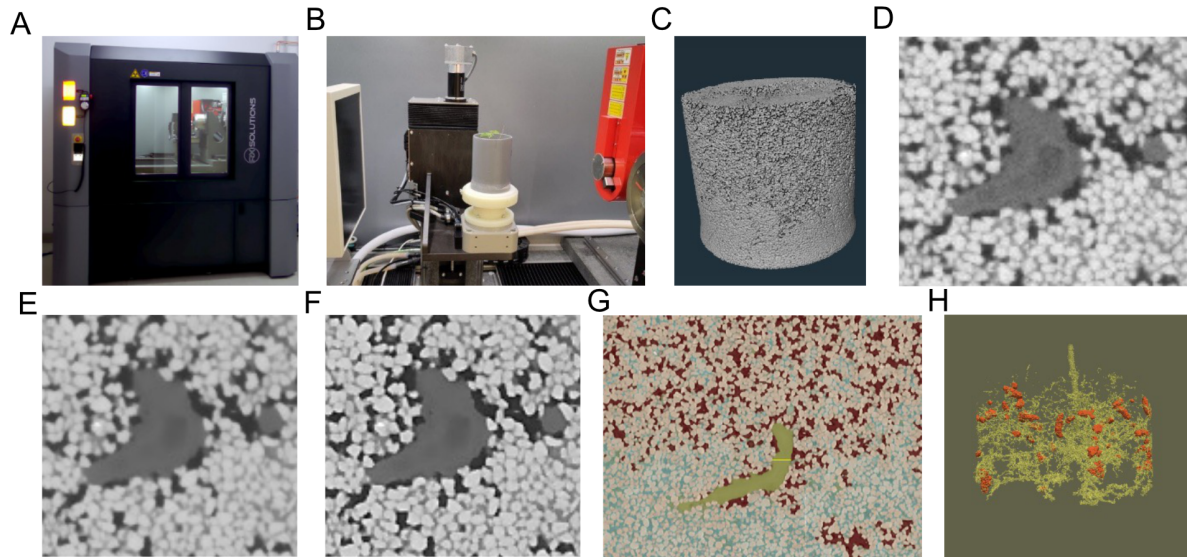

**Fig. S16. Workflow for CT-based image processing of *Robinia* root systems.** (A) X-ray CT scanning setup, (B) CT chamber with mounted pot, (C) scanned plant sample, (D) raw grayscale slice, (E) denoised image after Non-Local Means filtering, (F) edge-enhanced image after Unsharp Masking, (G) segmentation in Ilastik, and (H) segmented root phase with nodules highlighted in red.

**Table S1. NPG peptide sequences and features in *Robinia pseudoacacia*.**

| Protein     | Gene id    | AA Sequence                                                                                                                                  | Length | Similarity | Signal Peptide                    | SP Length | Mature Seq                                                                                                         | M Length | Glycine % | Proline % |
|-------------|------------|----------------------------------------------------------------------------------------------------------------------------------------------|--------|------------|-----------------------------------|-----------|--------------------------------------------------------------------------------------------------------------------|----------|-----------|-----------|
| <b>NPG1</b> | 3G00089040 | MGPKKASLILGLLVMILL<br>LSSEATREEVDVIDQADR<br>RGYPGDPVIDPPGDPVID<br>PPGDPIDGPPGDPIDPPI<br>GGG                                                  | 77     | 100        | MGPKKASLILG<br>LLVMILLLSSEA<br>TR | 25        | EEVDVIDQADRRG<br>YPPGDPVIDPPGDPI<br>VDPPGDPIDGPPGD<br>PIDPPIGGG                                                    | 52       | 19.2      | 26.9      |
| <b>NPG2</b> | 3G00089840 | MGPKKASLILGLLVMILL<br>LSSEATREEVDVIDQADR<br>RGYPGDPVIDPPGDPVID<br>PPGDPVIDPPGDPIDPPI<br>GGG                                                  | 77     | 98.7       | MGPKKASLILG<br>LLVMILLLSSEA<br>TR | 25        | EEVDVIDQADRRG<br>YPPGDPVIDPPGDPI<br>VDPPGDPVIDPPGD<br>PIDPPIGGG                                                    | 52       | 17.3      | 26.9      |
| <b>NPG3</b> | 3G00089570 | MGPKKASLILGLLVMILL<br>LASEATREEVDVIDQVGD<br>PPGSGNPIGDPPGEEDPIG<br>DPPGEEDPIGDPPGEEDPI<br>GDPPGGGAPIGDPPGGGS<br>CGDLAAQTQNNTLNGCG<br>GLNNGNI | 116    | 56.9       | MGPKKASLILG<br>LLVMILLLASE<br>ATR | 25        | EEVDVIDQVGDPPG<br>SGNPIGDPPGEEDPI<br>GDPPGEEDPIGDPP<br>GEEDPIGDPPGGGA<br>PIDPPGGGSCGDL<br>AAQTQNNTLNGCG<br>GLNNGNI | 91       | 24.2      | 18.7      |
| <b>NPG4</b> | 3G00090040 | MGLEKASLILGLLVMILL<br>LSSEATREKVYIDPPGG<br>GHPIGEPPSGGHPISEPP<br>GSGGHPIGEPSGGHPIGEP<br>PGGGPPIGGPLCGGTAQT<br>LNNTLN                         | 98     | 53.1       | MGLEKASLILG<br>LLVMILLLSSEA<br>TR | 25        | EKVYIDPPGGGHP<br>IGEPPSGGHPISEP<br>PGSGGHPIGEPSGG<br>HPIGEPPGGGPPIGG<br>PLCGGTAQTLNNTL<br>N                        | 73       | 30.1      | 21.9      |
| <b>NPG5</b> | 3G00089880 | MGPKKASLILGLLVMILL<br>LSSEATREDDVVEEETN<br>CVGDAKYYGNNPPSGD<br>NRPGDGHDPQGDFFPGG<br>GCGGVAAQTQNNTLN                                          | 85     | 47.6       | MGPKKASLILG<br>LLVMILLLSSE<br>ATR | 25        | EEDDVVEETNCVG<br>DAKYYGNNPPSG<br>DNRPGDGHDPQGD<br>DFPGGGCGGVAAQ<br>TQNNTLN                                         | 60       | 20.0      | 10.0      |
| <b>NPG6</b> | 3G00090420 | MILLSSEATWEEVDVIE<br>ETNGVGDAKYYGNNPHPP<br>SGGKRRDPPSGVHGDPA<br>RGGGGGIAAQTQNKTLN                                                            | 69     | 39         | MILLSSEA                          | 9         | TWEEVDVIEETNGV<br>GDAKYYGNNPHPPS<br>GGKRRDPPSGVHGD<br>DPARGGGGIAAQTQ<br>NKTLN                                      | 60       | 20.0      | 10.0      |
| <b>NPG7</b> | 3G00089080 | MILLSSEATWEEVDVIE<br>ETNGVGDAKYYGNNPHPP<br>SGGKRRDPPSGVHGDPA<br>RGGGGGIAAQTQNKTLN                                                            | 69     | 39         | MILLSSEA                          | 9         | TWEEVDVIEETNGV<br>GDAKYYGNNPHPPS<br>GGKRRDPPSGVHGD<br>DPARGGGGIAAQTQ<br>NKTLN                                      | 60       | 20.0      | 10.0      |

**Table S2. Identified peptides of NPGs.**

| protein | identified peptide <sup>1</sup> | endoprotease                   | unique peptide <sup>2</sup> | number of replicates <sup>3</sup> | MS-instrument (ion fragmentation)      | Intensities             |
|---------|---------------------------------|--------------------------------|-----------------------------|-----------------------------------|----------------------------------------|-------------------------|
| NPG1    | DPIVDPPGDPIG*                   | AspN                           | no                          | 2                                 | Fusion (HCD)                           | 10,488,000 / 15,410,000 |
|         | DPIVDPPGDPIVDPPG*               | AspN                           | no                          | 2                                 | Orbitrap Velos Pro (CID), Fusion (HCD) | 10,300,000 / 27,578,000 |
|         | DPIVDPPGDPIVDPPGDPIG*           | AspN                           | no                          | 2                                 | Orbitrap Velos Pro (CID), Fusion (HCD) | 5,198,100 / 7,347,600   |
|         | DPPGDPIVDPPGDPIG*               | AspN                           | no                          | 1                                 | Orbitrap Velos Pro (CID)               | 496,410                 |
| NPG2    | DPIVDPPGDPIG*                   | AspN                           | no                          | 2                                 | Fusion (HCD)                           | 10,488,000 / 15,410,000 |
|         | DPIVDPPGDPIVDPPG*               | AspN                           | no                          | 2                                 | Orbitrap Velos Pro (CID), Fusion (HCD) | 10,300,000 / 27,578,000 |
|         | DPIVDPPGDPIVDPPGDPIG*           | AspN                           | no                          | 2                                 | Orbitrap Velos Pro (CID), Fusion (HCD) | 5,198,100 / 7,347,600   |
|         | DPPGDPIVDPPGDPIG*               | AspN                           | no                          | 1                                 | Orbitrap Velos Pro (CID)               | 496,410                 |
|         | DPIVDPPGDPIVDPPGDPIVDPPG        | AspN                           | yes                         | 2                                 | Orbitrap Velos Pro (CID)               | 750,140 / 149,790       |
|         | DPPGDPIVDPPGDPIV                | AspN/ $\alpha$ -lytic protease | yes                         | 1/1                               | Fusion (HCD)                           | 6,988,900 / 795,200     |
| NPG3    | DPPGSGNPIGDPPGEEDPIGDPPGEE      | AspN                           | yes                         | 1                                 | Orbitrap Velos Pro (CID)               | 193,720                 |
|         | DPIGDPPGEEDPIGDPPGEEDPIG        | AspN                           | yes                         | 1                                 | Orbitrap Velos Pro (CID)               | 610,800                 |

<sup>1</sup> Peptides that are shared by the two proteins are marked with an asterisk (\*).

<sup>2</sup> This indicates whether the identified peptide is unique to the particular protein.

<sup>3</sup> Number of replicates where the peptide was identified.

Table S3. DeepLoc2.1 localization prediction.

| Protein | Localizations | Signals        | Membrane types | Cyto-plasm | Nucleus | Extra-cellular | Cell-membrane | Mito-chondrion | Plastid | Endoplasmic reticulum | Lysosome/Vacuole | Golgi apparatus | Peroxisome | Peripheral | Trans membrane | Lipid anchor | Soluble |
|---------|---------------|----------------|----------------|------------|---------|----------------|---------------|----------------|---------|-----------------------|------------------|-----------------|------------|------------|----------------|--------------|---------|
| NPG1    | Extracellular | Signal peptide | Soluble        | 0.049      | 0.112   | 0.830          | 0.177         | 0.009          | 0.101   | 0.351                 | 0.326            | 0.318           | 0.057      | 0.105      | 0.050          | 0.120        | 0.907   |
| NPG2    | Extracellular | Signal peptide | Soluble        | 0.046      | 0.113   | 0.827          | 0.183         | 0.008          | 0.099   | 0.355                 | 0.335            | 0.310           | 0.054      | 0.090      | 0.052          | 0.131        | 0.908   |
| NPG3    | Extracellular | Signal peptide | Soluble        | 0.090      | 0.135   | 0.811          | 0.317         | 0.009          | 0.089   | 0.218                 | 0.442            | 0.319           | 0.045      | 0.205      | 0.038          | 0.130        | 0.902   |
| NPG4    | Extracellular | Signal peptide | Soluble        | 0.041      | 0.095   | 0.827          | 0.253         | 0.006          | 0.156   | 0.315                 | 0.368            | 0.252           | 0.036      | 0.157      | 0.092          | 0.073        | 0.836   |
| NPG5    | Extracellular | Signal peptide | Soluble        | 0.039      | 0.127   | 0.765          | 0.215         | 0.007          | 0.099   | 0.296                 | 0.353            | 0.153           | 0.038      | 0.147      | 0.068          | 0.138        | 0.797   |
| NPG6    | Nucleus       |                | Soluble        | 0.348      | 0.494   | 0.423          | 0.125         | 0.199          | 0.113   | 0.284                 | 0.050            | 0.042           | 0.006      | 0.157      | 0.158          | 0.316        | 0.843   |
| NPG7    | Nucleus       |                | Soluble        | 0.348      | 0.494   | 0.423          | 0.125         | 0.199          | 0.113   | 0.284                 | 0.050            | 0.042           | 0.006      | 0.157      | 0.158          | 0.316        | 0.843   |

**Table S4. pLDDT scores for mature NPG1 (left) NPG2 (right).**

**Table S5. Synthesized peptides of NPG2.**

| Peptide | Sequence         | Length | Purity | Modifications                                | TFA_Removal    | Notes                                                                           |
|---------|------------------|--------|--------|----------------------------------------------|----------------|---------------------------------------------------------------------------------|
| Seq1    | EEVDVIDQ         | 8      | >95%   | N-terminal acetylation; C-terminal amidation | Yes (HCl salt) | N-terminal region after signal peptide; most conserved                          |
| Seq2    | ADRRGY           | 6      | >95%   | N-terminal acetylation; C-terminal amidation | Yes (HCl salt) | Highly charged region (NPG1/2 only); possible catalytic or membrane interaction |
| Seq3    | PPGDPIVD         | 8      | >95%   | N-terminal acetylation; C-terminal amidation | Yes (HCl salt) | Distinctive motif repeated across NPG family                                    |
| Seq4    | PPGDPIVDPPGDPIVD | 16     | >95%   | N-terminal acetylation; C-terminal amidation | Yes (HCl salt) | Duplication of motif to test chaining effect (highest priority)                 |
| Seq5    | EEVDVIDQADRRGY   | 14     | >95%   | N-terminal acetylation; C-terminal amidation | Yes (HCl salt) | Combination of Seq1+Seq2 to cover full N-terminal region                        |

**Table S6. Cloning primers used in this study.**

| Name            | Sequence                                 |
|-----------------|------------------------------------------|
| SDM_S_NPG1.for  | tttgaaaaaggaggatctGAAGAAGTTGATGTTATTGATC |
| SDM_S_NPG1.rev  | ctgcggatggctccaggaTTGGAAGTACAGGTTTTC     |
| F_aNPG1.FOR     | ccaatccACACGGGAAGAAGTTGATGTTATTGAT       |
| V_aNPG1.REV     | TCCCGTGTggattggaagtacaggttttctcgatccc    |
| V_aNPG1.FOR     | GTGGTTGAtgactcgagcaccaccac               |
| F_aNPG1.REV     | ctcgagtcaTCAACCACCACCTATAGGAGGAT         |
| F_aNPG2.FOR     | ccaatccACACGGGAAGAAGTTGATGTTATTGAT       |
| V_aNPG2.REV     | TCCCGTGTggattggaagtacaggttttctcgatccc    |
| V_aNPG2.FOR     | GTGGTTGAtgactcgagcaccaccac               |
| F_aNPG2.REV     | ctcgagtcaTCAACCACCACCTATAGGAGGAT         |
| F1.pCV_NPG1.FOR | GTTGCTGGCGTTTTTCCATAGGCT                 |
| F1.pCV_NPG1.REV | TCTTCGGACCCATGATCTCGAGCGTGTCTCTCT        |
| F2.pCV_NPG1.FOR | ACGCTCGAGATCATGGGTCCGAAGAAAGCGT          |
| F2.pCV_NPG1.REV | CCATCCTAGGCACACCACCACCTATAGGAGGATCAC     |
| V.pCV_NPG1.FOR  | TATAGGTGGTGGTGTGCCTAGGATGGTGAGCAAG       |
| V.pCV_NPG1.REV  | GAGCCTATGAAAAACGCCAGCAACG                |
| F1.pCV_NPG6.FOR | GTTGCTGGCGTTTTTCCATAGGCT                 |
| F1.pCV_NPG6.REV | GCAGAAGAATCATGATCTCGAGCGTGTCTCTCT        |
| F2.pCV_NPG6.FOR | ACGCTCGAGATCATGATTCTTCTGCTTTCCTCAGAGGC   |
| F2.pCV_NPG6.REV | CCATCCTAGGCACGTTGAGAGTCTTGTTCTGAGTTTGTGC |
| V.pCV_NPG6.FOR  | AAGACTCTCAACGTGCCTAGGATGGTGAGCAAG        |
| V.pCV_NPG6.REV  | GAGCCTATGAAAAACGCCAGCAACG                |

**Table S7. qPCR primers used in this study.**

| Primer name    | Sequence 5'->3'                |
|----------------|--------------------------------|
| nifH FWD Set 3 | CAT ACT GGA TCA CCG ACA TCT TC |
| nifH REV Set 3 | TGG CTT CCA GGC TCA ATT C      |
| mbfA FWD Set 2 | GGG CTT GCG CTC GTA ATA        |
| mbfA REV Set 2 | GAC TCG CTG ATA GAG CTT CAC    |
| nirB.for       | AGT CGT CGG CAT ATT CGT CC     |
| nirB.rev       | CAT GCA GGA GCT GGA ATG GA     |
| rpsU.for       | GGT ACT CGT CCG CGA TAA CA     |
| rpsU.rev       | CCG ACG GCT TCT CGT AAT GT     |
| rpsB.for       | GCC CGA TCT GAT GTT CGT GA     |
| rpsB.rev       | GAT CTT GTC CGG ATC GCA GT     |

**Movie S1. Pre-inoculation root morphology (-4 dpi).** Time-lapse imaging of root architecture four days prior to inoculation with *Mesorhizobium robiniae*, showing baseline cellular organization and absence of nodulation structures.

**Movie S2. Early nodule development (21 dpi).** Dynamic progression of nodule formation 21 days after inoculation with *M. robiniae*, highlighting initial cortical cell divisions and emerging nodule primordia.

**Movie S3. Intermediate nodule maturation (33 dpi).** Time-resolved imaging at 33 days post-inoculation illustrating expansion and structural differentiation of developing nodules.

**Movie S4. Late-stage nodulation (63 dpi).** Advanced nodulation phenotype at 63 days after inoculation with *M. robiniae*, demonstrating mature nodule architecture and tissue organization.

## REFERENCES

1. J. N. Galloway, A. R. Townsend, J. W. Erisman, M. Bekunda, Z. Cai, J. R. Freney, L. A. Martinelli, S. P. Seitzinger, M. A. Sutton, Transformation of the nitrogen cycle: Recent trends, questions, and potential solutions. *Science* **320**, 889–892 (2008).
2. G. E. Oldroyd, J. D. Murray, P. S. Poole, J. A. Downie, The rules of engagement in the legume-rhizobial symbiosis. *Annu. Rev. Genet.* **45**, 119–144 (2011).
3. D. F. Herridge, M. B. Peoples, R. M. Boddey, Global inputs of biological nitrogen fixation in agricultural systems. *Plant and Soil* **311**, 1–18 (2008).
4. P. Czernic, D. Gully, F. Cartieaux, L. Moulin, I. Guefrachi, D. Patrel, O. Pierre, J. Fardoux, C. Chaintreuil, P. Nguyen, F. Gressent, C. Da Silva, J. Poulain, P. Wincker, V. Rofidal, S. Hem, Q. Barriere, J. F. Arrighi, P. Mergaert, E. Giraud, Convergent evolution of endosymbiont differentiation in Dalbergioid and inverted repeat-lacking clade legumes mediated by nodule-specific cysteine-rich peptides. *Plant Physiol.* **169**, 1254–1265 (2015).
5. P. Mergaert, T. Uchiumi, B. Alunni, G. Evanno, A. Cheron, O. Catrice, A. E. Mausset, F. Barloy-Hubler, F. Galibert, A. Kondorosi, E. Kondorosi, Eukaryotic control on bacterial cell cycle and differentiation in the Rhizobium-legume symbiosis. *Proc. Natl. Acad. Sci. U.S.A.* **103**, 5230–5235 (2006).
6. W. Van de Velde, G. Zehirov, A. Szatmari, M. Debreczeny, H. Ishihara, Z. Kevei, A. Farkas, K. Mikulass, A. Nagy, H. Tiricz, B. Satiat-Jeunemaitre, B. Alunni, M. Bourge, K. Kucho, M. Abe, A. Kereszt, G. Maroti, T. Uchiumi, E. Kondorosi, P. Mergaert, Plant peptides govern terminal differentiation of bacteria in symbiosis. *Science* **327**, 1122–1126 (2010).
7. J. I. Sprent, *Legume Nodulation: A Global Perspective* (Wiley-Blackwell, 2009).
8. J. I. Sprent, Evolving ideas of legume evolution and diversity: A taxonomic perspective on the occurrence of nodulation. *New Phytol.* **174**, 11–25 (2007).

9. J. Montiel, A. Szucs, I. Z. Boboescu, V. D. Gherman, E. Kondorosi, A. Kereszt, Terminal bacteroid differentiation is associated with variable morphological changes in legume species belonging to the inverted repeat-lacking clade. *Mol. Plant Microbe Interact.* **29**, 210–219 (2016).
10. D. Wang, J. Griffiths, C. Starker, E. Fedorova, E. Limpens, S. Ivanov, T. Bisseling, S. Long, A nodule-specific protein secretory pathway required for nitrogen-fixing symbiosis. *Science* **327**, 1126–1129 (2010).
11. E. Kondorosi, P. Mergaert, A. Kereszt, A paradigm for endosymbiotic life: Cell differentiation of Rhizobium bacteria provoked by host plant factors. *Annu. Rev. Microbiol.* **67**, 611–628 (2013).
12. R. Oono, I. Schmitt, J. I. Sprent, R. F. Denison, Multiple evolutionary origins of legume traits leading to extreme rhizobial differentiation. *New Phytol.* **187**, 508–520 (2010).
13. L. Cai, D. Cardoso, L. G. Tressel, C. Lee, B. Shrestha, I. S. Choi, H. C. de Lima, L. P. de Queiroz, T. A. Ruhlman, R. K. Jansen, M. F. Wojciechowski, Well-resolved phylogeny supports repeated evolution of keel flowers as a synergistic contributor to papilionoid legume diversification. *New Phytol.* **247**, 369–387 (2025).
14. B. Hu, M. Messerer, G. Haberer, T. Lux, V. Marosi, K. F. X. Mayer, K. D. Oliphant, D. Kaufholdt, J. Schulze, L. S. Kreth, J. Jurgeleit, R. Geffers, R. Hansch, H. Rennenberg, Genomic and transcriptomic insights into legume-rhizobia symbiosis in the nitrogen-fixing tree Robinia pseudoacacia. *New Phytol.* **246**, 2522–2536 (2025).
15. Y. Kaneko, E. H. Newcomb, Specialization for ureide biogenesis in the root nodules of black locust (Robinia pseudoacacia L.), an amide exporter. *Protoplasma* **157**, 102–111 (1990).
16. L. R. Boring, W. T. Swank, The role of black locust (Robinia pseudo-acacia) in forest succession. *J. Ecol.* **72**, 749 (1984).
17. A. Cierjacks, I. Kowarik, J. Joshi, S. Hempel, M. Ristow, M. von der Lippe, E. Weber, Biological Flora of the British Isles: Robinia pseudoacacia. *J. Ecol.* **101**, 1623–1640 (2013).

18. R. Liu, K. D. Oliphant, Z. Xia, Z. Chen, R. Hou, R. Zhang, T. Peng, R. Hansch, D. Wang, H. Rennenberg, B. Hu, Rhizobial symbiosis modulates mercury accumulation and metabolic adaptation under hydrological extremes. *J. Hazard. Mater.* **495**, 139141 (2025).
19. B. Hu, M. Zhou, M. Dannenmann, G. Saiz, J. Simon, S. Bilela, X. Liu, L. Hou, H. Chen, S. Zhang, K. Butterbach-Bahl, H. Rennenberg, Comparison of nitrogen nutrition and soil carbon status of afforested stands established in degraded soil of the Loess Plateau, China. *For. Ecol. Manage.* **389**, 46–58 (2017).
20. S. Okamoto, E. Ohnishi, S. Sato, H. Takahashi, M. Nakazono, S. Tabata, M. Kawaguchi, Nod factor/nitrate-induced CLE genes that drive HAR1-mediated systemic regulation of nodulation. *Plant Cell Physiol.* **50**, 67–77 (2009).
21. T. Laloum, S. De Mita, P. Gamas, M. Baudin, A. Niebel, CCAAT-box binding transcription factors in plants: Y so many? *Trends Plant Sci.* **18**, 157–166 (2013).
22. G. Schroder, M. Fruhling, A. Puhler, A. M. Perlick, The temporal and spatial transcription pattern in root nodules of *Vicia faba* nodulin genes encoding glycine-rich proteins. *Plant Mol. Biol.* **33**, 113–123 (1997).
23. Z. Kevei, J. M. Vinardell, G. B. Kiss, A. Kondorosi, E. Kondorosi, Glycine-rich proteins encoded by a nodule-specific gene family are implicated in different stages of symbiotic nodule development in *Medicago* spp. *Mol. Plant Microbe Interact.* **15**, 922–931 (2002).
24. A. Kereszt, P. Mergaert, J. Montiel, G. Endre, É. Kondorosi, Impact of plant peptides on symbiotic nodule development and functioning. *Front. Plant Sci.* **9**, 1026 (2018).
25. N. D. Young, F. Debelle, G. E. Oldroyd, R. Geurts, S. B. Cannon, M. K. Udvardi, V. A. Benedito, K. F. Mayer, J. Gouzy, H. Schoof, Y. Van de Peer, S. Proost, D. R. Cook, B. C. Meyers, M. Spannagl, F. Cheung, S. De Mita, V. Krishnakumar, H. Gundlach, S. Zhou, J. Mudge, A. K. Bharti, J. D. Murray, M. A. Naoumkina, B. Rosen, K. A. Silverstein, H. Tang, S. Rombauts, P. X. Zhao, P. Zhou, V. Barbe, P. Bardou, M. Bechner, A. Bellec, A. Berger, H. Berges, S. Bidwell, T. Bisseling, N. Choisine, A. Couloux, R. Denny, S. Deshpande, X. Dai, J. J.

Doyle, A. M. Dudez, A. D. Farmer, S. Fouteau, C. Franken, C. Gibelin, J. Gish, S. Goldstein, A. J. Gonzalez, P. J. Green, A. Hallab, M. Hartog, A. Hua, S. J. Humphray, D. H. Jeong, Y. Jing, A. Jocker, S. M. Kenton, D. J. Kim, K. Klee, H. Lai, C. Lang, S. Lin, S. L. Macmil, G. Magdelenat, L. Matthews, J. McCorrison, E. L. Monaghan, J. H. Mun, F. Z. Najar, C. Nicholson, C. Noirot, M. O'Bleness, C. R. Paule, J. Poulain, F. Prion, B. Qin, C. Qu, E. F. Retzel, C. Riddle, E. Sallet, S. Samain, N. Samson, I. Sanders, O. Saurat, C. Scarpelli, T. Schiex, B. Segurens, A. J. Severin, D. J. Sherrier, R. Shi, S. Sims, S. R. Singer, S. Sinharoy, L. Sterck, A. Viollet, B. B. Wang, K. Wang, M. Wang, X. Wang, J. Warfsmann, J. Weissenbach, D. D. White, J. D. White, G. B. Wiley, P. Wincker, Y. Xing, L. Yang, Z. Yao, F. Ying, J. Zhai, L. Zhou, A. Zuber, J. Denarie, R. A. Dixon, G. D. May, D. C. Schwartz, J. Rogers, F. Quetier, C. D. Town, B. A. Roe, The Medicago genome provides insight into the evolution of rhizobial symbioses. *Nature* **480**, 520–524 (2011).

26. S. B. Cannon, A. Mitra, A. Baumgarten, N. D. Young, G. May, The roles of segmental and tandem gene duplication in the evolution of large gene families in *Arabidopsis thaliana*. *BMC Plant Biol.* **4**, 10 (2004).
27. S. Roy, S. Saxena, A. Sinha, A. K. Nandi, DORMANCY/AUXIN ASSOCIATED FAMILY PROTEIN 2 of *Arabidopsis thaliana* is a negative regulator of local and systemic acquired resistance. *J. Plant Res.* **133**, 409–417 (2020).
28. A. Puppo, K. Groten, F. Bastian, R. Carzaniga, M. Soussi, M. M. Lucas, M. R. de Felipe, J. Harrison, H. Vanacker, C. H. Foyer, Legume nodule senescence: Roles for redox and hormone signalling in the orchestration of the natural aging process. *New Phytol.* **165**, 683–701 (2005).
29. J. Abramson, J. Adler, J. Dunger, R. Evans, T. Green, A. Pritzel, O. Ronneberger, L. Willmore, A. J. Ballard, J. Bambrick, S. W. Bodenstein, D. A. Evans, C. C. Hung, M. O'Neill, D. Reiman, K. Tunyasuvunakool, Z. Wu, A. Zengulyte, E. Arvaniti, C. Beattie, O. Bertolli, A. Bridgland, A. Cherepanov, M. Congreve, A. I. Cowen-Rivers, A. Cowie, M. Figurnov, F. B. Fuchs, H. Gladman, R. Jain, Y. A. Khan, C. M. R. Low, K. Perlin, A. Potapenko, P. Savy, S. Singh, A. Stecula, A. Thillaisundaram, C. Tong, S. Yakneen, E. D. Zhong, M. Zielinski, A. Zidek, V.

- Bapst, P. Kohli, M. Jaderberg, D. Hassabis, J. M. Jumper, Accurate structure prediction of biomolecular interactions with AlphaFold 3. *Nature* **630**, 493–500 (2024).
30. A. Omid, M. H. Moller, N. Malhis, J. M. Bui, J. Gsponer, AlphaFold-Multimer accurately captures interactions and dynamics of intrinsically disordered protein regions. *Proc. Natl. Acad. Sci. U.S.A.* **121**, e2406407121 (2024).
31. D. Piovesan, A. M. Monzon, S. C. E. Tosatto, Intrinsic protein disorder and conditional folding in AlphaFoldDB. *Protein Sci.* **31**, e4466 (2022).
32. L. Mularoni, A. Ledda, M. Toll-Riera, M. M. Alba, Natural selection drives the accumulation of amino acid tandem repeats in human proteins. *Genome Res.* **20**, 745–754 (2010).
33. R. Oono, R. F. Denison, Comparing symbiotic efficiency between swollen versus nonswollen rhizobial bacteroids. *Plant Physiol.* **154**, 1541–1548 (2010).
34. S. Wienkoop, G. Saalbach, Proteome analysis. Novel proteins identified at the peribacteroid membrane from *Lotus japonicus* root nodules. *Plant Physiol.* **131**, 1080–1090 (2003).
35. R. Dixon, D. Kahn, Genetic regulation of biological nitrogen fixation. *Nat. Rev. Microbiol.* **2**, 621–631 (2004).
36. I. J. Schalk, L. Guillon, Fate of ferrisiderophores after import across bacterial outer membranes: Different iron release strategies are observed in the cytoplasm or periplasm depending on the siderophore pathways. *Amino Acids* **44**, 1267–1277 (2013).
37. S. A. Cervantes-Perez, P. Zogli, S. Amini, S. Thibivilliers, S. Tennant, M. S. Hossain, H. Xu, I. Meyer, A. Nooka, P. Ma, Q. Yao, M. J. Naldrett, A. Farmer, O. Martin, S. Bhattacharya, J. Klaver, M. Libault, Single-cell transcriptome atlases of soybean root and mature nodule reveal new regulatory programs that control the nodulation process. *Plant Commun.* **5**, 100984 (2024).
38. B. Roux, N. Rodde, M. F. Jardinaud, T. Timmers, L. Sauviac, L. Cottret, S. Carrere, E. Sallet, E. Courcelle, S. Moreau, F. Debelle, D. Capela, F. de Carvalho-Niebel, J. Gouzy, C. Bruand, P.

- Gamas, An integrated analysis of plant and bacterial gene expression in symbiotic root nodules using laser-capture microdissection coupled to RNA sequencing. *Plant J.* **77**, 817–837 (2014).
39. A. Gavrin, B. N. Kaiser, D. Geiger, S. D. Tyerman, Z. Wen, T. Bisseling, E. E. Fedorova, Adjustment of host cells for accommodation of symbiotic bacteria: Vacuole defunctionalization, HOPS suppression, and TIP1g retargeting in *Medicago*. *Plant Cell* **26**, 3809–3822 (2014).
40. A. Mangeon, R. M. Junqueira, G. Sachetto-Martins, Functional diversity of the plant glycine-rich proteins superfamily. *Plant Signal. Behav.* **5**, 99–104 (2010).
41. P. Mergaert, K. Nikovics, Z. Kelemen, N. Maunoury, D. Vaubert, A. Kondorosi, E. Kondorosi, A novel family in *Medicago truncatula* consisting of more than 300 nodule-specific genes coding for small, secreted polypeptides with conserved cysteine motifs. *Plant Physiol.* **132**, 161–173 (2003).
42. M. Song, Y. Zhou, G. Li, A. S. Barashkova, E. A. Rogozhin, W. Chang, Peptides in plant-microbe interactions: Functional diversity and pharmacological applications. *Cell Surf.* **13**, 100145 (2025).
43. R. M. Lima, B. B. Rathod, H. Tiricz, D. H. O. Howan, M. A. Al Bouni, S. Jenei, E. Timar, G. Endre, G. K. Toth, E. Kondorosi, Legume plant peptides as sources of novel antimicrobial molecules against human pathogens. *Front. Mol. Biosci.* **9**, 870460 (2022).
44. S. Sankari, V. M. P. Babu, K. Bian, A. Alhhazmi, M. C. Andorfer, D. M. Avalos, T. A. Smith, K. Yoon, C. L. Drennan, M. B. Yaffe, S. Lourido, G. C. Walker, A haem-sequestering plant peptide promotes iron uptake in symbiotic bacteria. *Nat. Microbiol.* **7**, 1453–1465 (2022).
45. D. Shen, N. Micic, R. E. Venado, N. Bjarnholt, C. Crocoll, D. P. Persson, S. Samwald, S. Kopriva, P. Westhoff, S. Metzger, U. Neumann, R. T. Nakano, M. Marin Arancibia, T. G. Andersen, Apoplastic barriers are essential for nodule formation and nitrogen fixation in *Lotus japonicus*. *Science* **387**, 1281–1286 (2025).
46. P.-M. Delaux, S. Schornack, Plant evolution driven by interactions with symbiotic and pathogenic microbes. *Science* **371**, eaba6605 (2021).

47. Y. Lin, Z. Feng, W. Wu, Y. Yang, Y. Zhou, C. Xu, Potential impacts of climate change and adaptation on maize in Northeast China. *Agron. J.* **109**, 1476–1490 (2017).
48. X. Duan, Y. Xie, G. Liu, X. Gao, H. Lu, Field capacity in black soil region, Northeast China. *Chin. Geogr. Sci.* **20**, 406–413 (2010).
49. Y. Bi, H. Zou, C. Zhu, Dynamic monitoring of soil bulk density and infiltration rate during coal mining in sandy land with different vegetation. *Int. J. Coal Sci. Technol.* **1**, 198–206 (2014).
50. J. M. Vincent, *A Manual for the Practical Study of Root-Nodule Bacteria* (Oxford Published for the International Biological Programme by Blackwell Scientific, 1970).
51. J. Schindelin, I. Arganda-Carreras, E. Frise, V. Kaynig, M. Longair, T. Pietzsch, S. Preibisch, C. Rueden, S. Saalfeld, B. Schmid, J. Y. Tinevez, D. J. White, V. Hartenstein, K. Eliceiri, P. Tomancak, A. Cardona, Fiji: An open-source platform for biological-image analysis. *Nat. Methods* **9**, 676–682 (2012).
52. S. Schlüter, A. Sheppard, K. Brown, D. Wildenschild, Image processing of multiphase images obtained via X-ray microtomography: A review. *Water Resour. Res.* **50**, 3615–3639 (2014).
53. Z. Jiang, A. K. Leung, J. Liu, Segmentation uncertainty of vegetated porous media propagates during X-ray CT image-based analysis. *Plant and Soil* **511**, 969–995 (2025).
54. E. S. L. Gastal, M. M. Oliveira, Adaptive manifolds for real-time high-dimensional filtering. *ACM Trans. Graph.* **31**, 1–13 (2012).
55. M. Milatz, E. Andò, G. Viggiani, S. Mora, In situ X-ray CT imaging of transient water retention experiments with cyclic drainage and imbibition. *Open Geomech.* **3**, 1–33 (2022).
56. S. Berg, D. Kutra, T. Kroeger, C. N. Straehle, B. X. Kausler, C. Haubold, M. Schiegg, J. Ales, T. Beier, M. Rudy, K. Eren, J. I. Cervantes, B. Xu, F. Beuttenmueller, A. Wolny, C. Zhang, U. Koethe, F. A. Hamprecht, A. Kreshuk, ilastik: Interactive machine learning for (bio)image analysis. *Nat. Methods* **16**, 1226–1232 (2019).

57. D. Kim, J. M. Paggi, C. Park, C. Bennett, S. L. Salzberg, Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat. Biotechnol.* **37**, 907–915 (2019).
58. S. Anders, P. T. Pyl, W. Huber, HTSeq—A Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166–169 (2015).
59. G. P. Wagner, K. Kin, V. J. Lynch, Measurement of mRNA abundance using RNA-seq data: RPKM measure is inconsistent among samples. *Theory Biosci.* **131**, 281–285 (2012).
60. Gene Ontology Consortium, The Gene Ontology Resource: 20 years and still GOing strong. *Nucleic Acids Res.* **47**, D330–D338 (2019).
61. M. Kanehisa, M. Araki, S. Goto, M. Hattori, M. Hirakawa, M. Itoh, T. Katayama, S. Kawashima, S. Okuda, T. Tokimatsu, Y. Yamanishi, KEGG for linking genomes to life and the environment. *Nucleic Acids Res.* **36**, D480–D484 (2008).
62. P. Danecek, J. K. Bonfield, J. Liddle, J. Marshall, V. Ohan, M. O. Pollard, A. Whitwham, T. Keane, S. A. McCarthy, R. M. Davies, H. Li, Twelve years of SAMtools and BCFtools. *Gigascience* **10**, giab008 (2021).
63. A. R. Quinlan, I. M. Hall, BEDTools: A flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841–842 (2010).
64. S. Fuchs, M. Kucklick, E. Lehmann, A. Beckmann, M. Wilkens, B. Kolte, A. Mustafayeva, T. Ludwig, M. Diwo, J. Wissing, L. Jansch, C. H. Ahrens, Z. Ignatova, S. Engelmann, Towards the characterization of the hidden world of small proteins in *Staphylococcus aureus*, a proteogenomics approach. *PLOS Genet.* **17**, e1009585 (2021).
65. C. Gehl, R. Waadt, J. Kudla, R. R. Mendel, R. Hansch, New GATEWAY vectors for high throughput analyses of protein-protein interactions by bimolecular fluorescence complementation. *Mol. Plant* **2**, 1051–1058 (2009).
66. A. M. Bolger, M. Lohse, B. Usadel, Trimmomatic: A flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114–2120 (2014).

67. B. Tjaden, De novo assembly of bacterial transcriptomes from RNA-seq data. *Genome Biol.* **16**, 1 (2015).
68. B. Q. Minh, H. A. Schmidt, O. Chernomor, D. Schrempf, M. D. Woodhams, A. von Haeseler, R. Lanfear, IQ-TREE 2: New models and efficient methods for phylogenetic inference in the genomic era. *Mol. Biol. Evol.* **37**, 1530–1534 (2020).
69. C. Camacho, G. Coulouris, V. Avagyan, N. Ma, J. Papadopoulos, K. Bealer, T. L. Madden, BLAST+: Architecture and applications. *BMC Bioinformatics* **10**, 421 (2009).
70. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
71. H. Nielsen, “Practical applications of language models in protein sorting prediction: SignalP 6.0, DeepLoc 2.1, and DeepLocPro 1” in *Large Language Models (LLMs) in Protein Bioinformatics*, D. B. Kc, Ed. (Springer US, 2025), pp. 153–175.
72. J. T. Robinson, H. Thorvaldsdóttir, W. Winckler, M. Guttman, E. S. Lander, G. Getz, J. P. Mesirov, Integrative genomics viewer. *Nat. Biotechnol.* **29**, 24–26 (2011).

How the deposited data were processed for this re-analysis (not part of the article)

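RNA-seq of *R. pseudoacacia* leaves, stems, roots and nodules was processed from 96 libraries in 32 groups of 3. The groups were defined by tissue, inoculation, time and, at 30 dpi, distance from the nodule, as the sample labels and the methods give them. The authors trimmed the reads, aligned them with HISAT2, counted them per gene with HTSeq-count and deposited the raw counts of 72352 genes, of which 52922 had a count in at least 1 library. The counting options are not named in the paper's text, so how reads shared by near-identical copies were treated is not known. The authors also deposited TPM values computed from these counts, each library summing to 1000000. Total counts ranged from 27882157 to 40574702 per library, with a median of 34006158. Replicates of a group correlated with 0.9447 to 0.9974 over 96 pairs. Limits for a count of 0 were taken as 3 counts of the library or group, and binomial intervals are exact Clopper-Pearson intervals at 95%. Sequencing reads carry no molecular identifiers here, so intervals and limits cover counting error only.

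Counts were tested in edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr, Benjamini-Hochberg adjustment) under R 4.3.3, with the adjusted p of 0.05 and absolute log2 fold change of 1 that the paper's methods state. The methods name DESeq2, which was run as an alternative in version 1.42.0. Further alternatives were RLE factors, library totals without composition factors, no filter on low counts, the replicate number as a block, limma 3.58.1 on log2(TPM + 1) and on log2(TPM + 0.1), only the 2 groups compared in the fit, the pair 3G00089080 and 3G00089880 summed, and each library left out in turn. Standard errors of log2 fold changes were derived from the F statistic. A fitted log2 fold change of a gene with 0 counts in a group depends on the prior count and is no bound. Summed TPM, CPM, shares, regressions and PCA were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. PCA used centered and scaled values, as the paper's methods state. Design, the rule for named genes and all alternatives but those named as later additions were fixed before the data were examined.

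The genes named are the 7 *NPG* genes, the 8 other genes printed in Fig. 1A and, between nodules and roots of 21 dpi, the 2 genes with the largest rise and the 2 with the largest fall among called genes with at least 50 CPM in the higher group and no overlap between the libraries of both groups. The paper's figures and tables had been read when this rule was set. The same rule defined a panel of other nodule genes, with at least 50 CPM in the nodules of 21 dpi and at most 0.1 CPM in every uninoculated group, which held 40 genes. The leghemoglobins and the leading nodule genes in TPM were named after their values were seen. Table S1 and Fig. 1 pair the identifiers 3G00090420, 3G00089080 and 3G00089880 with different *NPG* names. The assignment of *NPG5* to 3G00090420 was made from the expression in Fig. 1C and the annotation.

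The tests were tried on simulated counts, drawn from the mean of each gene over all libraries of a fit, the library sizes and the fitted dispersions, with 200 genes of at least 1 CPM changed by 2 or 3 log2 units. Of these, 66.0% were recovered between nodules and roots of 21 dpi, 24.0% between 0 and 5 cm, 74.0% between roots of 21 dpi and uninoculated roots, and 65.5% between the roots of 1 ypi. Same-numbered libraries deviated together in every pair of groups only in the spatial profile, where the correlations were 0.254 to 0.693 and the block is given beside the results it changes. The roots of 0 d also deviated together with those of 24 hours, with correlations of 0.278 to 0.402, and with those of 7 dpi, with 0.193 to 0.286, where the replicate block changed no *NPG* call. Replicates came from separate plants, which were dissected into organs, so that organs with the same number could share a plant. The sample labels do not state this, and in the other comparisons reported at least 1 of the 3 correlations was under 0.1. Some of these were high for single replicates, with 0.432, 0.529 and 0.398 for replicate 1 between the roots of 0 d and those of 48 hours, 96 hours and 14 dpi. Stems and leaves of 21 dpi, which share a fit with the nodules, deviated together with 0.229 to 0.541. Nodules and roots of 21 dpi did not, with -0.146 to -0.058, so whether their numbers mark plants stays open. Bacterial RNA-seq, quantitative PCR, imaging and proteomics have no deposited tables in this series and were left out, and genome coordinates were not used here.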

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

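The panel of nodule genes and its use in the root libraries with many *NPG* counts were set before the data were examined. The limit of 1000 *NPG* counts that defines these libraries, the percentile range used as the panel's spread, the second panel, the tests of *NPG5* and 3G00089080, the tests in libraries with fewer *NPG* counts and those in uninoculated roots were chosen only after the values were seen.

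In the roots of 21 dpi, a signal appeared in genes the paper does not discuss. The 40 panel genes, each at most 0.1 CPM on average in every uninoculated group, had a median of 5.45% of their level in nodules in replicate 1, 1.69% in replicate 2 and 0% in replicate 3. *NPG1* to *NPG4* were at 2.60, 1.36 and 0.000116% of their nodule level in the same libraries. Nodule tissue or nodule RNA within the root samples was tested as the cause over the 6 root libraries with at least 1000 *NPG* counts, which come from 21 dpi and from 5 and 10 cm at 30 dpi. The ratio of the percentage of *NPG1* to *NPG4* to the median of the panel was 0.769 at the median of these libraries and ranged from 0.476 to 1.03. The percentage of *NPG1* to *NPG4* lay between the 5th and 95th percentile of the panel in all 6 libraries, but within its quartiles in only 3, and below them in the other 3. For *NPG1* to *NPG4* in these libraries, the test is therefore consistent with nodule material carried into the root samples, such as small nodules that remained on the roots. As first worded, the prediction was that the panel median would follow *NPG* in each root library with *NPG* counts. This did not hold with few counts, where the ratio was 7.59 in the 5-cm segment of replicate 2, 2.33 and 0.0494 in replicates 2 and 1 of the inoculated roots of 1 ypi, and the panel median was 0 in replicate 1 of 7 and of 14 dpi. The panel was selected on nodules, and expression of all these genes in root tissue near nodules would give the same values and was not tested. A difference in depth does not account for the pattern, since the root libraries of 21 dpi held 37898108, 31224132 and 29830587 counts.

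The other genes of the family followed the panel less closely. *NPG5* was between the 5th and 95th percentile of the panel in 4 of the 6 libraries and below it in 21 dpi replicate 1, with 23 counts and 1.46% against a 5th percentile of 2.43%, and in the 10-cm segment of replicate 3, with 33 counts and 0.0695% against 0.0798%. The gene 3G00089080 had 3 and 2 counts in the 5-cm segments of replicates 1 and 3, at most 0.158% of its nodule level, where *NPG1* to *NPG4* were at 11.3 and 9.43%. In the 10-cm segment of replicate 2 it was at 5.36%. The same-numbered nodules, with which the segments deviated together, differ in this gene. That of replicate 1 had 3210 counts and at the share of *NPG1* to *NPG4*, 10.0%, would bring 358 counts to the 5-cm segment, where 3 were found, which argues against RNA of this sampled nodule as the source there. That of replicate 3 had 8 counts and would bring 0.767 counts to the 5-cm segment, too few to decide. In the 10-cm segment of replicate 2, the same-numbered nodule with 1770 counts would bring 46.8 counts, and 103 were found, so that 3G00089080 was not short of the nodule's share there. Other nodules with little 3G00089080 as the source in replicate 1 cannot be told apart from *NPG1* to *NPG4* expression in the root, since the sampled nodules range from 8 to 3210 counts.

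For the 5 inoculated root libraries with at least 10 but fewer than 1000 *NPG* counts, the same explanation cannot be told apart from expression in the root. The summed panel reached at least the *NPG* percentage in 3 of the 5 libraries, and roots of 24 to 96 hours without any *NPG* count had panel sums up to 0.0161% of the nodule level. In 7 dpi replicate 1, with 412 *NPG* counts, *NPG1* to *NPG4* were at 0.0420% and the panel sum at 0.0549%. In the 5-cm segment of replicate 2, with 107 counts of *NPG1* to *NPG4*, these were at 0.0163% and the panel sum at 0.0135%. In inoculated roots of 1 ypi, replicate 1 had a panel sum of 0.136% with *NPG1* to *NPG4* at 0.00227%, and replicate 2 had 0.0363% and 0.0450%, so that the panel and *NPG* did not move in proportion.

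The uninoculated roots of 1 ypi, which Fig. 2G does not set apart from inoculated roots, held *NPG* counts above the uninoculated roots of 0 d. Replicate 3 had 253 counts, replicate 1 had 36 and replicate 2 had 0, against at most 1 at 0 d. The panel could not be used as it stood, since it was selected to be low in these libraries. A second panel of 55 genes, selected without them, summed to 0.0376% of the nodule level in replicate 3, 0.0112% in replicate 1 and 0.00430% in replicate 2, while *NPG1* to *NPG4* were at 0.0227, 0.00324 and 0%. The second panel was thus higher in both replicates with *NPG* counts than in replicate 2, but replicate 2 was also above the roots of 0 d, which had 0.000981 to 0.00316%. The second panel leaves out genes above 0.1 CPM in the roots of 0 d, so that a rise over 0 d is partly built into it. RNA or reads from nodule libraries and nodules on the plants kept as uninoculated would both raise the second panel, and they cannot be told apart here. In the inoculated roots of 1 ypi, replicate 1 had 0.192% of the second panel with only 24 *NPG* counts, so the second panel alone does not measure nodule material at this age.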

How the results depend on the processing

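All alternatives except the table S1 identifier for *NPG5* in leaves, the second panel of nodule genes and the block for the slopes of single genes were chosen before the data were examined. Over the results that answer a comparison, settings other than leaving out a library moved 32 values by more than the measures used, weakened 1, reversed 1 and left 169 unchanged. Leaving out libraries moved 44 values, weakened 4, reversed 2 and left 151 unchanged. For single named genes, other settings weakened 9, strengthened 17 and left 367 unchanged, and leaving out libraries weakened 24, strengthened 7 and left 245 unchanged, with none reversed. Where nothing else is said, the cause of a change was not tested.

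Under DESeq2 in place of edgeR, genes called rose from 287 to 3046 between 0 and 5 cm, from 1606 to 4085 between 0 and 10 cm and from 0 to 172 between 5 and 10 cm. They rose from 447 to 2285 between roots of 21 dpi and uninoculated roots of 0 d, and from 3 to 991 between inoculated and uninoculated roots of 1 ypi. *NPG* genes called by DESeq2 rose from 0 to 2 between 0 and 5 cm, from 0 to 5 between 0 and 10 cm, and from 0 to 1 in roots of 21 dpi, in the interaction of 21 dpi with 1 ypi and in roots before 21 dpi.

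With the replicate block, 2 *NPG* genes were called between nodules and roots of 21 dpi in place of 5. The blocked fit called 2242 genes between 0 and 5 cm and 3912 between 0 and 10 cm, where the numbers pair the libraries. It called 1143 genes and 4 *NPG* genes between roots of 21 dpi and uninoculated roots, and 0 genes between the roots of 1 ypi, where the numbers are shared without pairing. The slope of summed *NPG* expression along the root axis stayed at -0.94 per cm with the block, with p = 0.065 in the exact permutation within replicates, and the slopes of *NPG1* to *NPG5* went from an adjusted p of 0.035 to 0.10 each. The block moved no other count of called genes by more than 1.5 times.

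With only the 2 groups compared in the fit, which leaves fewer libraries to estimate the spread, 3 *NPG* genes were called between nodules and roots of 21 dpi, and 0 genes between 0 and 5 cm, between roots of 21 dpi and uninoculated roots, and between the roots of 1 ypi. limma on log2(TPM + 1) called 1033 genes between 0 and 5 cm, 127 between roots of 21 dpi and uninoculated roots and 8 between the roots of 1 ypi, and on log2(TPM + 0.1) it called 553, 39 and 0. Without a filter on low counts, 14 genes were called between the roots of 1 ypi.

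PC1 of the *NPG* genes held 96.56% without scaling and 88.25% with a pseudocount of 0.1, and PC1 of all genes held 53.84 and 31.22% under these settings and 37.68% with a mean TPM of at least 1. The difference of *NPG5* between inoculated and uninoculated leaves, 0.04 in log2(TPM + 1), reversed to -0.014 with a pseudocount of 0.1, to -0.06 without uninoculated replicate 2 and to -0.21 without uninoculated replicate 3, and rose to 0.39 without replicate 1. No direction can be given for it, with exact permutation p between 0.74 and 0.98 over these settings. Under the table S1 identifier all leaf values were 0.

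Leaving out each library in turn gave 3060 to 5519 genes between nodules and roots of 21 dpi and 1 to 7 *NPG* genes. The lowest gene number came without nodule replicate 3, nodule replicate 1 gave 3078, and all 7 *NPG* genes were called without root replicate 3. The range was 0 to 290 genes between 0 and 5 cm, where only the 5-cm segment of replicate 3 could be left out without losing all calls. Between 0 and 10 cm it was 0 to 1101, with 0 without nodule replicate 1, 157 without nodule replicate 2, 664 without nodule replicate 3, and 198 and 349 without the 10-cm segments of replicates 1 and 3. Between roots of 21 dpi and uninoculated roots it was 0 to 3729 genes and 0 to 4 *NPG* genes, both highest without root replicate 3. Between the roots of 1 ypi it was 0 to 592, highest without inoculated replicate 3. In the interaction, 0 to 1 *NPG* genes were called, and between nodules of 1 ypi and 21 dpi also 0 to 1, the call being *NPG5* without replicate 2 of 1 ypi. The slope along the root axis lay between -1.14 and -0.72 per cm, PC1 between 87.34 and 92.52% for the *NPG* genes and between 29.58 and 32.32% for all genes, and uninoculated root libraries with *NPG* counts numbered 1 to 2, with 1 when either library with such counts was left out. A fit that leaves 2 libraries in a group assumes the spread of the remaining groups for them.

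The numbers of genes called between nodules and stems or leaves at 21 dpi and between nodules of both ages, and the number of *NPG* genes called between nodules and inoculated roots at 1 ypi, changed by at most 1.5 times under the alternatives run for them. The shares of nodule TPM moved by less than the SD of their libraries, although at 30 dpi the share fell from 3.11 to 1.99% when taken from counts. Depth limits statements on the pair 3G00089080 and 3G00089880, which had 27 to 59 counts together in each nodule of 21 dpi and 1 ypi.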

Differences from the paper's values

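The PCA of all genes at 21 dpi ran on 46144 genes with a TPM above 0 in at least 1 library, whereas the paper's number is 30295. Among the alternatives set before the data were examined, only the use of genes with a mean TPM of at least 1 came near the paper's number, with 29439. The number stayed high without scaling, with a pseudocount of 0.1 or with log2(CPM + 1), each on 46144 genes, or without any of the 12 libraries, on 45764 to 45987 genes. The percentages of variance were within the limits used for a difference, with 30.21 and 15.21% on PC1 and PC2 of all genes against the paper's 38.17 and 17.52%, and 89.98 and 6.45% for the *NPG* genes against the paper's 91.26 and 6.69%. With 3G00089080 and 3G00089880 summed, the latter were 91.36 and 6.67%.

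The paper states that roots of uninoculated plants had no *NPG* transcripts. The uninoculated roots of 0 d had 1 count in 3 libraries, whereas those of 1 ypi had 36, 0 and 253 counts.

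The paper states that nodules separated from other organs in the PCA of all genes. They did on PC1 and PC2 together, but on PC1 alone root replicate 3, at 120.36, lay within the nodules' 118.04 to 127.43. On PC1 they were apart with genes of a mean TPM of at least 1, without scaling, with a pseudocount of 0.1 and with log2(CPM + 1).

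All 7 genes are described as highly expressed in nodules of 1 ypi. *NPG1* to *NPG5* ranked 4 to 195 of 35576 genes there, and 3G00089080 and 3G00089880 ranked 14659 and 14312, at 7.21 and 7.63 TPM.

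Detection of *NPG* transcripts is placed by the paper at the time nodules could be harvested. Root libraries of 24, 48 and 96 hours had 0 counts, and 4 of the 6 libraries of 7 and 14 dpi had at most 1, but 7 dpi replicate 1 had 412 and 14 dpi replicate 1 had 25. DESeq2 called 1 *NPG* gene at 7 dpi and edgeR none.

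*NPG5* is described as rising during later maturation. From 21 dpi to 1 ypi its log2 fold change was 0.78 (standard error 0.47, adjusted p = 0.25 from edgeR's quasi-likelihood test), and *NPG5* had 1.16 without replicate 2 of 1 ypi (adjusted p = 0.034) and 0.01 without replicate 3 (adjusted p = 0.98). Its mean of 9986 TPM in the nodules of 30 dpi comes from the separate spatial sampling of 4-month-old seedlings and does not bear on the time course.

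*NPG3* is described as staying low. It had 2269 TPM at 21 dpi and 2145 TPM at 1 ypi, at ranks 21 and 26 of all genes, and ranked below *NPG4*, *NPG1* and *NPG2* at both ages. The nodules of 30 dpi, from the separate spatial sampling of 4-month-old seedlings, had 3791 ± 1386 TPM of *NPG3* and 3771 ± 1006 TPM of *NPG1* (SD, n = 3), a difference far within the spread, and 2159 ± 474 TPM of *NPG2*.

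The pair plotted as *NPG6* and *NPG7* is described as minimal throughout. In the time course 3G00089080 was at 5.38 TPM at 21 dpi and 7.21 TPM at 1 ypi, which is low as the paper states. In the nodules of 30 dpi, from the separate spatial sampling of 4-month-old seedlings, it had 888, 540 and 2.27 TPM, which the statement on the time course does not cover.

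A sharp decline outside nodules is stated for the pair, and low but detectable expression for *NPG1* to *NPG5*. In pooled counts 3G00089080 was 1062-fold lower at 5 cm than at 0 cm, but its slope had an adjusted p of 0.11 in an exact permutation test, whereas *NPG1* to *NPG5* had 0.035 each. 3G00089880 had 0, 1 and 10 counts in the nodules and 0 in the segments, too few to judge a decline. Permuted within replicates, none of the 7 genes passed, with an adjusted p of 0.10 for each of *NPG1* to *NPG5*. Over all genes edgeR called 0 *NPG* genes at either distance, whereas DESeq2 called 2 at 5 cm and 5 at 10 cm.

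Signal in leaves is described as negligible. *NPG1* to *NPG4* had at most 24 counts each over the 3 leaf libraries of 21 dpi, whereas *NPG5* had 329 counts and 25.4 TPM, 12.1-fold below nodules.

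In Fig. 1A, 3G00089120 is drawn as nodule-specific. It had 0 counts in all 96 libraries. The other neighbour drawn so, 3G00089050, had 234 counts in the nodules of 21 dpi, 1 in roots, and 0 in stems and leaves of that age.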

Other observations

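The test of exchanged labels was chosen before its values were seen. The tests on leaves, stems, the near-identical pair and other splits of the libraries were chosen only after the results were seen.

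*NPG5* had counts in all 27 leaf libraries, uninoculated leaves included. Inoculated leaves between 24 hours and 21 dpi had 18.8 ± 17.6 TPM (SD, n = 18) and uninoculated leaves of 0 d 12.5 ± 6.17 TPM (SD, n = 3). Nodule RNA carried into the leaf libraries was tested by the other nodule genes. The median of *NPG5* over the leaves was 2.68% of its nodule level, whereas *NPG1* to *NPG4* reached at most 0.00524% and the panel of nodule genes at most 0.00821%. The panel was selected to be low in the uninoculated groups, so it bears on the inoculated leaves only. *NPG1* to *NPG4* in all leaves and the panel in inoculated leaves argue against carried nodule RNA. Expression of *NPG5* in leaves remains a hypothesis, and reads of another glycine-rich gene assigned to this short gene were not tested.

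*NPG4* was also found in uninoculated stems, with 29 of 30 *NPG1* to *NPG4* counts at 0 d, a share of 96.67% (exact Clopper-Pearson interval 82.78 to 99.92%), and 40 of 42 at 1 ypi. In the nodules of 21 dpi its share was 55.75%, and the exact binomial test of the stem counts of 0 d against that share gave p = 8.2e-07. Nodule RNA carried into the stems would bring the nodules' share, so the test argues against it. Counts from the libraries are not independent molecules, and expression in stems was not tested further.

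In replicate 2 of the spatial profile, *NPG* expression was lower at 5 cm than at 10 cm, against the order of replicates 1 and 3. An exchange of the labels of both segments was tested on 1861 genes outside the panel that differed the same way between 5 and 10 cm in replicates 1 and 3. Of these, 87.86% differed the same way in replicate 2, which argues against an exchange. How much nodule material each segment held stays open.

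In the nodules of 30 dpi, 3G00089080 had a coefficient of variation of 94.2% between replicates. If reads had moved between this gene and its near-identical copy 3G00089880, their sum would vary less, but it varied by 93.637%, against 26.0% for *NPG1*. *NPG5* varied by 97.8% in the same nodules. The sum cannot show reads discarded as shared between both copies. Such a loss, a difference between plants or one in nodule age remains open, and no biological explanation was tested.

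With 3 libraries against 3, only 10 splits of the libraries exist, so a count of splits alone cannot exclude chance at a share under 0.05 for a gene-wise comparison, however large the difference. The real split was the only 1 of 10 with as many genes called for nodules against roots, stems and leaves at 21 dpi, for 0 against 5 cm and 0 against 10 cm, for roots of 21 dpi against uninoculated roots, for the roots of 1 ypi, and for nodules of 1 ypi against those of 21 dpi. The same held, with 1 of 10, for *NPG* genes called in nodules against roots, stems and leaves at 21 dpi and against inoculated roots at 1 ypi. Where 0 were called, as for *NPG* genes along the root axis, in roots of 21 dpi, in the roots of 1 ypi and between nodules of both ages, and for all genes between 5 and 10 cm, 10 of 10 splits gave as many. All other splits gave 0 calls. At an unadjusted p of 0.05 they reached at most 1099 genes for nodules against leaves, with 13891 in the real split, but up to 3587 genes for roots of 21 dpi against 3876 in the real split, and up to 2190 against 2263 for the roots of 1 ypi. Between 5 and 10 cm, 4 of the 10 splits had at least the 1800 genes of the real split at that unadjusted p. In the spatial profile, where the numbers pair the segments, 4 splits part all 3 pairs, and the real split was the only 1 of these with as many genes called between 0 and 5 cm and between 0 and 10 cm. Between 5 and 10 cm, the other 3 such splits had 60, 595 and 86 genes at an unadjusted p of 0.05 against the 1800 of the real split, and the splits with more than 1800 each left pairs together.

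Among genes called between nodules and roots of 21 dpi, the 2 with the largest rise under the rule of choice were 15G00666590, annotated as early nodulin-93 (log2 fold change 7.48, standard error 1.42, adjusted p = 0.014 from edgeR's quasi-likelihood test), and 11G00651150, annotated as a serine-rich protein (7.22, standard error 1.09). The call of 15G00666590 was lost without nodule replicate 1 or 3 (adjusted p = 0.053 and 0.050). The 2 with the largest fall were 5G00246190, annotated as ribonuclease 1 (-10.87, from 5632 counts in roots and 3 in nodules), and 4G00122590 (-10.66, from 9169 and 6 counts). Both of these varied between the roots by more than their mean, with 62.3 ± 91.6 and 102 ± 158 CPM (SD, n = 3). Of the neighbours in Fig. 1A, 3G00089050, 3G00090030, 3G00090100 and 3G00089530 were called higher in nodules than in roots, with log2 fold changes of 7.35, 5.81, 4.58 and 3.16. The call of 3G00089530 (adjusted p = 0.040) was lost under 7 of its settings, which include the replicate block, limma on log2(TPM + 1), and leaving out any of the nodules or root replicate 2 or 3, with an adjusted p of 0.053 to 0.49, against 0.0040 to 0.043 under the 7 others. That of 3G00090030 (adjusted p = 0.015) was lost without root replicate 2 (adjusted p = 0.059). 3G00090100 and 3G00089530 had far more in leaves, with 338 and 621 TPM against 1.18 and 0.443 TPM in nodules. The genes 3G00089440, 3G00090270 and 3G00089670 were not called.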
